# Loss of stomach, loss of appetite? Sequencing of the ballan wrasse (*Labrus bergylta*) genome and intestinal transcriptomic profiling illuminate the evolution of loss of stomach function in fish

**DOI:** 10.1186/s12864-018-4570-8

**Published:** 2018-03-06

**Authors:** Kai K. Lie, Ole K. Tørresen, Monica Hongrø Solbakken, Ivar Rønnestad, Ave Tooming-Klunderud, Alexander J. Nederbragt, Sissel Jentoft, Øystein Sæle

**Keywords:** Ballan wrasse, Stomach, Intestine, Ghrelin, Labrid, Digestion, Motilin, Transcobalamin, Appetite, Neuropeptide

## Abstract

**Background:**

The ballan wrasse (*Labrus bergylta*) belongs to a large teleost family containing more than 600 species showing several unique evolutionary traits such as lack of stomach and hermaphroditism. Agastric fish are found throughout the teleost phylogeny, in quite diverse and unrelated lineages, indicating stomach loss has occurred independently multiple times in the course of evolution. By assembling the ballan wrasse genome and transcriptome we aimed to determine the genetic basis for its digestive system function and appetite regulation. Among other, this knowledge will aid the formulation of aquaculture diets that meet the nutritional needs of agastric species.

**Results:**

Long and short read sequencing technologies were combined to generate a ballan wrasse genome of 805 Mbp. Analysis of the genome and transcriptome assemblies confirmed the absence of genes that code for proteins involved in gastric function. The gene coding for the appetite stimulating protein ghrelin was also absent in wrasse. Gene synteny mapping identified several appetite-controlling genes and their paralogs previously undescribed in fish. Transcriptome profiling along the length of the intestine found a declining expression gradient from the anterior to the posterior, and a distinct expression profile in the hind gut.

**Conclusions:**

We showed gene loss has occurred for all known genes related to stomach function in the ballan wrasse, while the remaining functions of the digestive tract appear intact. The results also show appetite control in ballan wrasse has undergone substantial changes. The loss of ghrelin suggests that other genes, such as motilin, may play a ghrelin like role. The wrasse genome offers novel insight in to the evolutionary traits of this large family. As the stomach plays a major role in protein digestion, the lack of genes related to stomach digestion in wrasse suggests it requires formulated diets with higher levels of readily digestible protein than those for gastric species.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4570-8) contains supplementary material, which is available to authorized users.

## Background

The wrasses belong to one of the largest teleost families, the Labridae, with 600 species and 82 genera [1]. Most labroids are small colorful predators living on invertebrates that they pick off the substrate with their protruding teeth. Several wrasse species occupy an important niche in the ecosystem as cleaner fish, consuming ectoparasites from the skin and gills of other fish species. The ballan wrasse (*Labrus bergylta*) is the largest of the European wrasses and is found in the eastern Atlantic, from mid-Norway in the north to the southwest region around Morocco, the Azores and Madeira and southeast into the Mediterranean ocean [2]. In captivity, ballan wrasse display cleaning behavior when introduced to sea lice-infected salmon [3]. Thus, the wrasses, including the ballan wrasse, have been used as an alternative to chemicals and pharmaceuticals for delousing salmon in net pens [4], and attempts are underway to rear ballan wrasse for this purpose.

In addition to its peculiar reproductive strategies and feeding behaviors, the wrasses all lack stomachs (i.e. agastric) and pyloric caeca, and have a very short intestine. Agastric species are found sporadically throughout the teleost lineage in unrelated species. Other examples of agastric fish includes the fugu *(Takifugu rubripes)*, green spotted pufferfish *(Tetraodon nigroviridis)*, zebrafish *(Danio rerio)* and medaka *(Oryzias latipes)* [5]. Comparative genetic analyses demonstrates that loss of stomach function is accompanied with multiple gene losses related to acid production [5]. However, fundamental questions on how and why these past evolutionary losses have occurred, and the functional implications for agastric species remain unknown. Furthermore, there is a need for basic physiological and genetic knowledge of wrasses to enable the formulation of diets that meet the nutritional requirements of this and other agastric species in aquaculture.

The stomach is an anterior expansion of the gut separated from the intestine by a sphincter, i.e. a valve, at the distal end regulating the release of food to the intestine. The stomach varies greatly in shape, from tubular to asymmetric, between different fish species [6]. It serves a range of physiological purposes, mainly related to digestion. These include: 1) storage and retention of ingested food, permitting the ingestion of fewer and larger meals (macrophagous species) [7, 8], 2) release of hydrochloric acid to aid digestion [9], 3) digestion of proteins by the release of enzymes, 4) providing a steady supply of partly digested feed (chyme) to the anterior mid-gut to optimize digestion and absorption, 5) lowering pH to act as a barrier against pathogens, 6) facilitating absorption of several micronutrients, e.g. Fe^3+^, Ca^2+^, and B_12_, and 7) playing a role in osmo- and ion regulation [9]. How these digestive functions are performed by agastric species remains unknown. So far, there is no coherent hypothesis that merges the characteristics of agastric animals [7]. The digestive system in agastric fishes is thus very diverse, we therefore hypothesize that specific knowledge on the molecular regulation of digestion and appetite in wrasses cannot be addressed with existing data from the existing agastric species genomes.

Advances in high throughput sequencing now allows the analysis of how genetic drift or evolutionary forces change genomes through deletion or inactivation of genes when an organ is acquired or lost, while maintaining a continuation of an animals overall function. Our main aim was to investigate the genetic impact of stomach loss on the digestive functions in ballan wrasse with a special focus on appetite regulation. Here, we first describe the sequencing and assembly of the ballan wrasse genome and two de novo transcriptomes, allowing us to search for genes related to stomach function and to identify key genes involved in appetite regulation. We also generated expression profiles along the length of the wrasse gastrointestinal tract to identify possible functional organization. We found that wrasse lack nearly all the genes related specifically to stomach digestion, and the gene for vertebrate appetite control, ghrelin. Many genes related to intestinal tract digestion were highly expressed in the anterior segments of the wrasse intestine, with decreasing expression of these genes occurring towards the intestine posterior. The data presented in this study provides valuable insight into the genomics underlying the functional adaptations to an agastric digestive system, and should aid the formulation of diets better suited to wrasse aquaculture.

## Results

### Genome assembly statistics and annotation

The ballan wrasse genome was based on integration of long and short sequencing reads, i.e. from PacBio (33 x coverage) and Illumina (111 x coverage) respectively. The N50 contig length of 704 kbp (Table 1) surpasses the size of many of the recently sequenced teleost genomes; yellow croaker (63.11 kbp, [10]), northern pike (16.91 kbp, [11]) and Atlantic cod (116 kbp) [12, 13]. and it is defined as the shortest contig length at 50% of the genome. The N50 contig length approaches the N50 contig length of the Asian seabass sequenced to 90X PacBio coverage at 1 Mbp [14]. The N50 scaffold length is 795 kbp (Table 1), suggesting that the mate pairs utilized had marginally more information than the PacBio reads. This means that the PacBio reads covers most of the same repeats as for the illumina mate pairs. The N50 contig length is actually equal to the N50 scaffold length obtained for northern pike. This shows that medium coverage of PacBio sequences can generate assemblies of comparable or superior N50 statistics to other teleost genome assemblies based on short-read data. The N50 statistics constitute the length that 50% of the genome contigs surpass. Moreover, the completeness of the ballan wrasse genome, measured as number of conserved eukaryotic genes using tools that estimate gene set completeness, CEGMA and BUSCO, was, for instance, comparable to the newest version of the Atlantic cod genome [12, 13].

**Table 1:** Genome assembly statistics

	Ballan wrasse statistics
Total assembly length (Mbp)	805
N50 scaffold (kbp)	795
N50 contig (kbp)	704
CEGMA complete (partial)	92.34% (94.35%)
BUSCO complete (% of 3698)	3368 (91%)
BUSCO duplicated (% of 3698)	155 (4.2%)
BUSCO fragmented (% of 3698)	110 (3.0%)
BUSCO missing (% of 3698)	65 (1.8%)

Approximately 27 Gbp of PacBio sequencing data (34 X coverage) were assembled with canu [15], and the resulting contigs were ordered and oriented into scaffolds with Illumina data using the scaffold module of SGA [16], before polishing with Pilon [17]. The resulting ballan wrasse genome assembly has a total size of 805 Mbp, with an N50 contig length of 704 kbp and an N50 scaffold length of 795 kbp (Table 1).

The automatic annotation tool MAKER2 [18, 19] annotated 87,438 gene models, which were reduced to 31,050 after removing gene models that were poorly supported by either transcriptome or protein alignments. To simplify, gene models with less than half of their bases supported by an alignment were removed).

### De novo wrasse Illumina transcriptome assembly statistics and annotation

De novo RNA assemblies were generated using Illumina short read sequence reads containing brain and intestinal tissue sequences. The overall transcriptome assembly statistics were improved following RSEM filtering, reducing the number of assembled transcripts (Trinity genes) from 174,273 to 41,235 and increasing the N50 length from 2699 to 2794 (Additional file 1). In total, 26,618 genes (44%) of the transcripts were annotated with BLASTx (*p* < 1.0E-20) against the Uniprot database. Of these, 7730 cover more than 90% of the best Uniprot hit protein length, indicating full-length sequences (Additional file 2).

### Search for stomach function related genes and neuropeptides in the ballan wrasse

To identify genes involved in stomach function retained in ballan wrasse, we searched for genes expressed in the human stomach that were previously identified through transcriptomic profiling of the human gastrointestinal tract [20] (Table 2). We also genes related to appetite regulation. We first conducted BLAST searches (BLASTn and BLASTx) against the ballan wrasse genome and the de novo wrasse Illumina transcriptome assembly presented in this manuscript (Flow chart can be viewed in Additional file 3) using transcripts representing orthologue genes from the closely related species as query sequences. If a matching sequence was identified in the ballan wrasse genome or transcriptome, these ballan wrasse sequences was as used as a BLAST query sequence against the NCBI (https://blast.ncbi.nlm.nih.gov/Blast.cgi) non redundant protein sequences database (nr) database (BLASTx) and the nucleotide collection (nr and nt) database (BLASTn). If the investigated stomach target gene were not among the top hits of the previous mentioned BLAST search the gene was finally declared not present in ballan wrasse. If we got a strong hit, we used gene synteny looking at neighboring gene to validate the finding. The synteny analysis would reveal if this was the investigated target gene or if it was a closely related paralogous gene. We also conducted synteny searches looking for the target genes in specific genomic regions with shared neighboring genes [21].

**Table 2:** Presence (+) and absence (−) of genes related to stomach function and appetite regulation ballan wrasse

Function			Mammals	Ballan Wrasse
Stomach function	PG	Pepsinogen genes	+	–
	ATP4A	ATPase H+/K+ Transporting Alpha Subunit	+	–
	ATP4B	ATPase H+/K+ Transporting Beta Subunit	+	–
	GAST	Gastrin	+	–
	LIPF	Lipase F, Gastric Type	+	–
	TFF1	TFF1	+	–
	PGC	Progastricin	+	–
	MUC5AC	Mucin 5 AC, Oligomeric Mucus/Gel-Forming	+	+
	GIF	gastric intrinsic factor	+	–
Apetite regulation	GHRL	ghrelin	+	–
	GHRS	ghrelin receptor	+	+
	MBOAT4	membrane Bound O-Acyltransferase Domain Containing 4	+	–
	MNL	motilin	+	+
	MLNR	motilin receptor	+	+
	PYY	peptide yy	+	+
	CCK	cholecystokinin	+	+
	NPY	Neuropeptide y	+	+
	POMC	proopiomelanocortin	+	+
	LEP	Leptin	+	+

#### Presence and absence of genes related to stomach function

Using the above mentioned search strategy, the only stomach related gene found in the ballan wrasse genome was *muc5ac* (LABE_00062109) (Table 2). The *muc5ac* gene was also not present in the intestinal/brain transcriptome. cBLAST searches and synteny analysis confirmed the absence in wrasse of several stomach related genes, including gastrin (gast), lipase F (lipf), TFF1, pepsinogens (pgc), *atp4*, *atp4b*, previously described as being absent in other agastric fish [5] verifying the absence of stomach function and related genes in wrasse.

#### Presence and absence of genes related to ghrelin

We also searched the wrasse genome for the presence/absence of ghrelin (*ghrl*), ghrelin receptor (*ghsr*) and membrane bound o-acyltransferase domain containing 4 (*mboat4*) since ghrelin is connected to stomach function and appetite regulation in gastric species and produced in the gastric folds of both mammals and teleosts [22].

Ghrelin has been identified in several cyprinid fish species including zebrafish (Ensembl accession no. ENSDARG00000054239), horned golden-line barbell (*Sinocyclocheilus rhinocerous,* NCBI accession no. XP_016371398.1) and goldfish (*Carassius auratus*) [23], as well as in several gastric species, for example in stickleback (*Gasterosteus aculeatus*) (NCBI accession no. KT235779). BLAST searches in the Ensembl database using ghrelin sequences from zebrafish and stickleback showed no similarity against any sequence of searched agastric fish species including ballan wrasse, amazon molly *(Poecilia formosa*), medaka, fugu and tetraodon. In addition, no ghrelin like putative coding sequence in the genomic region beween *ccdc174* and *tatdn2* in ballan wrasse (160104_scaffold_265:340,771–355,031) could be found (Fig. 1a). By searching the Ensembl database in the region between the genes *ccdc174* and *tatdn2,* we confirmed that among agastric fish species, the ghrelin gene is only found in the cyprinid family. The membrane bound o-acyltransferase domain containing 4 (*mboat4*) was not found in wrasse using *mboat4* (ENSGACT00000018180) of stickleback as a template for BLASTX and tBLASTn searches against the de novo transcriptomes and genome, or by analyzing gene synteny. In Ensembl, *mboat4* teleost orthologues were found only for stickleback, cave fish and zebrafish. BLAST searches were then used on the genomes of several gastric fish species represented in the Ensemble database, which confirmed *mboat4* is also present in tilapia, spotted gar (*Lepisosteus oculatus*) and Atlantic cod (*Gadus morhua*) among others. In these fish, *mboat4* is situated in a conserved genomic region (synteny shown in Additional file 4: Figure SA). Zebrafish aside, no orthologs of *mboat4* were identified in the genomes of agastric fish species present in Ensembl.

**Fig. 1:**
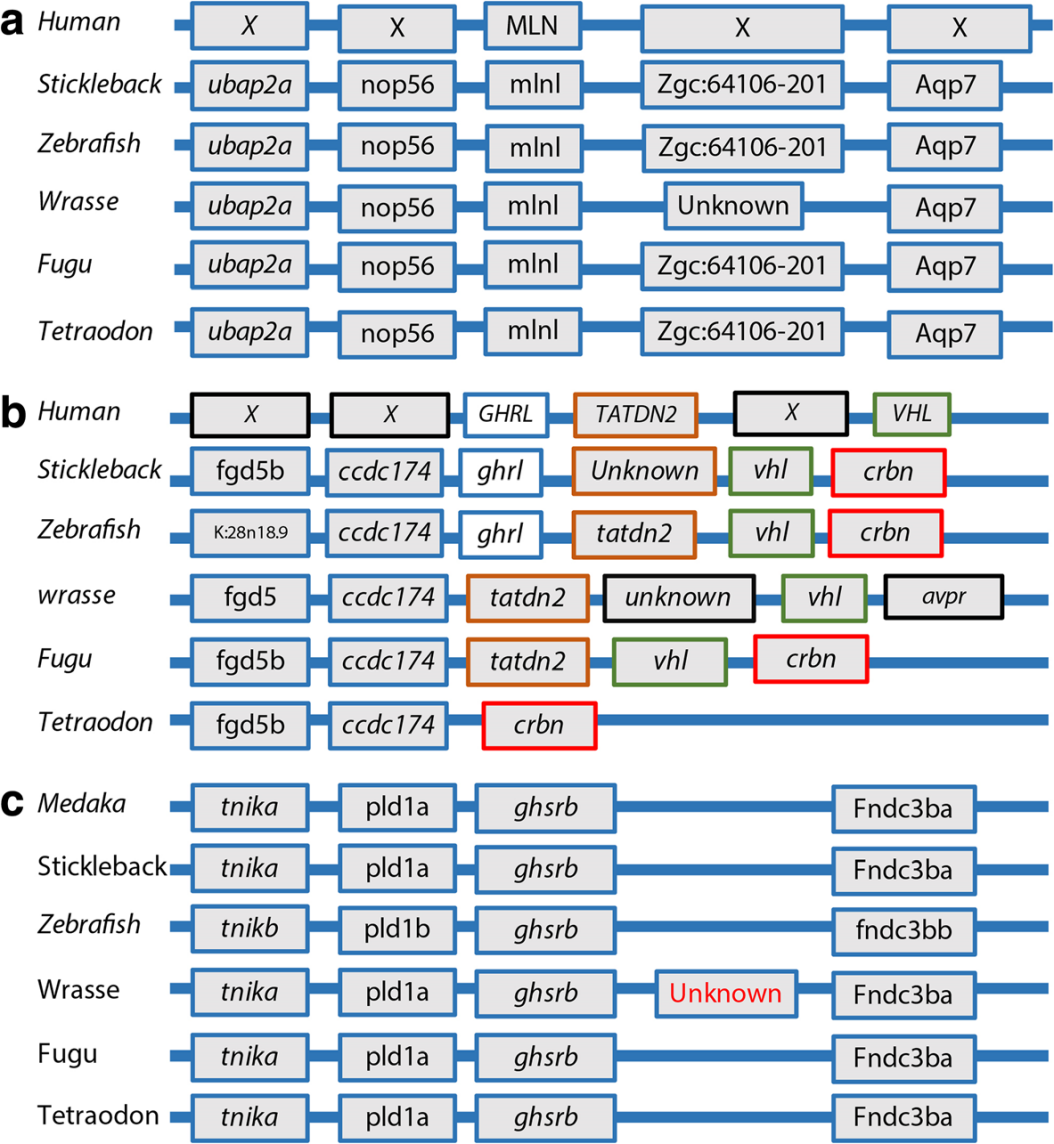
Genomic region and flanking genes for **a**) ghrelin (*ghrl*) in teleosts and in humans. Human (*Homo sapiens*): Chromosome 3:10164509–10,710,322, ENSG00000157017; Stickleback (*Gasterosteus aculeatus*): scaffold_27:2056484–2,136,261, ENSGACG00000000762; zebrafish (*Danio rerio*): Chromosome 6:40415935–40,469,646, ENSDARG00000054239; Ballan wrasse (*Labrus bergylta*): 160104_scaffold_265:308430–378,850; Fugu (*Takifugu rubripes*): scaffold_190:396861–429,246; Tetraodon (*Tetraodon nigroviridis*): 11:7296715–7,322,780. **b** Genomic region and flanking genes for ghrelin receptor b (ghsrb) gene in teleosts: Medaka (*Oryzias latipes*): Chromosome 22:4877644–5,093,878, ENSORLG00000011709; Stickleback (*Gasterosteus aculeatus*): groupXV:10000952–10,147,608, ENSGACG00000010956; Zebrafish (*Danio rerio*): Chromosome 24:26345585–26,748,381, ENSDARG00000057117; Ballon wrasse (*Labrus bergylta*): LaB_20160104_scaffold_576:107441–261,984, LABE_00056989; Fugu (*Takifugu rubripes*): scaffold_158:423578–529,307, ENSTRUG00000012927; Tetraodon (*Tetraodon nigroviridis*): chromosome 10:9436035–9,503,906, ENSTNIG00000006665. **c** Genomic region and flanking genes for motilin (mln) for human (*Homo sapiens*) and motilin like (mlnl) for teleosts. Human (6:33721662–33,933,669), Stickleback (*Gasterosteus aculeatus*) (groupXVII:8418961–8,450,006), Zebrafish (21:11822889–11,931,100), Ballan wrasse (*Labrus bergylta*) (LaB_20160104_scaffold_265:345347–348,493), fugu (*Takifugu rubripes*) (scaffold_116:360717–388,624) and tetraodon (*Tetraodon nigroviridis*) (11:1616728–1,638,376). The figure is based on genetic information collected form the Ensembl database release 84 for all species except for Ballan wrasse (current release). All accession numbers are from the Ensembl (http://www.ensembl.org/) database except for B. wrasse. Coloring of boxes have been added to make it easier for the reader to see the differences in synteny between the teleosts

We found a gene coding for the ghrelin receptor (*ghsrb*) (LABE_00056989) in the genomic region (LaB_20160104_scaffold_576:107441–261,984) of wrasse, and that *ghsrb* was highly conserved among teleosts (Fig. 1b).

#### Presence and absence of genes coding for neuropeptides related to digestion and appetite

We then searched the genome and transcriptomes for expression of genes related to neuropeptides (other than ghrelin) involved in regulation of digestion and appetite, including motilin (*mln*), motilin receptor (*mlnr*), peptide yy (*pyy*), cholecystokinin (*cck*), neuropeptide y (*npy*) and proopiomelanocortin (*pomc*). Neuropeptides expressed in vertebrate brains and gastrointestinal tracts are thought to play key roles in digestion and appetite control. Our local gene synteny analyses identified motilin in *ballan wrasse* (Fig. 1c). The deduced ballan wrasse motilin amino acid sequence (LABE_00007846) aligned closely with the motilin protein of other fish species [24], further supported the existence of motilin in ballan wrasse. A ballan wrasse motilin receptor was also identified (LABE_00040338), neighboring *fndc3a*, the same region as in other fish species (Additional file 4: Figure SB).

Two genes coding for the peptide YY (*pyy*) were found, *pyya* (LABE_00046718) and *pyyb* (LABE_00049925) in the wrasse genome using gene synteny established from other species (Additional file 4: Figures SC & SD). Some variation occurred in the genes neighboring *pyya* and *pyyb*, but overall, most teleosts showed an overall synteny within the region containing these genes. No *pyyb* gene was identified in fugu or tetraodon. The automatic annotation in the current study annotated LABE_00022765 as *pyy*, but manual BLAST searches and synteny analyses identified this gene as an *npy* orthologue. Two *cck* like genes, similar to *cckb* (LABE_00034484) and *ccka* (LABE_00001570) were identified in wrasse (synteny shown in Additional file 4: Figures SE & SF). Two forms of leptin (*lep*); *lepa* (LABE_00052950) and *lepb* (LABE_00004184); were also identified in the wrasse genome.

### Transcriptional profiling of the ballan wrasse intestine

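The ballan wrasse intestine, which has no stomach in front of it, was divided into 4 consecutive segments, from segment 1, the most anterior, to segment 4, the hind-gut. RNA from each segment of 6 fish was sequenced, giving 24 libraries with 6 per segment, and each fish gave all 4 segments. The methods name 5 adult fish and 36 libraries, whereas the results give n = 6 and the sample labels give 6 fish with 4 segments each, and all 24 libraries were used here. The authors removed adaptors with cutadapt, mapped the reads to their own genome assembly with TopHat, counted them per gene model with featureCounts and divided the counts of each library by a size factor of DESeq2. The deposited values are these normalized counts for 27392 gene models, of which 23171 carry a gene name. Reads per library, recovered as whole multiples of the value of 1 read, were 16492861 to 23760126 (median 18174943) in segment 1, 7867202 to 24175029 (median 21337412) in segment 2, 15528489 to 27818007 (median 18238351.5) in segment 3 and 15698760 to 29650309 (median 21065922) in segment 4. For the 19515 gene models with a value of at least 10 in at least 6 libraries, log2(value + 1) was compared between segments with limma, with Benjamini-Hochberg adjustment, and a log2 fold change on this scale understates the change of low genes. Each p-value measures the spread between fish, and the fish were not treated as pairs unless stated. Gene models that carry the same name may share reads, and how reads that fit several models were counted is not given in the sources used here.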

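Over fish 1 to 5, 4129 of the 19515 gene models differed among the 4 segments at an adjusted p under 0.05 (limma, moderated F test), and over all 6 fish 5363 did, of which 4040 were in both sets. The genes with low p-values included cathepsin B (ctsb, LABE_00042575, F test adjusted p = 2.41e-13 and 2.04e-16 over 5 and 6 fish), a lysosomal protease, and the mannose receptor MRC1 (LABE_00048734, F test adjusted p = 6.54e-13 and 3.66e-15), both of the hind-gut, and chitinase Chia (LABE_00056099, F test adjusted p = 1.2e-09 and 2.67e-10) of the anterior intestine. Results are given first for fish 1 to 5 and then for all 6 fish, because the mean of each gene in the study's own table of results (Additional file 6, of which the first 1999 genes of the 4412 of segment 4 against segment 1 are held here) lies within 0.1% of the mean over fish 1 to 5 in 100% of those genes. Fish 6 is thus not used in that table, and the paper gives no reason for leaving it out. The fold changes in that table correlated across genes with those of a DESeq2 fit to fish 1 to 5 at 0.883302 or more in its 5 comparisons, and at 0.992183 or more when the labels of segments 1 and 3 of fish 2 were exchanged, a fit chosen after seeing the data. Over genes chosen without fish 2, its library labelled segment 1 correlated at 0.896 with segment 1 and at -0.272 with segment 3 of the other fish, and its library labelled segment 3 at 0.582 with segment 3 and at -0.0847 with segment 1. The deposited labels are used throughout.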

RNAseq analysis of the four sequential intestinal segments (*n* = 6) that together encompassed the entire length of the wrasse intestine (see Additional file 5) revealed a total of 4853 differentially expressed genes (q < 0.05) between the segments (Additional file 6). 

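The transcription factor genes hoxa13a (LABE_00032184) and foxd2 (LABE_00042887) rose in segment 4 against segment 1 by log2 fold changes of 9.18 and 9.53 and of 8.98 and 8.81, and the small GTPase Rab32 (LABE_00006530) by 8.63 and 8.81 over 5 and 6 fish (limma adjusted p of 7.37e-07 or less in each). The chitinase genes Chia (LABE_00056104 and LABE_00056099) were lower by -10.65 and -10.52 and by -10.30 and -10.18, the phosphate transporter Slc34a2 (LABE_00065592) by -9.66 and -9.60 and the bile salt export pump ABCB11 (LABE_00036579) by -9.25 and -9.17 (limma adjusted p of 2.06e-07 or less in each). Against segment 3, 749 genes were higher and 787 lower in segment 4 over fish 1 to 5, and 1016 and 1135 over all 6 fish. Against segment 1, the counts were 2623 higher and 2345 lower over fish 1 to 5, and 3334 and 2887 over all 6 fish. Over the 1000 genes with the smallest F test p-values, the first principal component held 73.6% of the variance, and the mean correlation between libraries was 0.933 within segment 4, 0.622 between segments 3 and 4 and 0.397 between segments 1 and 4. The segment 4 library of fish 2 lay at 34.91 on this component, between the other segment 4 libraries (68.88 to 72.77) and those of segments 1 to 3 (-40.39 to 9.342), and average linkage placed it with segments 1 to 3, whereas with complete linkage or with 500 genes it did not cluster apart from the other segment 4 libraries. The 1000 genes were chosen by the F test among the segments of these same libraries, so separation by segment is partly built into these values. With fish as a block in the fit, 3579 genes were called between segments 4 and 3.

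**Figure D1:**
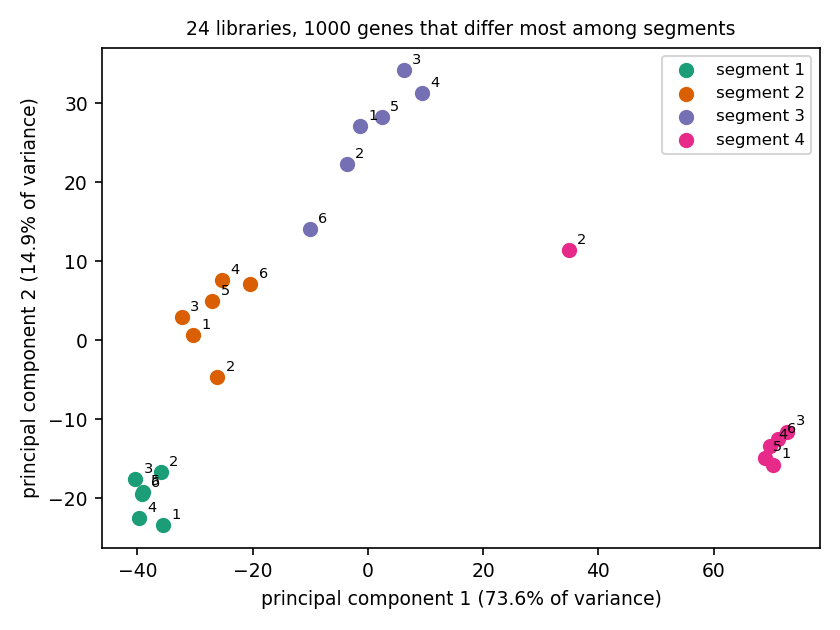
First and second principal components of the 24 libraries over the 1000 genes that differ most among segments, one point per library, coloured by segment and numbered by fish. The segment 4 libraries of fish 1, 3, 4, 5 and 6 lie between 68.88 and 72.77 on the horizontal axis, the segment 4 library of fish 2 at 34.91, and no other library is above 9.342.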

Hierarchical clustering of the 1000 most significantly differentially expressed genes, and the much larger number of differentially expressed transcripts, between segment 4 and intestinal segments 1–3 demonstrates segment 4 (hind-gut) differs substantially from the rest of the intestine (Fig. 2 and Table 3). Meanwhile few differences were found between segments 1, 2 and 3. 

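Some genes of the anterior end fell between segments 1 and 2. DMBT1 (LABE_00069462), a secreted scavenger receptor protein, was 32670 ± 15970 in segment 1 and 152 ± 109 in segment 2 over fish 1 to 5 (SD, n = 5), and 32330 ± 14310 and 201 ± 154 over all 6 fish (SD, n = 6; 30630 and 445 in fish 6). For DMBT1, segment 2 against segment 1 gave a log2 fold change of -7.88 (standard error 0.48, adjusted p = 9.09e-09 from limma) over fish 1 to 5 and of -7.58 (standard error 0.59, adjusted p = 2.83e-08) over all 6 fish. The olfactomedin gene OLFM4 (LABE_00009047) and the tight junction gene Cldn15 (LABE_00040148) were also lower in segment 2, by log2 fold changes of -5.68 and -5.33 and of -5.77 and -5.32 (limma adjusted p = 8.16e-05 and 0.000106 for Cldn15), whereas relaxin 3 (Rln3, LABE_00052570), a peptide hormone gene, was higher by 4.48 and 4.70 (limma adjusted p = 9.09e-09 and 1.32e-10). Between segments 2 and 3 the protease genes MEP1B (LABE_00001277) and OVCH2 (LABE_00007043) fell, by log2 fold changes of -8.41 and -7.16 and of -7.90 and -6.72 (limma adjusted p = 3.67e-10 and 0.000589 for OVCH2). Over fish 1 to 5, 47 of 19515 genes passed in segment 2 against segment 1 (21 higher and 26 lower), 281 in segment 3 against segment 2 (117 and 164) and 1954 in segment 3 against segment 1 (1001 and 953). Over all 6 fish, 132 passed in segment 2 against segment 1 (93 and 39), 406 in segment 3 against segment 2 (198 and 208) and 2721 in segment 3 against segment 1 (1392 and 1329), compared with 6221 in segment 4 against segment 1. With fish as a block these counts over all 6 fish became 374, 1063 and 4523. The counts depended on single fish: between segments 1 and 2 they ran from 41 without fish 4 to 280 without fish 2, and between segments 2 and 3 from 70 without fish 3 to 600 without fish 2. From the clustering of the libraries and the larger counts against segment 4 (Fig. 2 and Table 3), the paper concludes that the hind-gut differs substantially from the rest of the intestine.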

Fifty genes were identified as uniquely enriched in segment 3 (Fig. 3), but no significantly enriched pathways were identified within this list using DAVID functional annotation tool (FDR < 5%).

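The transcription factor gene PITX1 (LABE_00019541) was highest in segment 3, at 8.23 ± 5.45 in segment 1, 218 ± 83.7 in segment 2, 535 ± 210.4 in segment 3 and 64.4 ± 132 in segment 4 over fish 1 to 5 (SD, n = 5), and 8.02 ± 4.9, 200.3 ± 86, 487 ± 222 and 54.5 ± 121 over all 6 fish (SD, n = 6; 6.96, 114, 248 and 5.25 in fish 6). In segment 4 it stood at 301 in fish 2, against 3.14 to 8.52 in the other fish. Compared with segment 1 it was higher in segment 3 by log2 fold changes of 5.96 and 5.79, and compared with segment 3 it was lower in segment 4 by -5.24 and -5.25 (limma adjusted p = 0.000233 and 9.15e-06). The models named CASR (LABE_00085675 and LABE_00091887), after the calcium-sensing receptor, had the same shape, with log2 fold changes of 5.80 and 5.36 and of 5.33 and 5.29 in segment 3 against segment 1 and of -4.29 and -4.33 and of -4.73 and -4.64 in segment 4 against segment 3 (limma adjusted p of 0.00119 or less in each over 5 fish). All 3 genes were already higher in segment 2 than in segment 1 (limma adjusted p of 0.0114 or less in each), and the CASR models had segment 2 means of 108 ± 48.8 and 36.1 ± 13.4 over all 6 fish (SD, n = 6). These 3 calls held under the 16 alternatives set before the data were examined. Under others chosen afterwards calls were lost. With the labels of segments 1 and 3 of fish 2 exchanged, 0 genes passed in this comparison (limma). With DESeq2 shrunken fold changes over fish 1 to 5 and this exchange, PITX1 had a log2 fold change of 0.67 and did not pass. Without fish 1 and fish 5, PITX1 did not pass (limma adjusted p = 0.142). The somatostatin gene sst2 (LABE_00013085), named after its values were seen, was higher in segment 3 than in segment 1 by a log2 fold change of 4.90 over all 6 fish (limma adjusted p = 2.29e-07). The genes higher in segment 3 than in segment 1 and not called higher in segment 4 than in segment 1 or segment 3 numbered 231 over fish 1 to 5 and 297 over all 6 fish, with 140 in both sets. Of the 231 and 297, 5 and 10 were also higher in segment 3 than in segment 2 (limma). With fish as a block the number of the whole list was 490, and it fell to 149 without fish 3. The functional annotation of this list was not repeated here.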

**Fig. 2:**
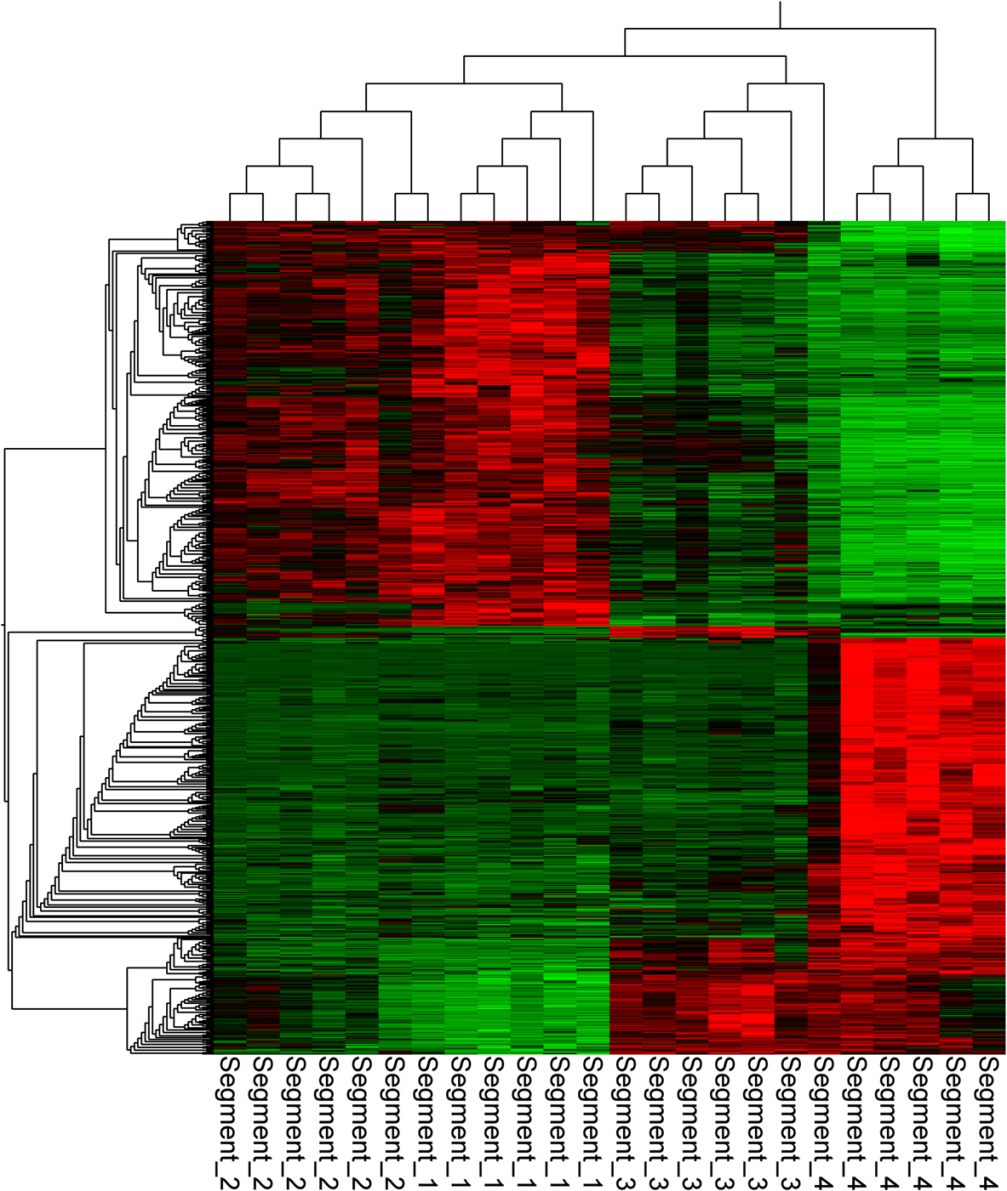
Hierarchical clustering of the 1000 most significantly differentially expressed genes (q < 1.6942e-4) separating the four intestinal segments. The figure was generated using multi group comparison implemented in the Qluecore omics explorer software. Arrow; genes uniquely enriched in segment 3 but not in segment four

**Table 3:** Differentially expressed genes between segments 1–4 (p-adjust < 0.05)

*Gene regulation*	*1* vs *2*	*2* vs *3*	*3* vs *4*	*1* vs *4*
*Up*	11	39	990	2119
*Down*	3	37	1322	2293
*Total*	14	76	2312	4412

**Fig. 3:**
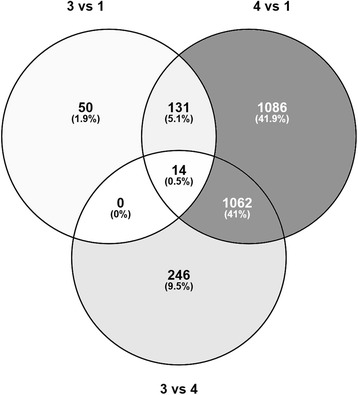
Venn diagram showing overlapping and non overlapping genes in segment 1, 4 and 3

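The metalloprotease meprin beta (MEP1B) was 31950 ± 10520 in segment 1 and 29.9 ± 16.1 in segment 4 over fish 1 to 5 (SD, n = 5), and 32680 ± 9578 and 31.6 ± 15 over all 6 fish (SD, n = 6; 36360 and 40.3 in fish 6). For MEP1B, segment 4 against segment 1 gave a log2 fold change of -10.08 (standard error 0.42, adjusted p = 3.14e-12 from limma) over fish 1 to 5 and of -10.03 (standard error 0.95, adjusted p = 1.79e-08) over all 6 fish. Of 52 measured genes of brush border peptidases and of peptide and amino acid transport, a list written before the data were examined but after the paper had been read, as were the lists named below, 22 were lower and 7 higher in segment 4 than in segment 1 over fish 1 to 5, and 22 and 8 over all 6 fish (limma; 25 lower and 8 higher when adjusted over the list alone). As a set they were lower in segment 4 at a preset correlation of 0.01 (camera adjusted p = 0.00274). With an estimated correlation the set did not pass (camera adjusted p = 0.14). Aminopeptidase N (ANPEP, LABE_00049656), which trims peptides at the cell surface, was among the most abundant members, at 104900 ± 22660 in segment 1 and 64690 ± 11360 in segment 4 over fish 1 to 5 (SD, n = 5), and 107500 ± 21270 and 66860 ± 11460 over all 6 fish (SD, n = 6; 120700 and 77690 in fish 6). Its log2 fold changes of -0.68 and -0.68 had limma adjusted p = 0.00837 and 0.00215, and the call was lost with quantile normalization (adjusted p = 0.665). Dpp4 (LABE_00037945), a brush border peptidase, was lower in segment 4 by -0.88 and -0.89 (limma adjusted p = 0.00019 and 6.41e-06), and segment 3 against segment 1 gave -0.12 and -0.15, which did not pass (limma adjusted p = 0.695 and 0.501). Alkaline phosphatase (Alpl, LABE_00022112), a brush border enzyme outside the list, fell by -9.74 and -9.65 (limma adjusted p = 7.82e-10 and 4.6e-09).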

Genes involved in general nutrient digestion and uptake of proteins were highly expressed in the anterior part of the intestine. 

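Enteropeptidase (TMPRSS15, LABE_00076274), the brush border protease that activates trypsinogen, was 1830 ± 896 in segment 1, 932 ± 403 in segment 2, 64.9 ± 35.9 in segment 3 and 28.4 ± 31.1 in segment 4 over fish 1 to 5 (SD, n = 5), and 1775 ± 813, 875 ± 387, 111 ± 118 and 24.7 ± 29.2 over all 6 fish (SD, n = 6; 1496, 588, 344 and 6.13 in fish 6). For TMPRSS15, segment 4 against segment 1 gave a log2 fold change of -6.40 (standard error 0.52, adjusted p = 2.94e-08 from limma) over fish 1 to 5 and of -6.62 (standard error 0.55, adjusted p = 2.02e-09) over all 6 fish. The step from segment 2 to segment 3 gave log2 fold changes of -3.90 and -3.38 (limma adjusted p = 0.000293 and 0.00118), while segment 2 against segment 1 did not pass (limma adjusted p = 0.909 and 0.716). Of 63 genes of lipid uptake, re-esterification and lipoprotein assembly, 39 were lower and 3 higher in segment 4 than in segment 1 over fish 1 to 5, and 40 and 3 over all 6 fish (limma; 40 and 3 when adjusted over the list alone). The set was lower in segment 4 (camera adjusted p = 2.51e-15, adjusted p = 0.0475 with an estimated correlation over all 6 fish and adjusted p = 0.0683 with an estimated correlation over fish 1 to 5). Intestinal fatty acid binding protein (FABP2, LABE_00036062) was 60070 ± 11480 in segment 1, 71320 ± 12350 in segment 2, 48790 ± 6700 in segment 3 and 15700 ± 12100 in segment 4 over fish 1 to 5 (SD, n = 5), and 62190 ± 11510, 71200 ± 11050, 50090 ± 6778 and 15240 ± 10880 over all 6 fish (SD, n = 6; 72830, 70640, 56550 and 12950 in fish 6), with log2 fold changes of -2.20 and -2.25 between segments 4 and 1 (limma adjusted p = 3.03e-05 and 4.67e-07). Of the 40 fat absorption genes lower in segment 4, 19 had means falling in order from segment 1 to segment 4, as did 16 of the 22 protein digestion genes, against 1954 of all 2887 genes lower in segment 4. FABP2 was among the fat absorption genes whose mean was higher in segment 2 than in segment 1. In segment 3 against segment 1, 9 of the 63 fat absorption genes were lower and 2 higher over fish 1 to 5 (limma). Over all 6 fish these were 10 and 2. Of the 52 protein digestion genes, 4 were lower and 5 higher over fish 1 to 5, and 8 and 7 over all 6 fish. In segment 2 against segment 1, 0 genes of either list passed. The segment 4 library of fish 2 held 36009 for FABP2 and 81.3 for TMPRSS15.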

In general, there was a declining expression gradient, anterior to posterior, for most genes involved in protein and fatty acid digestion and uptake, as exemplified by transmembrane protease serine 15 (*tmprss15*) (Fig. 4). Both of the Solute Carrier Family 15 Member 1 (*slc15A1,* aka *pept1*) gene paralogs (a and b) were more abundantly expressed in segment 1 compared to segment 4, while *slc15A2* (aka *pept2*) was more highly expressed in segment 4 (Additional file 6).

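The gene models named SLC15A1 (LABE_00037938) and Slc15a1 (LABE_00017465), which code for proton-coupled peptide transporters of the brush border, were abundant in segments 1 to 3 and low in segment 4. SLC15A1 was 61430 ± 17940 in segment 1, 51430 ± 14430 in segment 2, 33410 ± 7727 in segment 3 and 3487 ± 6129 in segment 4 over fish 1 to 5 (SD, n = 5), and 62260 ± 16180, 51440 ± 12910, 34560 ± 7459 and 3054 ± 5584 over all 6 fish (SD, n = 6; 66430, 51480, 40290 and 889 in fish 6). Between segments 4 and 1 this was a log2 fold change of -5.46 (standard error 0.58, adjusted p = 9.46e-07 from limma) over fish 1 to 5 and of -5.59 (standard error 0.49, adjusted p = 5.38e-09) over all 6 fish. Slc15a1 was 17110 ± 4887 in segment 1 and 575 ± 1160 in segment 4 over fish 1 to 5 (SD, n = 5), and 16470 ± 4647 and 492 ± 1057 over all 6 fish (SD, n = 6; 13250 and 77.9 in fish 6), with log2 fold changes of -7.07 and -7.13 (limma adjusted p = 1.16e-06 and 8.49e-09). The third model (LABE_00049604), named slc15a2 in Additional file 6 and SLC15A1 in the deposited table, went the other way, at 72.8 ± 37.9 in segment 1, 166 ± 63.7 in segment 2, 4696 ± 2471 in segment 3 and 6108 ± 1572 in segment 4 over fish 1 to 5 (SD, n = 5), and 73.4 ± 33.9, 386 ± 542, 4416 ± 2314 and 6542 ± 1763 over all 6 fish (SD, n = 6; 76.5, 1488, 3014 and 8714 in fish 6). Segment 4 against segment 1 gave a log2 fold change of 6.47 (standard error 0.37, adjusted p = 1.84e-10 from limma) over fish 1 to 5 and of 6.52 (standard error 0.47, adjusted p = 2.61e-10) over all 6 fish. Most of the step lay between segments 2 and 3 (log2 fold changes of 4.73 and 4.11, limma adjusted p = 1.45e-07 and 9.5e-05). In the segment 4 library of fish 2, SLC15A1 stood at 14451 and Slc15a1 at 2650.3, against 667 to 889 and 42.6 to 77.9 in the other 5 fish, and in fish 6 the slc15a2 model stood at 1488 in segment 2, against 87 to 246 in the others.

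**Figure D2:**
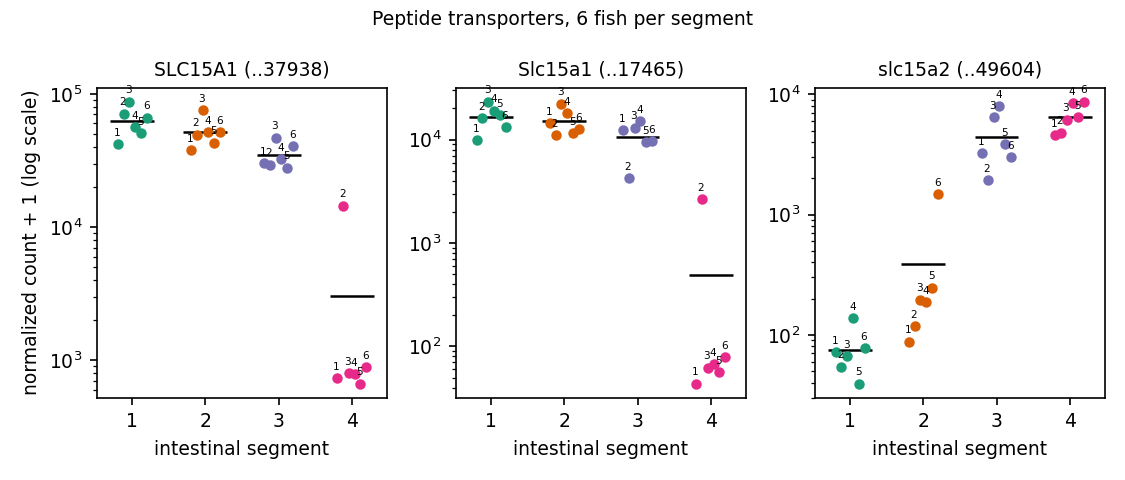
Normalized counts plus 1 of the 3 peptide transporter gene models (vertical axis, log scale) by intestinal segment, one point per fish numbered 1 to 6, with the mean of 6 fish as a line. SLC15A1 and Slc15a1 are low in segment 4 of every fish but fish 2 (14500 and 2650), and slc15a2 is high in segments 3 and 4.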

**Fig. 4:**
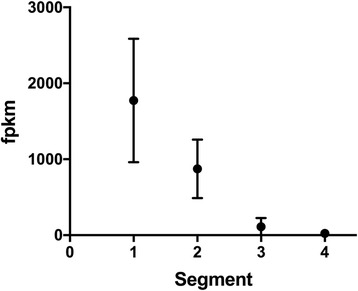
Gene expression levels of transmembrane protease serine 15 (*tmprss15*) in four segments along the wrasse intestine from anterior to posterior. The expression values are normalized RNAseq read counts expressed as fragments pr kilobase of transcript per million (fpkm)

Differentially expressed genes were further analyzed using the DAVID Bioinformatics Resources 6.8 (Beta) to identify possible functional fingerprints for the intestinal segments.

Functional analysis using DAVID resulted in a large list of enriched (FDR < 5%) GO terms (Additional file 7) in addition to enriched KEGG pathways for segment 1 (Table 4) and segment 4 (Table 5). The GO terms reported by DAVID were further clustered using REVIGO to obtain an overview of the main enriched biological functions. The analysis shows that gene expression in the anterior part of the intestine is dominated by metabolism of lipid, glycerophospholipid, cellular protein and lipoprotein, as well as cholesterol homeostasis (Additional file 8). 

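Apolipoprotein B (APOB, LABE_00031499), the structural protein of chylomicrons, was the most abundant of the lipoprotein genes named here, at 489800 ± 118000 in segment 1, 461100 ± 48460 in segment 2, 267100 ± 51000 in segment 3 and 50390 ± 41660 in segment 4 over fish 1 to 5 (SD, n = 5), and 495800 ± 106500, 455000 ± 45850, 275600 ± 50150 and 47110 ± 38120 over all 6 fish (SD, n = 6; 525500, 424500, 318100 and 30720 in fish 6). Between segments 4 and 1 it changed by a log2 fold change of -3.53 (standard error 0.33, adjusted p = 1.48e-07 from limma) over fish 1 to 5 and of -3.62 (standard error 0.28, adjusted p = 5.38e-10) over all 6 fish. Its value in segment 1 of fish 1 was 299000, against 466000 to 601000 in the other fish. Of the sterol transporters, ABCG5 (LABE_00047661) and Abcg8 (LABE_00047664), which together return sterols to the lumen, were lower in segment 4 by log2 fold changes of -3.56 and -3.61 and of -3.39 and -3.44, and Abca1 (LABE_00059013), which loads cholesterol onto apolipoproteins, by -3.63 and -3.65 (limma adjusted p of 0.000345 or less in each). The phospholipid digesting enzymes phospholipase B1 (PLB1, LABE_00006850) and alkaline sphingomyelinase (ENPP7, LABE_00030517) did not pass between segments 3 and 1 (limma adjusted p of 0.896 or more) and then fell, by -6.64 and -6.83 and by -6.94 and -7.05 in segment 4 against segment 3 (limma adjusted p of 0.000147 or less in each). A second model named PLB1 (LABE_00025919) rose from segment 2 to segment 3 by 7.39 and 6.34 (limma adjusted p = 3.4e-09 and 9.5e-05) and stood at 27410 ± 11930 in segment 3 over fish 1 to 5 and 26080 ± 11160 over all 6 fish (SD, n = 5 and 6). Another model named ENPP7 (LABE_00049718), named after its values were seen, was higher in segment 3 than in segment 1. Its log2 fold change was 5.23 over all 6 fish (limma adjusted p = 0.00326). The ethanolamine phosphate lyase etnppl (LABE_00009863) and the diacylglycerol kinase dgka (LABE_00033129), which act in glycerophospholipid metabolism, were lower in segment 4 than in segment 1 by -5.57 and -5.61 and by -5.37 and -5.44 (limma adjusted p of 8.5e-08 or less in each). In the segment 4 library of fish 2, PLB1 (LABE_00006850) stood at 5158 and ENPP7 (LABE_00030517) at 1903, and in the other segment 4 libraries no value of either was above 69.2.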

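Genes of DNA replication and of mitosis were higher in segment 4 than in segment 1. Of 47 genes of DNA replication and nucleotide supply, 32 were higher and 2 lower in segment 4 over fish 1 to 5, and 39 and 2 over all 6 fish (limma; 40 and 2 when adjusted over the list alone; camera adjusted p = 5.95e-09, adjusted p = 0.261 with an estimated correlation). Of 57 genes of mitosis, 50 were higher and 7 did not pass over fish 1 to 5, and 52 were higher and 1 lower over all 6 fish (53 and 1 when adjusted over the list alone; camera adjusted p = 2.51e-15, adjusted p = 0.172 with an estimated correlation). The ribonucleotide reductase subunits rrm1 (LABE_00020660) and rrm2 (LABE_00069748), which supply deoxynucleotides, were higher by log2 fold changes of 1.12 and 1.08 and of 1.80 and 1.61 (limma adjusted p of 0.00313 or less in each). The sliding clamp pcna (LABE_00042675) had log2 fold changes of 0.57 and 0.54, which passed over all 6 fish but not over fish 1 to 5 (limma adjusted p = 0.0541 and 0.0255) and not without fish 1 or fish 5 (adjusted p = 0.0607 and 0.14). The gene orc2 (LABE_00003855), of the origin recognition complex, was lower by -1.55 and -1.57 (limma adjusted p = 0.000258 and 6.51e-05). Cyclin B1 (ccnb1, LABE_00020522) was 608 ± 187 in segment 1 and 4947 ± 5302 in segment 4 over fish 1 to 5 (SD, n = 5), and 629 ± 174 and 4303 ± 4997 over all 6 fish (SD, n = 6; 731 and 1084 in fish 6). For ccnb1, segment 4 against segment 1 gave a log2 fold change of 2.38 (standard error 0.51, adjusted p = 0.00168 from limma) over fish 1 to 5 and of 2.08 (standard error 0.46, adjusted p = 0.00108) over all 6 fish. The proliferation marker MKI67 (LABE_00049929) was higher by 0.67 and 0.63 (limma adjusted p = 0.0122 and 0.00321).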

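Genes of oocytes and germ cells, fixed beforehand as markers of another tissue, rose with them. Of 33 measured, 27 were higher and 1 lower in segment 4 than in segment 1 over fish 1 to 5, and 26 and 1 over all 6 fish (limma; 27 and 2 when adjusted over the list alone; camera adjusted p = 3.48e-07, adjusted p = 0.313 with an estimated correlation). The egg coat genes ZP2 (LABE_00031507) and ZP3 (LABE_00061276) stood at 16550 and 15440 in segment 4 of fish 1 and at 27660 and 25320 in segment 4 of fish 5, at 1429 to 2155 in fish 2 and 3, and at 57.4 to 96.5 in fish 4 and 6, and no segment 1 library was above 50.58. The summed values of the list were 61203 in segment 4 of fish 1 and 105240 in that of fish 5, which is 89.5% of the sum over the 6 segment 4 libraries, against 1000.5 to 2314.9 in segment 1, and they were 13194 in segment 3 of fish 2. The median log2 difference between segments 4 and 1 over all 104 tested replication and mitosis genes was 0.843 in fish 1, 0.782 in fish 2, 0.462 in fish 3, 0.712 in fish 4, 1.47 in fish 5 and 0.567 in fish 6. Without fish 1 and fish 5, an alternative chosen after seeing the data, the calls for higher values fell to 14 replication and 31 mitosis genes, and without fish 5 alone to 21 replication genes.

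**Figure D3:**
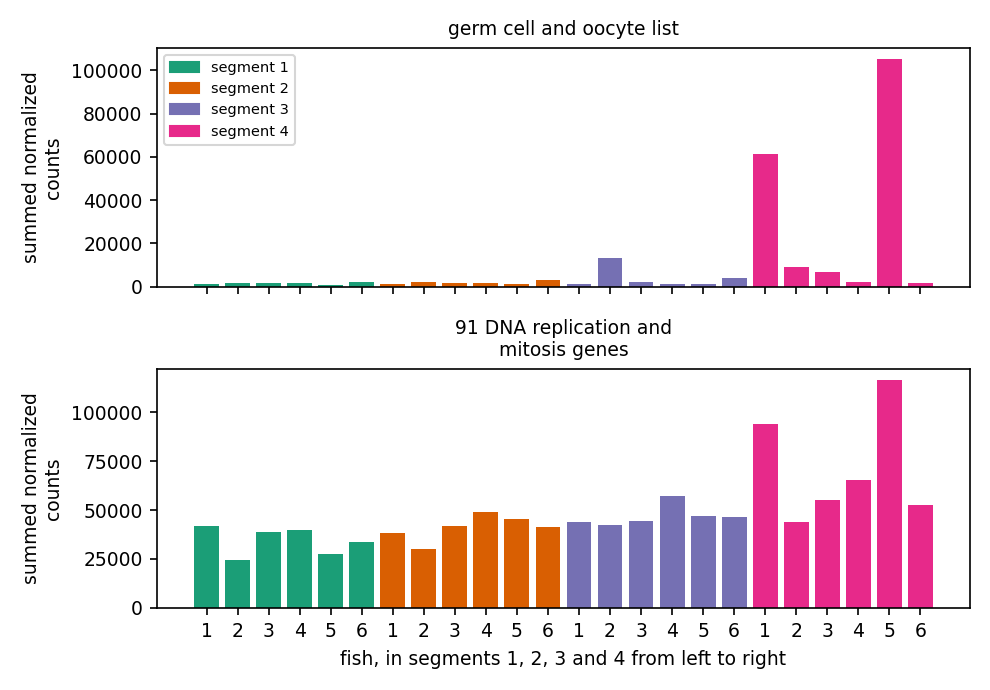
Summed normalized counts, of the germ cell and oocyte list (upper bars) and of the 91 DNA replication and mitosis genes called higher in segment 4 (lower bars), one bar per library, ordered by segment and then by fish. The germ cell sums of fish 1 and fish 5 in segment 4 are 61203 and 105240, and the replication and mitosis sums of these libraries are 93888 and 116460.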

The posterior segment (segment 4) was dominated by genes involved in DNA replication, mitotic cell cycling, selenium compound metabolism, cell division and transferrin transport. 

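Of 64 endocytic receptors, adaptors and coat proteins, 21 were higher and 3 lower in segment 4 than in segment 1 over fish 1 to 5, and 23 and 5 over all 6 fish (limma; 24 and 5 when adjusted over the list alone). The set was higher in segment 4 (camera adjusted p = 0.000303, adjusted p = 0.119 with an estimated correlation). The summed values of the list were 143710 in segment 4 of fish 2, against 272170 to 312900 in segment 4 of the other fish. Of the general machinery, dynamin 2 (Dnm2, LABE_00031186), which pinches vesicles off the membrane, was 9628 ± 1075 in segment 1 and 16840 ± 2823 in segment 4 over fish 1 to 5 (SD, n = 5), and 9699 ± 977 and 17260 ± 2734 over all 6 fish (SD, n = 6; 10050 and 19410 in fish 6). For Dnm2, segment 4 against segment 1 gave a log2 fold change of 0.79 (standard error 0.13, adjusted p = 9e-05 from limma) over fish 1 to 5 and of 0.82 (standard error 0.11, adjusted p = 1.98e-06) over all 6 fish. Myosin VI (MYO6, LABE_00037853), a motor of endocytic vesicles, was higher by log2 fold changes of 0.60 and 0.61 (limma adjusted p = 0.00425 and 0.000499). The largest changes of the list lay in uptake receptors and their partners. The receptor Lrp2 (LABE_00002019), which takes up many filtered and luminal proteins, was 51.2 ± 23.9 in segment 1, 39.9 ± 17.9 in segment 3 and 36570 ± 13140 in segment 4 over fish 1 to 5 (SD, n = 5), and 49.1 ± 22.1, 50.2 ± 29.97 and 39220 ± 13420 over all 6 fish (SD, n = 6; 38.2, 102 and 52420 in fish 6). For Lrp2, segment 4 against segment 1 gave a log2 fold change of 9.59 (standard error 0.45, adjusted p = 1.18e-11 from limma) over fish 1 to 5 and of 9.72 (standard error 0.43, adjusted p = 6.08e-14) over all 6 fish. Between segments 4 and 3, 19 genes of the list were higher and 45 did not pass over fish 1 to 5, and 24 were higher and 1 lower over all 6 fish (25 and 1 when adjusted over the list alone).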

Within the latter cluster, we found several terms related to endocytosis including “endocytosis”, “endosomal transport” and “intercellular protein transport”. 

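The bile acid binding protein Fabp6 (LABE_00051334) was 268 ± 169 in segment 1, 258 ± 140.1 in segment 2, 134900 ± 86410 in segment 3 and 158400 ± 45000 in segment 4 over fish 1 to 5 (SD, n = 5), and 273 ± 151, 11890 ± 28490, 135500 ± 77310 and 155900 ± 40720 over all 6 fish (SD, n = 6; 298, 70030, 138800 and 143400 in fish 6). Segment 3 against segment 2 gave a log2 fold change of 8.43 (standard error 0.77, adjusted p = 1.09e-06 from limma) over fish 1 to 5 and of 7.19 (standard error 1.11, adjusted p = 0.000716) over all 6 fish. The apical bile acid transporter SLC10A2 (LABE_00014762) was 41.6 ± 7.82 in segment 1, 68.7 ± 27 in segment 2, 11230 ± 9770 in segment 3 and 14990 ± 3664 in segment 4 over fish 1 to 5 (SD, n = 5), and 43.4 ± 8.21, 1020 ± 2330, 11330 ± 8742 and 16670 ± 5270 over all 6 fish (SD, n = 6; 52.2, 5777, 11840 and 25100 in fish 6), with log2 fold changes of 6.83 and 5.87 in segment 3 against segment 2 (limma adjusted p = 4.42e-08 and 0.00031). The exporter subunit slc51b (LABE_00049906) was higher in segment 3 than in segment 2 by 1.41 and 1.19 (limma adjusted p = 0.0362 and 0.0333). Fabp6 and SLC10A2 did not pass between segments 4 and 3 (limma adjusted p of 0.3 or more). The fish 6 library of segment 2 held 70030 of Fabp6, against 127 to 479 in the segment 2 libraries of the other fish. Of 22 bile acid genes, 4 were higher in segment 3 than in segment 2 and 18 did not pass over fish 1 to 5, with the same numbers over all 6 fish (limma; 4 higher and 2 lower when adjusted over the list alone), the median of the list was -0.298 and the set did not pass (camera adjusted p = 0.771, adjusted p = 0.927 with an estimated correlation). In sum the list stood at 22950 in segment 3 of fish 2, against 132790 to 282140 in segment 3 of the other fish. CYP7A1 (LABE_00000787), the rate-limiting enzyme of bile acid synthesis, ran the other way and was lower in segment 4 than in segment 1 by -7.87 and -8.05 (limma adjusted p = 1.29e-05 and 5.67e-07). Between segments 4 and 1, 6 genes of the list were higher and 7 lower over fish 1 to 5, and 7 and 8 over all 6 fish (7 and 8 when adjusted over the list alone).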

As the gene expression levels were similar between segments 1 and 2, and only two functional terms related to bile acid secretion were enriched in segment 3 vs 2 only enriched GO terms between segment 1 and 4 are shown.

**Table 4:** Kegg pathways enriched in segment 1 versus 4 (FDR < 5%)

Term	Gene Count	FDR %
hsa01100:Metabolic pathways	210	2.5E-14
hsa01200:Carbon metabolism	35	2.8E-06
hsa01130:Biosynthesis of antibiotics	51	1.0E-05
hsa04146:Peroxisome	27	1.1E-04
hsa00564:Glycerophospholipid metabolism	29	1.2E-04
hsa04975:Fat digestion and absorption	17	5.7E-04
hsa00020:Citrate cycle (TCA cycle)	14	0.003
hsa00260:Glycine, serine and threonine metabolism	16	0.005
hsa00280:Valine, leucine and isoleucine degradation	17	0.011
hsa04976:Bile secretion	21	0.013
hsa03320:PPAR signaling pathway	20	0.030
hsa00640:Propanoate metabolism	12	0.041
hsa00071:Fatty acid degradation	15	0.091
hsa04931:Insulin resistance	25	0.212
hsa04923:Regulation of lipolysis in adipocytes	16	0.437
hsa00620:Pyruvate metabolism	13	0.553
hsa00630:Glyoxylate and dicarboxylate metabolism	10	1.674
hsa01212:Fatty acid metabolism	13	3.191
hsa04930:Type II *diabetes mellitus*	13	3.191
hsa04973:Carbohydrate digestion and absorption	12	3.218
hsa00410:Beta-Alanine metabolism	10	3.666
hsa00270:Cysteine and methionine metabolism	11	3.888
hsa02010:ABC transporters	12	4.744

**Table 5:** Kegg pathways enriched in segment 4 versus 1 (FDR < 5%)

Term	Gene Count	FDR %
hsa04142:Lysosome	49	< 0.001
hsa04110:Cell cycle	31	0.004
hsa04721:Synaptic vesicle cycle	20	0.009
hsa00511:Other glycan degradation	9	0.2
hsa00670:One carbon pool by folate	9	0.5
hsa05110:Vibrio cholerae infection	15	0.7
hsa03460:Fanconi anemia pathway	15	0.7
hsa05120:Epithelial cell signaling in *Helicobacter pylori* infection	17	0.9
hsa03010:Ribosome	27	0.9
hsa04966:Collecting duct acid secretion	10	1.1
hsa03030:DNA replication	11	2.8

Similar results were observed following mapping against the KEGG database using the DAVID platform. Pathways related to general nutrient digestion like “Fat digestion and absorption” and “Citrate cycle (TCA cycle)” were among KEGG pathways enriched in segment 1. 

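Of 32 citrate cycle genes, 20 were lower and 1 higher in segment 4 than in segment 1 over fish 1 to 5, and 22 and 1 over all 6 fish (limma; 22 and 3 when adjusted over the list alone). At a preset correlation of 0.01 the set was lower in segment 4 (camera adjusted p = 5.8e-08), with a median log2 fold change of -0.54. With an estimated correlation it did not pass (camera adjusted p = 0.0977). Most changes were below a factor of 2, as for malate dehydrogenase MDH1 (LABE_00027552, log2 fold changes of -0.60 and -0.57), aconitase ACO1 (LABE_00035587, -0.61 and -0.60) and dihydrolipoamide dehydrogenase Dld (LABE_00018561, -0.44 and -0.44), with limma adjusted p of 0.00663 or less in each. Phosphoenolpyruvate carboxykinase PCK1 (LABE_00025597), which draws oxaloacetate out of the cycle, fell further, from 10730 ± 2250 to 2536 ± 683 over fish 1 to 5 (SD, n = 5) and from 10450 ± 2131 to 2547 ± 611 over all 6 fish (SD, n = 6; 9014 and 2603 in fish 6). For PCK1, segment 4 against segment 1 gave a log2 fold change of -2.10 (standard error 0.23, adjusted p = 1.07e-06 from limma) over fish 1 to 5 and of -2.05 (standard error 0.20, adjusted p = 2.89e-08) over all 6 fish. Segment 3 already had 13 genes of the list lower than segment 1 over fish 1 to 5, where 19 did not pass, and 16 over all 6 fish, where 16 did not (22 lower and 3 higher over all 6 fish when adjusted over the list alone). Retinol binding protein RBP2 (LABE_00037091), which carries absorbed vitamin A in the enterocyte, fell between segments 3 and 4 by -6.55 and -6.80 (limma adjusted p = 3.71e-05 and 3.8e-07).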

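Of 36 genes of disaccharidases, sugar transport and fructose or glucose handling, 17 were lower in segment 4 than in segment 1 and 19 did not pass over fish 1 to 5, and 17 were lower and 2 higher over all 6 fish (limma; 18 and 3 when adjusted over the list alone; camera adjusted p = 1.17e-07, adjusted p = 0.0533 with an estimated correlation). Their summed values were 68789 in segment 4 of fish 2, against 30682 to 35745 in segment 4 of the other fish, and 87830 in segment 3 of fish 2. The sodium-coupled glucose transporter SLC5A1 (LABE_00008799) was 21050 ± 1352 in segment 1, 18640 ± 1181 in segment 2, 13580 ± 2027 in segment 3 and 7293 ± 1663 in segment 4 over fish 1 to 5 (SD, n = 5), and 21450 ± 1551, 18490 ± 1121, 13560 ± 1814 and 7133 ± 1538 over all 6 fish (SD, n = 6; 23430, 17730, 13440 and 6331 in fish 6). For SLC5A1, segment 4 against segment 1 gave a log2 fold change of -1.56 (standard error 0.14, adjusted p = 1.22e-07 from limma) over fish 1 to 5 and of -1.61 (standard error 0.12, adjusted p = 3.41e-10) over all 6 fish. Maltase-glucoamylase (MGAM, LABE_00035077) and lactase (LCT, LABE_00037610) did not pass between segments 3 and 1 (limma adjusted p of 0.858 or more) and were lower in segment 4 than in segment 3 by log2 fold changes of -3.08 and -3.17 and of -6.18 and -6.25 (limma adjusted p of 7.31e-05 or less in each).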

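Of 47 ATP-binding cassette (ABC) transporter genes, 13 were lower and 6 higher in segment 4 than in segment 1 over fish 1 to 5, and 13 and 7 over all 6 fish (limma; 14 and 7 when adjusted over the list alone). As a set they did not pass (camera adjusted p = 0.0658, and adjusted p = 0.235 with an estimated correlation), and the median log2 fold change was -0.07. ABCB11 was 2032 ± 1155 in segment 1 and 2.21 ± 2 in segment 4 over fish 1 to 5 (SD, n = 5), and 1950 ± 1052 and 2.28 ± 1.8 over all 6 fish (SD, n = 6; 1539 and 2.63 in fish 6). The sterol transporter ABCG5 was 8382 ± 1873 in segment 1 and 799 ± 542 in segment 4 over fish 1 to 5 (SD, n = 5), and 9144 ± 2508 and 817 ± 487 over all 6 fish (SD, n = 6; 12960 and 907 in fish 6). The multidrug transporter ABCB1 (LABE_00032514) was lower in segment 4 by log2 fold changes of -0.58 and -0.58 (limma adjusted p = 0.0124 and 0.00313), a call that quantile normalization ended (adjusted p = 0.0559).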

The ABC transporters were also enriched in segment 1. In contrast, lysosomal genes were highly enriched in segment 4 in addition to “one carbon pool by folate” and genes involved in responses to pathogens as indicated by “Vibrio cholera infection” and “Epithelial cell signaling in *Helicobacter pylori* infection”.

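Of 86 lysosomal hydrolases and membrane proteins, 51 were higher and 3 lower in segment 4 than in segment 1 over fish 1 to 5, and 56 and 3 over all 6 fish (limma; 57 and 4 when adjusted over the list alone; camera adjusted p = 2.07e-20, adjusted p = 0.0475 with an estimated correlation over all 6 fish, and adjusted p = 0.0683 with an estimated correlation over fish 1 to 5). The lysosomal sums were 343410 in segment 4 of fish 2, against 582860 to 743660 in segment 4 of the other fish, and 250290 in segment 1 of fish 2. Against segment 3, 40 were higher over fish 1 to 5, where 46 did not pass, and 47 over all 6 fish, where 39 did not (58 higher over all 6 fish when adjusted over the list alone). Cathepsin L (ctsl, LABE_00033481) was 1039 ± 383 in segment 1, 1096 ± 291 in segment 2, 1533 ± 607 in segment 3 and 317000 ± 137800 in segment 4 over fish 1 to 5 (SD, n = 5), and 987 ± 366, 1134 ± 276, 1605 ± 572 and 341600 ± 137200 over all 6 fish (SD, n = 6; 726, 1323, 1969 and 464700 in fish 6). For ctsl, segment 4 against segment 1 gave a log2 fold change of 8.20 (standard error 0.35, adjusted p = 3.14e-12 from limma) over fish 1 to 5 and of 8.39 (standard error 0.31, adjusted p = 3.57e-15) over all 6 fish. Cathepsin B (ctsb) rose from 131 ± 34.3 in segment 1 to 59640 ± 23230 in segment 4 over fish 1 to 5 (SD, n = 5) and from 134 ± 31.5 to 64410 ± 23850 over all 6 fish (SD, n = 6; 148 and 88300 in fish 6). Progranulin (GRN, LABE_00012046), prosaposin (PSAP, LABE_00061503) and the membrane protein LAMP2 (LABE_00038850) were higher by log2 fold changes of 4.00 and 4.19, of 1.25 and 1.33 and of 1.19 and 1.25 (limma adjusted p of 5.19e-05 or less in each). Of 27 models of subunits of the vacuolar proton pump, which acidifies lysosomes, 20 were higher and 7 did not pass over fish 1 to 5, with the same numbers over all 6 fish (limma; 20 higher when adjusted over the list alone; camera adjusted p = 4.82e-10, adjusted p = 0.0977 with an estimated correlation). Among them, ATP6V0C (LABE_00023559) was higher by log2 fold changes of 1.10 and 1.16 and ATP6V0A2 (LABE_00038613) by 1.25 and 1.33 (limma adjusted p of 0.000186 or less in each). The sum of the pump genes was 47386 in segment 4 of fish 2, against 84219 to 99998 in segment 4 of the other fish, and 44043 in segment 1 of fish 2.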

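Of 23 genes of one-carbon and folate metabolism, 10 were higher and 5 lower in segment 4 than in segment 1 over fish 1 to 5, and 10 and 6 over all 6 fish (limma; 10 and 6 when adjusted over the list alone), and the set did not pass (camera adjusted p = 0.874). Formyltetrahydrofolate dehydrogenase (aldh1l1, LABE_00027308) was 5453 ± 2088 in segment 1, 5961 ± 2524 in segment 2, 15330 ± 3491 in segment 3 and 22690 ± 5984 in segment 4 over fish 1 to 5 (SD, n = 5), and 5962 ± 2246, 6912 ± 3245, 15050 ± 3196 and 22690 ± 5353 over all 6 fish (SD, n = 6; 8511, 11670, 13660 and 22720 in fish 6). For aldh1l1, segment 4 against segment 1 gave a log2 fold change of 2.13 (standard error 0.32, adjusted p = 5.21e-05 from limma) over fish 1 to 5 and of 2.01 (standard error 0.30, adjusted p = 1.47e-05) over all 6 fish. Those lower in segment 4 included mitochondrial enzymes that make one-carbon units from glycine and serine. Glycine decarboxylase (GLDC, LABE_00036211), aminomethyltransferase (Amt, LABE_00040812) and serine hydroxymethyltransferase 2 (SHMT2, LABE_00021938) were lower by log2 fold changes of -3.99 and -3.98, of -3.41 and -3.54 and of -2.25 and -2.32 (limma adjusted p of 4.36e-09 or less in each). Without fish 1 and fish 5, whose segment 4 libraries held most of the germ cell transcripts, 5 one-carbon genes were higher in segment 4, an alternative chosen after seeing the data.

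**Figure D4:**
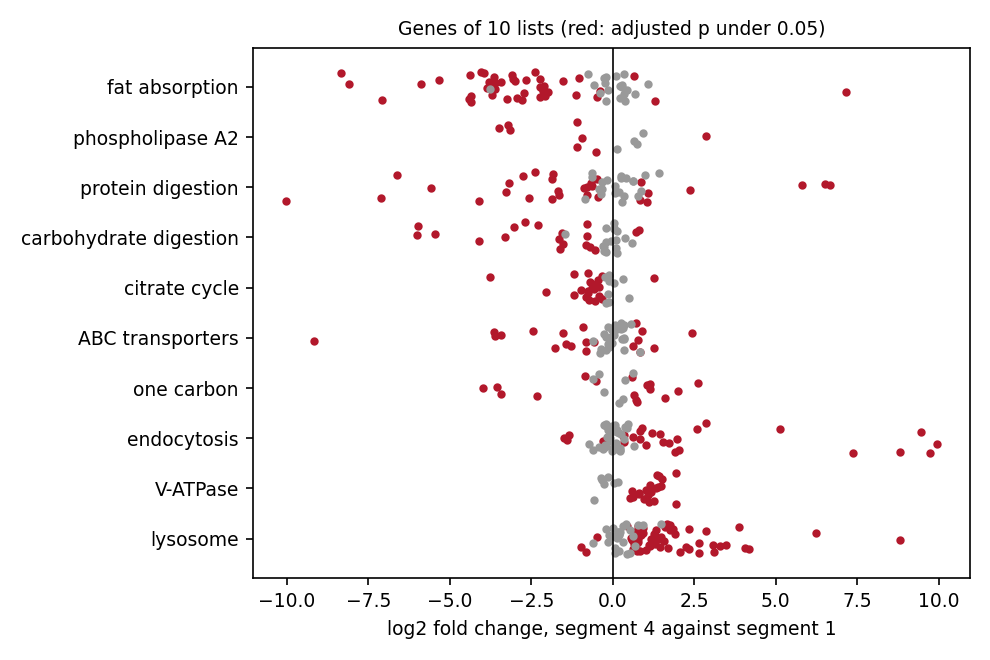
Log2 fold change of segment 4 against segment 1 over all 6 fish (horizontal axis) for the tested genes of 10 lists (vertical axis), one point per gene, red where the limma adjusted p was under 0.05 and grey otherwise. Of the 86 lysosome genes 56 are red to the right of 0, and of the 63 fat absorption genes 40 are red to the left.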

#### Expression of selected neuropeptides along the wrasse intestine

Most investigated neuropeptides were constitutively expressed along the length of the wrasse intestine (*pomc*, *npy, ccka, lep,*). 

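The appetite genes pomc and npy were found at few reads per library. Neuropeptide Y (npy, LABE_00022765), which stimulates feeding, had 108 reads over all 24 libraries and a median value of 3.72. Of the models of proopiomelanocortin, the precursor of melanocortin peptides, pomca (LABE_00050491) had 51 reads and pomc (LABE_00074734) 76. The models named pomcb had 335 reads (LABE_00042606) and 226 reads (LABE_00061970), with at least 1 read in each of the 24 libraries. Only the pomcb models passed the filter on low values, and the first of them was 16.1 ± 12.2 in segment 1 and 13.9 ± 8.09 in segment 4 over fish 1 to 5 (SD, n = 5), and 16.5 ± 11 and 12.3 ± 8.21 over all 6 fish (SD, n = 6; 18.6 and 4.38 in fish 6). Segment 4 against segment 1 gave log2 fold changes of -0.05 and -0.35 (limma adjusted p = 0.965 and 0.653) for this model and of -0.48 and -0.90 (limma adjusted p = 0.712 and 0.372) for the other. In segment 2, LABE_00042606 stood at 51 in fish 5, against 6.2 to 13.3 in the other fish.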

Exceptions to this were both peptide yy (*pyy*) gene paralogs and motilin (LABE_00007846), which decreased in expression towards the posterior region, comparable to most of the genes involved in digestion and uptake of nutrients. 

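Both peptide YY genes, whose product is a satiety hormone, were abundant in segments 1 and 2 and close to absent in segment 4. The gene pyyb (LABE_00049925) was 3513 ± 989.6 in segment 1, 3453 ± 1026 in segment 2, 244 ± 374 in segment 3 and 9.53 ± 7.46 in segment 4 over fish 1 to 5 (SD, n = 5), and 3836 ± 1187, 3568 ± 961, 596 ± 925 and 9.54 ± 6.67 over all 6 fish (SD, n = 6; 5452, 4146, 2356 and 9.63 in fish 6). For pyyb, segment 4 against segment 1 gave a log2 fold change of -8.88 (standard error 0.76, adjusted p = 5.13e-08 from limma) over fish 1 to 5 and of -8.90 (standard error 0.80, adjusted p = 7.72e-09) over all 6 fish. The gene pyya (LABE_00046718) was 545 ± 235 in segment 1, 815 ± 289 in segment 2, 92.1 ± 136 in segment 3 and 2.53 ± 1.68 in segment 4 over fish 1 to 5 (SD, n = 5), and 558 ± 212, 780 ± 272, 136 ± 162 and 2.4 ± 1.53 over all 6 fish (SD, n = 6; 621, 606, 353 and 1.75 in fish 6), with log2 fold changes of -7.24 and -7.34 between segments 4 and 1 (limma adjusted p = 1.06e-07 and 4.53e-09). In segment 3, fish 2 held 908 of pyyb and 334 of pyya, against 27.4 to 161 and 7.09 to 59.3 in fish 1, 3, 4 and 5. Between segments 2 and 1 neither passed (limma adjusted p of 0.989 or more). Motilin (mln, LABE_00007846), which drives intestinal contractions, was 992 ± 101 in segment 1, 462 ± 128 in segment 2, 416 ± 49.2 in segment 3 and 187 ± 137 in segment 4 over fish 1 to 5 (SD, n = 5), and 1008 ± 98.5, 482 ± 125, 426 ± 50.1 and 179 ± 124 over all 6 fish (SD, n = 6; 1087, 584, 475 and 136 in fish 6). Of 21 gut hormone and neuropeptide genes, 10 were lower and 1 higher in segment 4 than in segment 1 over fish 1 to 5, and 10 and 2 over all 6 fish (limma; 10 and 3 when adjusted over the list alone; camera adjusted p = 0.00335, adjusted p = 0.161 with an estimated correlation). Guanylin (GUCA2A, LABE_00009500), a regulator of fluid secretion, was lower by log2 fold changes of -4.46 and -4.74 and proenkephalin (Penk, LABE_00048620), the precursor of opioid peptides, by -1.76 and -1.72 (limma adjusted p of 0.00035 or less in each).

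**Figure D5:**
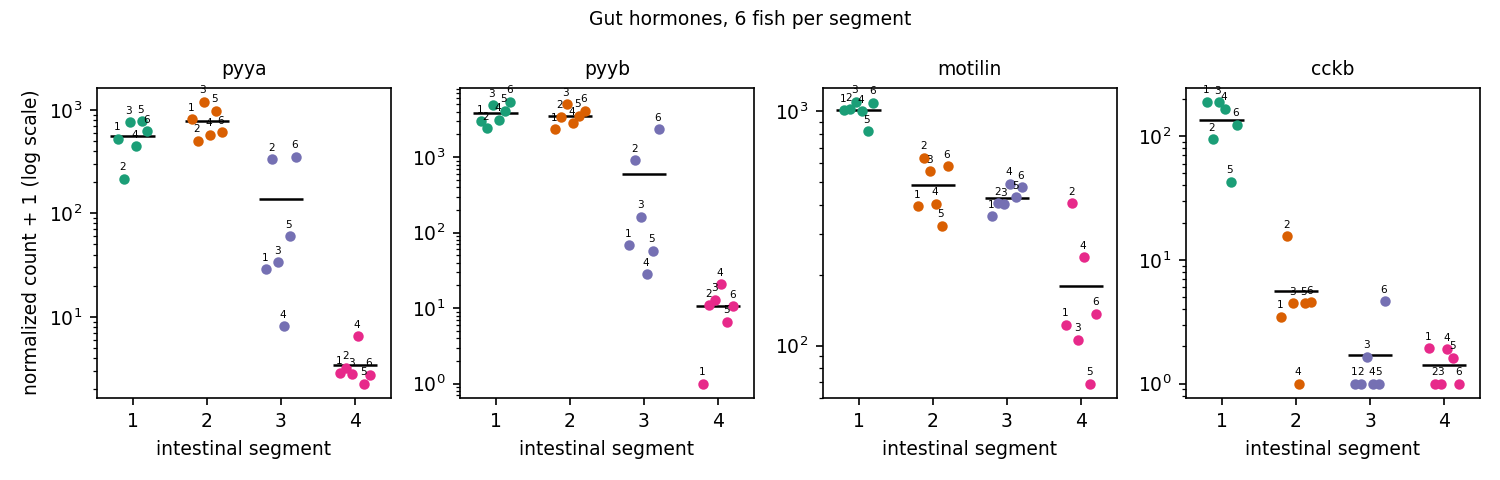
Normalized counts plus 1 (vertical axis, log scale) of pyya, pyyb, motilin and cckb by intestinal segment, one point per fish numbered 1 to 6, with the mean of 6 fish as a line. The segment 4 values of pyya and pyyb lie far below those of segment 1.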

Peptide Y a was among the top ten most highly enriched in the anterior part (segment 1) compared to segment 4 (Additional file 9). Also, cholecystokinin b (*cckb*) was mainly expressed in the most anterior intestinal segment (72 fold higher in segment 1 vs the other segments). In contrast, *ccka* was constitutively expressed along the intestine*.* The RNA-seq results found motilin mRNA expression was 6.7 fold higher in the anterior versus the posterior segment (segment 1 vs 4). 

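Cholecystokinin b (cckb, LABE_00034484), one of the genes for the hormone that releases bile and pancreatic juice, was 135 ± 64.8 in segment 1, 4.78 ± 5.6 in segment 2, 0.13 ± 0.291 in segment 3 and 0.497 ± 0.47 in segment 4 over fish 1 to 5 (SD, n = 5), and 133 ± 58.2, 4.58 ± 5.03, 0.715 ± 1.46 and 0.414 ± 0.467 over all 6 fish (SD, n = 6; 123, 3.55, 3.64 and 0 in fish 6). The paper's text gives this model as cckb and the deposited table names it cck, while Additional file 4 gives cckb as LABE_00051154, which that table names GHSR. Segment 2 against segment 1 gave a log2 fold change of -4.88 (standard error 0.60, adjusted p = 0.000233 from limma) over fish 1 to 5 and of -4.86 (standard error 0.55, adjusted p = 2.4e-05) over all 6 fish, and segment 4 against segment 1 gave log2 fold changes of -6.38 and -6.47 (limma adjusted p = 2.07e-07 and 3.15e-09). The ratio of the segment 1 mean to the mean of the other 3 segments was 70 over all 6 fish.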

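The paralog ccka (LABE_00001570) was 570.3 ± 131 in segment 1, 433 ± 52.7 in segment 2, 698 ± 283 in segment 3 and 599 ± 269.5 in segment 4 over fish 1 to 5 (SD, n = 5), and 582 ± 120.3, 456 ± 72.7, 667 ± 264 and 607 ± 242 over all 6 fish (SD, n = 6; 641, 568, 511 and 649.8 in fish 6). No comparison of its segments passed, and segment 4 against segment 1 gave log2 fold changes of -0.04 and -0.03 (limma adjusted p = 0.948 and 0.953). Motilin fell from segment 1 to segment 4, with a log2 fold change of -2.68 (standard error 0.33, adjusted p = 4.47e-06 from limma) over fish 1 to 5 and of -2.73 (standard error 0.28, adjusted p = 4.69e-08) over all 6 fish. The ratio of its mean in segment 1 to that in segment 4 was 5.64 over all 6 fish. In segment 1 its value was 825 in fish 5 and 1000 to 1100 in the other fish.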

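The ghrelin receptor gene ghsrb (LABE_00056989) had 16 reads over all 24 libraries, with at least 1 read in 8 of them and 7 in the highest. The leptin genes, which code for a hormone of energy balance, had 3 reads in 2 libraries (lepa, LABE_00052950) and 11 reads in 3 libraries (lepb, LABE_00004184). None of these 3 genes reached a value of 10 in any library, so none was tested, and their highest values were 5.46, 2.15 and 5.37.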

The expression levels for the motilin receptor like gene, *ghsrb*, *pomc* and *lep* were too low for relative quantification.

#### Identification of vitamin B-12 binding proteins in wrasse

Genes involved in vitamin B12 (cobalamin) uptake cubulin (*cubn*)*,* amnion associated transmembrane protein (*amn*) and LDL receptor related protein 2 (*lrp2*), were among the top differentially expressed genes in wrasse intestine (Additional file 9). 

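Cubilin (CUBN, LABE_00025543) and amnionless (AMN, LABE_00003530), which together form the receptor that takes up vitamin B12, were low in segments 1 to 3 and abundant in segment 4. CUBN was 24.9 ± 13.2 in segment 1, 27.9 ± 8.4 in segment 2, 16.9 ± 10.7 in segment 3 and 21700 ± 7388 in segment 4 over fish 1 to 5 (SD, n = 5), and 23.9 ± 12.1, 31.2 ± 11.1, 22.5 ± 16.9 and 23690 ± 8212 over all 6 fish (SD, n = 6; 18.6, 48, 51 and 33650 in fish 6). Segment 4 against segment 1 gave a log2 fold change of 9.79 (standard error 0.45, adjusted p = 8.42e-12 from limma) over fish 1 to 5 and of 9.95 (standard error 0.43, adjusted p = 6.08e-14) over all 6 fish. AMN was 29.6 ± 10.9 in segment 3 and 4542 ± 1519 in segment 4 over fish 1 to 5 (SD, n = 5), and 30.9 ± 10.3 and 4828 ± 1529 over all 6 fish (SD, n = 6; 37.6 and 6258 in fish 6), with log2 fold changes of 7.32 and 7.38 in segment 4 against segment 1 and of 7.20 and 7.22 against segment 3 (limma adjusted p of 1.55e-10 or less in each). Lrp2, an endocytic receptor that works with cubilin, changed against segment 3 by 9.84 and 9.70 (limma adjusted p = 1.46e-11 and 7.72e-14). Of 18 genes of vitamin B12 uptake, transport and use, 6 were higher and 2 lower in segment 4 than in segment 1 over fish 1 to 5, with the same numbers over all 6 fish (limma; 6 and 2 when adjusted over the list alone; camera adjusted p = 0.00742, adjusted p = 0.088 with an estimated correlation). The list summed to 31654 in segment 4 of fish 2, against 75648 to 101060 in segment 4 of the other fish. Against segment 3, 5 were higher and 13 did not pass over fish 1 to 5, and 6 were higher and 1 lower over all 6 fish (8 and 1 when adjusted over the list alone; camera adjusted p = 1.06e-06, adjusted p = 0.00599 with an estimated correlation).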

Other genes coding for key vitamin B12 uptake and transport proteins, including orthologues of the mammalian gastric intrinsic factor (GIF), transcobalamin 1 (TCN1) and 2 (TCN2) were also investigated. Orthologues for transcobalamin 2 (LABE_00042844) was identified, while *GIF* and *TCN1* were not, identified in the wrasse genome Table 6. However, a *tcn-like* gene (*tcnl*) (gene ID: Labe LABE_00037777) was identified in wrasse using BLAST searches in the same genomic region as the *tcnl* gene in other fish species. The *tcnl* gene was 67% similar between wrasse and *Larimichthys crocea* (e-value = 6E-45, BLASTX against the NCBI database). Wrasse *tcnl* was situated next to *abcg4* as found for *tcnl* in zebrafish (ENSDARG00000068088), platyfish (*Xiphophorus maculatus*) (ENSXMAG00000005938) and tetraodon (ENSTNIG00000011745). Lack of *tcn1* and *gif* has previously been shown in other teleosts [25]. The *tcnl* was constituently expressed through the intestine with no significant differences between the segments.

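The transcobalamin-like gene tcnl (LABE_00037777) was 966 ± 1178 in segment 1, 1732 ± 1386 in segment 2, 2054 ± 2077 in segment 3 and 1613 ± 1711 in segment 4 over fish 1 to 5 (SD, n = 5), and 1196 ± 1195, 1744 ± 1240, 2029 ± 1859 and 1531 ± 1543 over all 6 fish (SD, n = 6; 2345, 1804, 1903 and 1124 in fish 6). Its limma F test over the 4 segments gave adjusted p = 0.566 over all 6 fish and 0.578 over fish 1 to 5, and its values ran from 6.375 to 5658 between libraries. Exocrine pancreas genes, such as elastase (CELA2A, LABE_00039922) and carboxypeptidase B1 (CPB1), were fixed beforehand as markers of that tissue. The list held 28 gene models, of which 22 passed the filter on low values. The relation of its summed values, taken without that filter, to tcnl was computed within each segment after the values had been seen. Spearman's rho with tcnl was 0.257 in segment 1, 0.943 in segment 2, 1 in segment 3 and 0.829 in segment 4 (exact two-sided permutation p = 0.658, 0.0167, 0.00278 and 0.0583, n = 6 each, adjusted over the 4 segments to 0.658, 0.0334, 0.0111 and 0.0777). Pearson's r was 0.117, 0.995, 0.995 and 0.792 (exact permutation p = 0.828, 0.00278, 0.00139 and 0.0528, adjusted 0.828, 0.00556, 0.00556 and 0.0704), and without the 2 libraries farthest from the median -0.125, 1, 0.998 and 0.744. CUZD1 (LABE_00026701), a zymogen granule gene of the list, had a mean of 133000 in segment 1 and 1010 in segment 3. Without it, a choice made after seeing the data, rho was 1, 0.943, 0.943 and 0.886 (exact permutation p = 0.00278, 0.0167, 0.0167 and 0.0333, adjusted 0.0111, 0.0223, 0.0223 and 0.0333). The sum of the list reached 363800 in the highest library.

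**Figure D6:**
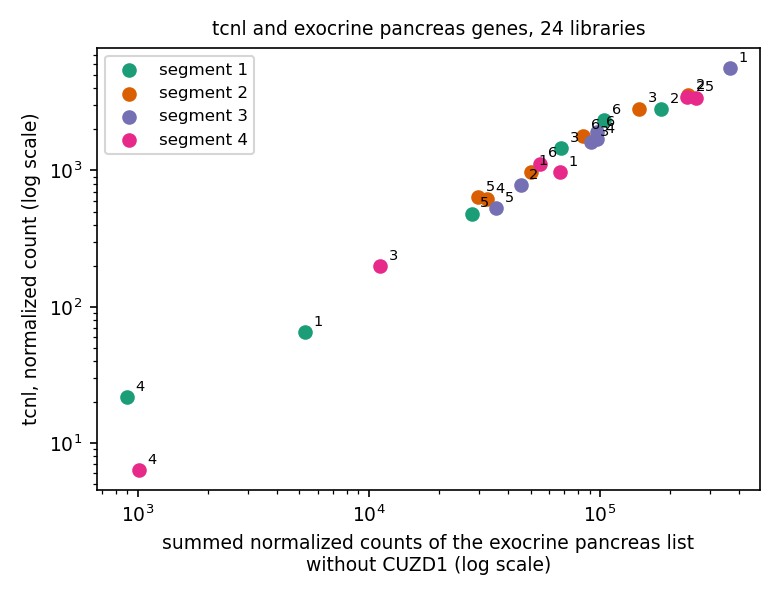
Normalized counts of tcnl (vertical axis, log scale) against the summed normalized counts of the exocrine pancreas list without CUZD1 (horizontal axis, log scale). Each point is a library, coloured by segment and numbered by fish. CUZD1 was left out after the values had been seen. Within segments 1 to 4 tcnl rises with this sum (Spearman's rho 1, 0.943, 0.943 and 0.886).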

**Table 6:** Presence (+) and absence (−) of genes related to vitamin B-12 uptake in mammals, gastric teleosts and ballan wrasse

		Mammals	Gastric teleosts	Ballan Wrasse
GIF	gastric intrinsic factor	+	–	–
TCN1	Transcobalamin 1	+	–	–
TCN2	Transcobalamin 2	+	+	+
TCN-like	Transcobalamin like	–	+	+

## Discussion

### Loss of stomach coinciding with gene losses of related genes

We here present the successful generation of the ballan wrasse genome based on integration of long and short sequencing reads in addition to transcriptomic profiling of the wrasse intestine, revealing substantial gene losses regulating stomach function coinciding with the loss of an anatomical and functional stomach. Lost genes include those needed for acidic gastric environment such as the gastric proton pumps (*atp4*, *atp4b*) and pepsinogen-related genes, as previously reported lost in other agastric fish species and the duck-billed platypus (*Ornithorhynchus anatinus*) [26]. Furthermore, by comparing our wrasse data-sets to the genetic fingerprint for human stomach [20], we confirmed most genes related to stomach function; including pepsinogen A3, A4 and A5 (*PGA3, 4* and *5*)))*,* ATPase H+/K+ transporting alpha and beta subunits (*ATP4A* and *ATP4B*),)*GIF,* gastrin (*GAST*), lipase F gastric type (*LIPF*), trefoil factor 1 (*TFF1*) and progastrisin (*PGC*)); are lost in the wrasse genome*.* It should be noted that it is in general difficult to demonstrate the absence of a gene. There is always the chance that they remain undetected in regions difficult to sequence such as GS rich regions. GC-rich areas are hard to sequence, both with Illumina and Sanger approaches. However, PacBio sequencing is much better at covering these GC-rich regions. For instance in the case of bird genomes, of which the promotor region is often GC-rich. Older Sanger genome assemblies often had gaps in the GC-rich regions, but PacBio based assemblies cover these [21].

Mucin 5 AC, oligomeric mucus/gel-forming (*muc5ac*) was the only gene related to human stomach function found in wrasse. Furthermore, a gene like mammalian *MUC5AC*, neighboring mucin 2 (*muc2*), was identified in the wrasse genome assembly. The mammalian MUC5AC protein is a gel-forming mucin protein secreted in the gastrointestinal tract [27]. Orthologues of *muc5ac* were identified in most teleost species, including several agastric fish species (Ensembl database, release 86). However, our analysis failed to find *muc5ac* expression in wrasse intestine. Thus, *muc5ac* may be expressed at levels below the method detection limit in intestine of animals of the age/size used in the current study, or *muc5ac* may have another function in fish.

The loss of stomach accompanied with specific gene losses is not unique to labrids, and has been reported in a wide range of unrelated vertebrates [5, 26], indicative of convergent evolution. Gene losses, due to relaxation of purifying selection or genetic drift, is thought to be a major force driving evolution, facilitating phenotypic traits that adapt different species to their individual niches. Food source, specifically the calcareous diet of wrasse, is suggested as a possible driving force underlying stomach loss in this species [5]. However, overall the diets of agastric fish is essentially as diverse as for gastric species, and includes wood, detritus, invertebrates and fish [28–30]. Thus, if the loss of stomach function in wrasse was enabled due to their diet of easily digestible proteins and/or high inclusions of calcareous components, this cannot explain why stomach loss occurred in all agastric fish species. The large morphological variation of the intestine reported in agastric fish suggest stomach loss is a result of targeted selection, giving rise to new evolutionary roles of the intestine, enabling agastric teleost species to better occupy certain food niches than those with stomachs.

### Signaling pathways affecting appetite control in stomach-less fishes

The stomach is thought to be the major organ affecting appetite control, via the production of ghrelin, in both mammals and most fish species [31]. In mammals, ghrelin is referred to as the hunger hormone and works in concert with a range of other neuropeptides and hormones to control appetite. In the present study, we confirmed the lack of ghrelin in ballan wrasse and in other stomach-less fish species. The only exception is the cyprinids, where ghrelin is present [32–34]. In addition to ghrelin, the enzyme responsible for the acyl modification of activating ghrelin, MBOAT4, previously known as Ghrelin O-Acyl Transferase, is also missing from the wrasse genome assembly. MBOAT4 has been identified in several fish species [35], but not in the genomes of fish that have lost ghrelin. This shows that not only has ghrelin been lost, but also genes on different chromosomes associated with its function and maturation. Ghrelin is the only known orexigenic (stimulating food intake) hormone produced in the vertebrate digestive tract, and it is typically expressed in the stomach [32–34]. Both short-term and long-term fasting can increase ghrelin expression in fish stomach [31] and brain [36]. However, ghrelin is most highly expressed in pancreatic tissue in the zebrafish, an agastric cyprinid [34], which suggests ghrelin could play multiple roles in fish physiology.

Despite the absence of ghrelin in non-cyprinid agastric fish species), it is interesting to note that a gene coding for a ghrelin receptor was identified in ballan wrasse. The ballan wrasse ghrelin receptor occurred in the same conserved region as *ghrsb* in other teleost species including zebrafish. In zebrafish and mammals, the expression of the ghrelin receptor is elevated as a response to fasting. For example, in zebrafish, the ghrelin receptor expression levels increased in intestinal tissue but not in brain following 15 days of food deprivation [34]. No effect was observed after 17 h of fasting in the same study. In comparison, fasting and a negative energy balance raised *GHSR1* mRNA in rat brain tissue, while feeding restored it to its normal values [37]. 

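The motilin receptor gene (mlnr, LABE_00040338), a G protein-coupled receptor, had 46 reads over all 24 libraries, with at least 1 read in 12 of them and a highest value of 7.02. Its means over all 6 fish were 0.634 ± 1.55 in segment 1, 1.73 ± 2.75 in segment 2, 2.05 ± 2.52 in segment 3 and 2.27 ± 2.96 in segment 4 (SD, n = 6), and over fish 1 to 5 they were 0.761 ± 1.7, 0.826 ± 1.85, 2.21 ± 2.78 and 2.72 ± 3.07 (SD, n = 5). For ghsrb the means over all 6 fish were 0 ± 0, 0.148 ± 0.363, 1.18 ± 2.14 and 0.897 ± 0.831 in the same order. Neither gene passed the filter on low values, and so neither was tested.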

In the present study, the abundance of *ghrsb* was very low compared to other intestinal G protein-coupled receptors such as the motilin receptor. Whether this is due to the fish being sampled in a fed state and with a positive energy balance, or to the lack of ghrelin, is not known. Which role the ghrelin receptor may play in the absence of its only confirmed ligand, ghrelin (reviewed by Kaiya et al. [38]), is also unknown. Cancer research has demonstrated alternative non-peptide ligands can bind to ghrelin receptors [39, 40], thus as yet unknown non-ghrelin compounds could potentially be ligands of ghrelin receptors in fish lacking ghrelin.

Motilin, a peptide hormone involved in the regulation of intestinal motility and peristalsis, was present in ballan wrasse. Motilin has previously been found in other agastric fish [24]. In mammals, motilin and acyl-ghrelin have overlapping functions. For example, along with intestinal motility, both hormones can stimulate growth hormone release in vitro and in vivo [41, 42], and accelerate gastric emptying [43, 44]. Despite some apparent overlapping functions, it is not known whether motilin plays an analogous role in regulating hunger in fish. In humans, it is suggested that motilin induce cyclic intestinal contractions during inter-digestive fasting act as a hunger signal [45] and thus orexigenic ghrelin function is overlapped by the motilin pathway. While both motilin and the motilin receptor were expressed along the whole length of the ballan wrasse intestine, it remains unclear if motilin plays a role in hunger regulation in fish as found in mammals.

In addition to ghrelin and motilin, several gut hormones and neuropeptides serve a dual role in regulating digestion and appetite control (see recent review by [46]). As found for motilin, *cckb*, *pyya* and *pyyb* were expressed throughout the wrasse intestine, with the highest expression in the foregut and the lowest in the hindgut. In mammals, PYY has an anorexic function by decreasing gut motility and appetite, and providing a satiety signal towards the end of a meal. Together with the glucagon-like peptide-1 (GLP-1), mammalian PYY is secreted by intestinal L-cells following food intake. Teleosts possess gene paralogs, *pyya* and *pyyb*, of the single mammalian PYY orthologue. In ballan wrasse, both *pyy* genes were highly expressed in the anterior intestine with a declining expression towards the posterior part, with only traces in the hind-gut segment. This contrasts with mammalian findings, where the mRNA expression of *PYY* increases towards the intestine posterior, with the highest expression in the colon [20, 47]. Interestingly, mammalian PYY and GLP-1 (glucagon-like peptide-1) are simultaneously expressed in the same L-type cells in the colon and rectum [47–49]. This co-localization of expression may be conserved from fishes to mammals, as the ballan wrasse intestinal expression pattern of *glp* follows that of the *pyy* paralogs. If so, why expression of the *pyy* and *glp* genes has shifted from the anterior intestine in fish to the colon in mammals remains unknown.

### Deciphering the digestive function of the wrasse intestine by transcriptome profiling

Agastric fish often have a bulbous structure in the intestine anterior which is referred to as the intestinal bulb in adult zebrafish [50]. This structure is thought to function primarily as a food store. Wrasse have an intestinal bulb, followed by an intestinal loop before the hind-gut (Additional 5). However, the first three segments of the wrasse intestine appear to act as one continuous short tube with little specialization in functional activity based on the expression patterns of digestion related genes found in our study. An expression gradient for digestion related genes between the segments was observed, with high expressions in the anterior intestine that declined in abundance towards the hind-gut. This pattern was especially clear for the apolipoprotein, phospholipase A2 and *pyya* genes among others. 

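The models named apoeb, after apolipoprotein E of the shell of lipoprotein particles, changed in segment 4 against segment 1 by log2 fold changes of -5.20 and -5.34 (LABE_00047833), -2.60 and -2.67 (LABE_00047834), -1.55 and -1.52 (LABE_00047831), -3.84 and -3.94 (LABE_00076031) and -3.76 and -3.85 (LABE_00032935). The first of these was 140100 ± 17140 in segment 1, 151400 ± 17550 in segment 2, 76440 ± 14520 in segment 3 and 9590 ± 15370 in segment 4 over fish 1 to 5 (SD, n = 5), and 139400 ± 15410, 145400 ± 21530, 77580 ± 13290 and 8337 ± 14090 over all 6 fish (SD, n = 6; 136200, 115400, 83290 and 2067 in fish 6), and in segment 4 fish 2 held 36890 of it, against 711 to 5622 in the other fish. APOA1 (LABE_00047835), the main protein of high-density lipoprotein, and APOC1 (LABE_00047830) were lower by -3.05 and -3.08 and by -3.79 and -3.81, and Apoa4 (LABE_00047832) and the APOA4 model LABE_00076034 by -2.89 and -2.99 and by -4.02 and -4.05 (limma adjusted p of 0.0171 or less in all 9 models). The APOA4 model LABE_00032932 had log2 fold changes of -3.69 and -3.77, which did not pass (limma adjusted p = 0.203 and 0.0948), while its F test over the 4 segments, which did not pass either (limma adjusted p = 0.274 over all 6 fish), passed under 2 of 12 alternatives, with fish as a block and without fish 1. In fish 1 it stood at 302 in segment 1 and 129 in segment 2, against 19200 to 64100 and 17300 to 72500 in the other fish. Among models of low values, the APOA4 model LABE_00004458 was lower by -4.52 and -4.34 (limma adjusted p = 0.000207 and 0.000109), the APOA4 model LABE_00076033 had log2 fold changes of -2.38 and -2.40 and passed over all 6 fish only (limma adjusted p = 0.0649 and 0.0373), a call that 6 of 16 alternatives ended, and Apob (LABE_00030903) did not pass (limma adjusted p = 0.944 and 0.812). In apoeb LABE_00076031, fish 5 stood at 4160 in segment 3 and 252 in segment 4, against 22600 to 44300 and 4010 to 8080 in the other fish. Models of one name that lie close together may share reads.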

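Of 12 phospholipase A2 genes, which release fatty acids from phospholipids, 7 were lower and 1 higher in segment 4 than in segment 1 over fish 1 to 5, with the same numbers over all 6 fish (limma; 7 and 1 when adjusted over the list alone). The set was lower (camera adjusted p = 0.00569, adjusted p = 0.0475 with an estimated correlation over all 6 fish, and adjusted p = 0.0683 with an estimated correlation over fish 1 to 5). PLA2G12B (LABE_00051605), which acts in the assembly of triglyceride-rich lipoproteins, was 15850 ± 2421 in segment 1, 17140 ± 2246 in segment 2, 8405 ± 3185 in segment 3 and 2304 ± 1826 in segment 4 over fish 1 to 5 (SD, n = 5), and 16220 ± 2348, 16540 ± 2493, 8623 ± 2898 and 2134 ± 1685 over all 6 fish (SD, n = 6; 18070, 13520, 9712 and 1285 in fish 6). For PLA2G12B, segment 4 against segment 1 gave a log2 fold change of -3.04 (standard error 0.31, adjusted p = 6.02e-07 from limma) over fish 1 to 5 and of -3.17 (standard error 0.27, adjusted p = 3.9e-09) over all 6 fish. Pla2g12b (LABE_00054082) was lower by log2 fold changes of -3.29 and -3.23, PLA2G7 (LABE_00012000), a secreted enzyme that inactivates platelet-activating factor, by -0.92 and -0.94 and Pla2g6 (LABE_00002912) by -0.51 and -0.52 (limma adjusted p of 0.0118 or less in each). Of the 7 genes lower in segment 4, 4 had means falling in order from segment 1 to segment 4.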

A similar pattern was observed in zebrafish using microarrays and qPCR [51]. Both KEGG analysis and gene ontology (GO) enrichment analysis found that the segments 1 to 3 are involved in multiple nutrient metabolism and uptake processes such as lipid metabolism, protein transport, cholesterol homeostasis, fat digestion and absorption. Furthermore, mechanisms involved in bile secretion were enriched in the intestine anterior.

The intestine of agastric cyprinids is usually divided into three functional segments. The anterior segment, which comprises up to 70% of the gut length, is where the main digestion and uptake of food occurs [52, 53]. The mid-segment (up to 25% of the total intestine length) is related to immune function. The main function of the final segment may be water and iron uptake [54]. An analogy to the zebrafish final segment was not found in ballan wrasse. However, the apparent function of the anterior segment in zebrafish correlates with the first three segments in ballan wrasse, and the hind-gut segment in wrasse corresponds to the mid-section of zebrafish. Unlike mammals, teleosts do not have a rudimentary colon. The colon, comprising the last part of the mammalian intestine, lacks digestive function and is thought to have evolved in terrestrial vertebrates primarily to conserve water [55]. However in fish, water is absorbed along the full length of the intestine through osmotic regulatory mechanisms involving bicarbonate transporters [56]. As with other teleosts, our data demonstrate that unlike the mammalian colon, the wrasse hind-gut has an apparent capacity for nutrient absorption. Interestingly, a colon-specific gene, membrane spanning 4-domains A12 (*ms4a12*) [20] was most highly expressed in the hind-gut of the wrasse. This is a cell-surface protein that is primarily found in the apical membrane of colonocytes and it may be an important factor in colonic development in mammals [57].

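MS4A12 (LABE_00077859), a membrane protein gene, was 0 ± 0 in segment 1, 0 ± 0 in segment 2, 2.01 ± 3.51 in segment 3 and 65.4 ± 52.4 in segment 4 over fish 1 to 5 (SD, n = 5), and 0.193 ± 0.473, 0.296 ± 0.725, 1.68 ± 3.25 and 84.4 ± 66.1 over all 6 fish (SD, n = 6; 1.16, 1.78, 0 and 179.5 in fish 6). For MS4A12, segment 4 against segment 1 gave a log2 fold change of 5.57 (standard error 0.69, adjusted p = 6.11e-06 from limma) over fish 1 to 5 and of 5.71 (standard error 0.65, adjusted p = 2.7e-07) over all 6 fish. Against segment 3 the log2 fold changes were 4.62 and 5.10 (limma adjusted p = 0.000139 and 3.51e-06).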

The acidic environment in the stomach is an important chemical barrier against ingested pathogens. However, there is no evidence that agastric teleosts are more susceptible to disease than their gastric counterparts. 

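Part of the B cell genes were higher in segment 4 than in segment 1. POU2AF1 (LABE_00037831), a coactivator of immunoglobulin transcription, was 212 ± 30.2 in segment 1, 605 ± 335 in segment 2, 1249 ± 462 in segment 3 and 985 ± 298 in segment 4 over fish 1 to 5 (SD, n = 5), and 211 ± 27.1, 608 ± 299.8, 1236 ± 414 and 1048 ± 308 over all 6 fish (SD, n = 6; 208, 619, 1174 and 1363 in fish 6). For POU2AF1, segment 4 against segment 1 gave a log2 fold change of 2.17 (standard error 0.33, adjusted p = 5.39e-05 from limma) over fish 1 to 5 and of 2.26 (standard error 0.28, adjusted p = 9.4e-07) over all 6 fish. The models of the B cell receptor partner CD22 were higher by log2 fold changes of 2.54 and 2.65 (LABE_00052980) and of 1.55 and 1.61 (LABE_00052184), with limma adjusted p of 0.00167 or less in each. Of 282 tested immunoglobulin and B cell gene models, 45 were higher in segment 4 than in segment 1 and 237 did not pass over fish 1 to 5, and 50 were higher and 232 did not pass over all 6 fish (limma; 42 higher when adjusted over the list alone; camera adjusted p = 2.63e-05, adjusted p = 0.216 with an estimated correlation). With fish as a block 100 were higher and 3 lower. Against segment 3, 3 were higher over fish 1 to 5 and 5 over all 6 fish (2 when adjusted over the list alone). Among all 19515 tested gene models, 3334 were higher and 2887 lower in segment 4 than in segment 1 over all 6 fish (limma). The share of the B cell list called higher was thus close to that of all genes. No gene of the list was called lower in that fit.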

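Of 18 genes of antigen processing and presentation, 5 were higher in segment 4 than in segment 1 and 13 did not pass over fish 1 to 5, with the same numbers over all 6 fish (limma; 5 higher when adjusted over the list alone; camera adjusted p = 0.0237, adjusted p = 0.317 with an estimated correlation), and 1 was higher in segment 4 than in segment 3 in both sets (1 when adjusted over the list alone). The thiol reductase IFI30 (LABE_00037054), which unfolds antigens in lysosomes, was 3231 ± 212 in segment 1, 3481 ± 417 in segment 2, 4335 ± 506 in segment 3 and 9678 ± 1444 in segment 4 over fish 1 to 5 (SD, n = 5), and 3286 ± 233, 3616 ± 499, 4421 ± 499.8 and 9958 ± 1463 over all 6 fish (SD, n = 6; 3566, 4292, 4856 and 11360 in fish 6). For IFI30, segment 4 against segment 1 gave a log2 fold change of 1.57 (standard error 0.11, adjusted p = 5.2e-09 from limma) over fish 1 to 5 and of 1.59 (standard error 0.10, adjusted p = 5.89e-11) over all 6 fish. The invariant chain models CD74 (LABE_00050764) and Cd74 (LABE_00038649), which guide class II molecules to endosomes, were higher by log2 fold changes of 0.36 and 0.39 and of 0.32 and 0.37 (limma adjusted p of 0.0429 or less in each), and the class II transactivator Ciita (LABE_00061897) by 0.61 and 0.63 (limma adjusted p = 0.00108 and 5.2e-05). Of 39 macrophage and myeloid genes, 10 were higher and 2 lower over fish 1 to 5, and 12 and 5 over all 6 fish (limma; 13 and 5 when adjusted over the list alone; camera adjusted p = 0.228). The pan-leukocyte phosphatase ptprc (LABE_00004890) was higher in segment 4 than in segment 1 by 0.71 and 0.76 (limma adjusted p = 0.000449 and 2e-04). Of 14 T cell genes, CD28 (LABE_00055222), a costimulatory receptor, and Lcp2 (LABE_00015017), a signalling adaptor, were higher by 0.57 and 0.70 and by 0.80 and 0.83, whereas the cytokine receptor IL7R (LABE_00022282) and gata3 (LABE_00050361) had log2 fold changes of -1.73 and -1.92 and -0.71 and -0.86 (limma adjusted p over fish 1 to 5 of 0.0424, 9.53e-05, 0.00246 and 0.053). These were 2 genes higher and 2 lower over all 6 fish (3 and 2 when adjusted over the list alone).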

Our study found expression of immune-relevant genes; such as immunoglobulins, and immune-related receptors; along the full length of the wrasse intestine, with an increase of antigen-presenting capabilities in the hind-gut. Both KEGG and GO analysis of enriched genes in the hind-gut (segment 4) revealed increased endocytosis and lysosomal activity, which could be related to antigen processing and immune functions. 

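The mannose receptor gene MRC1 was 86.4 ± 38.2 in segment 1, 84.8 ± 22.4 in segment 2, 71 ± 25.9 in segment 3 and 59240 ± 24160 in segment 4 over fish 1 to 5 (SD, n = 5), and 84.2 ± 34.6, 96.4 ± 34.8, 92.1 ± 56.7 and 60650 ± 21880 over all 6 fish (SD, n = 6; 73, 154, 198 and 67730 in fish 6). Segment 4 against segment 1 gave a log2 fold change of 9.36 (standard error 0.38, adjusted p = 3e-12 from limma) over fish 1 to 5 and of 9.44 (standard error 0.38, adjusted p = 1.23e-14) over all 6 fish. Against segment 3 the log2 fold changes were 9.59 and 9.39 (limma adjusted p = 2.73e-12 and 1.73e-14). Other genes low in segments 1 to 3 and abundant in segment 4 were the ATP-gated channel p2rx5 (LABE_00047336), higher than in segment 1 by 8.24 and 8.55, and sh3tc1 (LABE_00070741), by 8.02 and 8.10 (limma adjusted p of 1.37e-08 or less in each). The lectin Clec10a (LABE_00089479), a receptor of myeloid cells, was lower in segment 4 than in segment 1 by -4.95 and -4.90 (limma adjusted p = 0.000402 and 2.82e-05).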

One of the genes expressed most in the wrasse hind-gut (segment 4) compared to segments 1–3, was mannose receptor C-type 1 (*mrc1*). The *mrc1* protein mediates endocytosis of glycoproteins and pathogenic microbes by macrophages [58]. Unlike mammals which have well-defined gut-associated lymphoid tissue (GALT) structures such as Peyer’s patches, the immunological organization of GALT is more diffuse in teleosts [59]. However, most teleosts have defined areas which are recognized by enterocytes with high pinocytotic activity and supranuclear vacuoles capable of taking up large macromolecules. These defined areas are also highly infused with macrophages compared to other areas [60]. It was previously speculated that the uptake of macromolecules in cyprinids was connected to the loss of stomach and an inefficient protein digestion [53], but the uptake of macromolecules has been demonstrated in both agastric [60, 61] and gastric fish [52, 62, 63]. Based on *mrc1* being predominately expressed in segment 4, the GALT in wrasse may also be situated more posteriorly in the intestine than in other fish.

Transcriptome profiling revealed a high degree of DNA replication, indicative of increased cell division, in the hind-gut compared to the rest of the intestine. This suggests the highest rates of cell turnover occur in the posterior region of the intestine.

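Against segment 3, the neighbouring segment, fewer replication genes passed than against segment 1. Of the 47 genes of DNA replication, 2 were higher and 2 lower in segment 4 than in segment 3 over fish 1 to 5, and 3 and 2 over all 6 fish (limma; 3 and 2 when adjusted over the list alone; camera adjusted p = 0.000507, adjusted p = 0.696 with an estimated correlation). Of the 57 genes of mitosis, 4 were higher and 1 lower over fish 1 to 5, and 8 and 1 over all 6 fish (20 and 1 when adjusted over the list alone; camera adjusted p = 1.68e-09, adjusted p = 0.412 with an estimated correlation). The reductase subunit rrm2 had log2 fold changes of 1.16 and 1.00 (limma adjusted p = 0.0553 and 0.0482), ccnb1 of 1.70 and 1.42 (limma adjusted p = 0.0451 and 0.0462) and MKI67 of 0.19 and 0.16 (limma adjusted p = 0.666 and 0.627). CKAP5 (LABE_00049646), a microtubule polymerase of the spindle, was higher in segment 4 than in segment 1 by 0.66 and 0.65 (limma adjusted p = 0.000296 and 1.39e-05). In fish 4 and fish 6, whose segment 4 libraries held the lowest germ cell sums, ccnb1 stood at 1463 and 1084 in segment 4, against 7215 in fish 1 and 13296 in fish 5.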

In addition to the lysosome and endocytosis-related genes, several key genes coding for proteins involved in the active uptake of vitamin B_12_ (cobalamin); Cubulin (*cubn*)*,* amnion associated transmembrane protein (*amn*), LDL receptor related protein 2 (*lrp2*); were among the top 10 most differentially expressed genes in the hind-gut. Another gene, *tcn2,* which is crucial for the efficient uptake and transport of cobalamin from the intestine [64], was also enriched in the hind-gut. 

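The model named TCN2 (LABE_00059456), after the carrier of vitamin B12 in blood, was 979.5 ± 184 in segment 1, 1037 ± 82.2 in segment 2, 1246 ± 234 in segment 3 and 3439 ± 1270 in segment 4 over fish 1 to 5 (SD, n = 5), and 953 ± 176, 1027 ± 77.5, 1207 ± 230.4 and 3514 ± 1151 over all 6 fish (SD, n = 6; 823, 977, 1009 and 3888 in fish 6). For TCN2, segment 4 against segment 1 gave a log2 fold change of 1.74 (standard error 0.21, adjusted p = 5.31e-06 from limma) over fish 1 to 5 and of 1.83 (standard error 0.18, adjusted p = 4.93e-08) over all 6 fish. Against segment 3 the log2 fold changes were 1.40 and 1.49 (limma adjusted p = 0.000175 and 2.71e-06). The model that the paper's text names as transcobalamin 2 (LABE_00042844) is named Vtcn1, an immune checkpoint protein, in the deposited table, and it was lower in segment 4 than in segment 1 by log2 fold changes of -4.29 and -4.14 (limma adjusted p = 1.2e-06 and 2.17e-08).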

In mammals, three cobalamin-binding proteins have been identified; TCN1 present in saliva and gastric fluids facilitates cobalamin transport through the stomach, GIF expressed in the stomach facilitates cobalamin transport through the middle intestine, and TCN2 facilitates cobalamin transport through the blood. On the other hand, no GIF orthologue has been identified in teleosts [65]. Although a haptocorrin gene has not been identified in fish, a *tcn-like* (*tcnl*) protein has been observed in both zebrafish [66] and rainbow trout (*Oncorhynchus mykiss*) [65]. Like gif and tcn1, the tcn-like protein in rainbow trout can protect cobalamin against low pH and is suggested to be a functional intermediate between gif and tcn1. The tcn-like protein is highly expressed in the stomach of rainbow trout. Interestingly, we identified the *tcn-like* gene in wrasse, and it was expressed consistently along the entire length of the intestine. In gastric animals, enzymatic cleaving of cobalamin from dietary proteins by gastric pepsin is crucial for its absorption [67]. Both studies on the side-effects of proton pump-inhibiting pharmaceuticals and the effects of gastric by-passes suggest that both low pH and pepsin are necessary for effective cobalamin uptake. How the uptake of cobalamin is handled in agastric animals lacking low pH, pepsin and *gif*, or even in gastric animals lacking just *gif*, remains unknown.

The ballan wrasse is currently being commercially cultured for its cleaner fish abilities in salmon production. However, cultured wrasse growth and development is suboptimal when fed commercial formulated diets developed for gastric fish species. Therefore, more basic knowledge on intestinal function of wrasse are needed. It has been hypothesized that the bulbous anterior part of the intestine has a stomach like function (pseuodogaster) mixing and storing food after a meal. There are no indications to such a function of the intestinal bulbous. On the contrary, this part of the intestine shows the highest expression of genes associated with digestion and absorption of nutrients, indicative of normal mid intestine functions. This could imply a need for continuous feeding as opposed to meals. This conclusion is supported by lack of ghrelin. In mammals, ghrelin is associated with meal based eating pattern, du to pre-prandial surges [68].

## Conclusions

Here we present the first genome sequenced of a labridae, a family of agastric fish representing more than 600 species. In addition, we generated a global transcriptional database of intestinal gene expression along the length of the ballan wrasse intestine. The study shows that the wrasse intestinal tract is functionally similar to the small intestine of mammals, and lacks both a stomach and a functional colon. With one exception (*muc5ac*), all genes linked to stomach function have been lost in the wrasse genome. Furthermore, we found *ghrelin* and *mboat4* both involved in digestion and appetite regulation have been lost in all agastric non-cyprinid teleosts. However, the multiple forms of neuropeptides identified in the present study indicate a complex appetite-regulating network in the gut-brain axis in fish, comparable to, if not exceeding the mammalian system in complexity. These findings increase our understanding of the evolution of the digestive tract, particularly in relation to appetite regulation. Aquaculture is expected to play a large role in supplying the increasing quantities of seafood needed by the global population. Findings from this study will aid the formulation of diets better suited to wrasse, which as cleaner fish will aid the sustainability of the global salmon industry.

## Methods

Gut segments of five adult ballan wrasse () (58 ± 5 g) and one brain sample from one adult ballan wrasse were sampled from a commercial fish farm (Marine Harvest Labrus,in Øygarden outside Bergen, Norway. The intestinal samples were used to generate de novo transcriptome assembly libraries and for transcriptomic profiling of the wrasse intestine. The brain sample was only used for the de novo transcriptome assembly. The fish were killed by a blow to the head, and the whole gut was removed and divided into four segments (Additional file 5). The fish had been fed Skretting Labrus feed (Skretting, Norway). All excised gut tissues were inspected for intestinal content to ensure digestive activity. Gut content was removed by rinsing each segment in PBS-buffered milli-Q water. For the transcriptomic characterization of the intestine, tissue samples from the four different intestine segments were excised. Each segment was flash-frozen in liquid nitrogen and stored at − 80 °C pending further processing.

### DNA library preparation and genome sequencing

One *Labrus bergylta* (30.7 g) from the Marine Harvest Labrus facility was killed by a blow to the head, and tissues were harvested and stored in liquid nitrogen until further processing. DNA was extracted from muscle tissue using the DNeasy blood and tissue kit (Qiagen Inc., Valencia, CA). The quality (260/280: 1.91–1.96 and 260/230 < 1.96) and amount of DNA were analyzed using a NanoDrop® ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA), a Qubit fluorometer and the dsDNA High Sensitivity Assay Kit (Life Technologies Corp. Carlsbad, CA, USA) respectively. The DNA integrity was verified on an 0.8% agarose gel over night.

#### Sequencing

A combination of two different platforms; the Illumina HighSeq2500 and the PacBio RS II platform; were used for the genome sequencing.

For Illumina library preparation, ≈2 μg genomic DNA was fragmented on a Covaris AFA E220 system (Covaris Inc., MA, USA) down to an average fragment length of ≈550 bp. The fragmented sample was converted into a library using a Kapa Hyper PCR-free library preparation protocol, including the dual SPRI size selection step (Kapa Biosystems, MA, USA). The final library was cleaned twice (0.7:1, bead: DNA ratio) with Agencourt AMPure XP (Beckman Coulter Inc., CA, USA), before library QC on an Agilent 2100 Bioanalyser (Agilent Technologies, CA, USA), and quantification using the Kapa Library quantification Kit (Kapa Biosystems, MA, USA). Clustering and sequencing were performed on one flowcell on a Hiseq 2500 in Rapid Mode (250 bp PE) using on-board clustering according to protocols (Illumina Inc., CA, USA). Approximately 90 Gbp of data was produced.

For library preparation for the PacBio RS II platform, 5 μg of the extracted DNA was sheared into 20 kb fragments using HydroShear (Genemachines, Thermo Fisher Scientific Inc., MA, USA). SMRTbell template library was prepared using the Pacific Biosciences 20 kb library preparation protocol. The library was size selected for a lower cutoff of 7 kb using BluePippin (Sage Science, MA, USA). Sequencing was performed on the PacBio RS II (Pacific Biosciences of California Inc., Menlo Park, CA, USA) using P6 polymerase binding and C4 sequencing kits with a 360 min acquisition. In total, 15 SMRT cells were sequenced, and ≈26.8 Gbp of library bases were produced.

#### Assembly

PacBio reads were assembled using a snapshot of canu (https://github.com/marbl/canu/) [15] from December 30th 2015. The genomeSize option was set to 700 Mbp, while all other options were default.

The 90 Gbp of Illumina sequencing data were mapped to scaffolds, and Pilon [17] was used to close gaps and recall consensus. Because of the high coverage in Illumina reads (~ 120×), only half (one lane) were used in scaffolding by the SGA scaffold module [16]. The reads were mapped to the canu assembly using BWA-MEM 0.7.12 [69] with the –M option to mark short split hits as secondary, and scaffolding was performed with default options. Illumina reads were then mapped to the scaffolds using BWA-MEM 0.7.12 [69], and Pilon version 1.16 [17] was applied to improve consensus sequence and close/reduce gaps.

#### Validation of the genome assembly

Two tools; CEGMA version 2.4.010312 [70, 71] with default options, and BUSCO v1.1b [72] using an Actinopterygii specific gene set; were applied to the genome assembly to assess its quality in terms of the number of conserved eukaryotic genes recovered.

#### Repeat library

A library of repeats was created as described in Tørresen et al. [73]. Briefly, RepeatModeler open-1.0 (http://www.repeatmasker.org), LTRharvest [74], and TransposonPSI (http://transposonpsi.sourceforge.net), were used to create a set of putative repetitive elements. Repetitive elements that matched against an UniProtKB/SwissProt database and not against the repeat peptide database included in RepeatMasker (http://www.repeatmasker.org) were removed, and the remaining sequences were classified and combined with known eukaryotic repeat sequences from RepBase (version 20,150,807) [75], before being used in gene annotation. The genome was then submitted to the European Nucleotide Archive (accession number: PRJEB13687).

#### Genome annotation

A two-pass iteration with MAKER version 2.31.8 [18, 19] was performed on the final genome assembly as described at https://github.com/sujaikumar/assemblage/blob/master/README-annotation.md, and in Campell et al. [76], with some minor modifications. First, three ab initio gene finders were trained. SNAP version 20,131,129 [77] was trained on the genes found by CEGMA version 2.4.010312 [70, 71]. GeneMark-ES version 2.3e [78] was trained on the genome assembly itself. And AUGUSTUS version 3.0.2 [79, 80] was trained with the Actinopterygii gene set from BUSCO v1.1b [72] by using the –long option for BUSCO. SwissProt/UniProtKB [81] was downloaded on the 27th of January 2016 (release 2016_01), and used as an input to MAKER, together with two sets of transcriptomes (one assembled with Trinity and the other based on 454 reads, as described below), the repeat library, and the trained gene finders, for the first pass of training. SNAP and AUGUSTUS were then retrained on the GFF output of MAKER, and a second pass was performed. Gene ontologies, gene families and domains were applied to the protein output of the second pass by running InterProScan version 5.4–47 [82], and putative gene names were identified by BLAST against SwissProt/UniProtKB. Gene models with AED of more than 0.5 were removed, resulting in a final set of 31,050 gene models. Annotation files are available at https://search.datacite.org/works/10.6084/M9.FIGSHARE.5032226.V1 (DOI: 10.6084/m9.figshare.5032226).

### RNA extraction, RNA sequencing and de novo transcriptome assembly

#### RNA extraction

The intestinal tissues and brain were homogenized using zirconium beads (CK28, 4 mm) in a Precellys 24 homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France). Total RNA was then extracted from the homogenates using a BioRobot® EZ1 and RNA Tissue Mini Kit (Qiagen, Hilden, Germany). The samples were then DNase treated according to the manufacturer’s instructions and eluted in 50 μL RNase-free water. RNA quality was assessed using a NanoDrop ND-1000 UV–vis Spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). The average 260/280 and 260/230 nm ratios for the total RNA samples were 2.19 ± 0.12 and 2.1 ± 0.07 (Mean ± STD), respectively. RNA integrity was analyzed using an Agilent 2100 Bioanalyzer and RNA 6000 Nano LabChip kit (Agilent Technologies, Palo Alto, CA, USA). The RNA integrity number (RIN) was 7.8 ± 0.1 (mean ± STD) for the 24 evaluated samples. The RNA was then stored at − 80 °C.

#### Illumina RNA seq library preparation and sequencing

Library preparation and sequencing were performed by the Norwegian Sequencing Centre, Oslo, Norway (www.sequencing.uio.no). Libraries were prepared using TruSeq RNA v2 reagents (Illumina) according to the manufacturer’s instructions. Libraries were sequenced on an Illumina HiSeq 2000 using V3 clustering and sequencing reagents according to the manufacturer’s instructions. Image analysis and base calling were both performed using Illumina’s RTA software version 1.17.21.3. Reads were filtered to remove those with low base call quality using Illumina’s default chastity criteria.

#### De novo Illumina transcriptome assembly and mapping

Sequence adaptors were removed using Cutadapt [83] and default parameters (Cutadapt commands are presented in supplementary 1). Bad reads and sequence regions were filtered and trimmed using Sickle (https://github.com/najoshi/sickle) with a 40 bp minimum remaining sequence length, Sanger quality of 20, and no 5′ end trimming. Prior to assembly, read quality was checked using fastQC version 0.9.2 (The FastQC project, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure improvement compared to the raw data. De novo transcriptome assemblies of a total 252 M trimmed and filtered paired end sequence reads derived from 5 intestinal libraries and 7 brain libraries were conducted using the Trinity pipeline [84] with default parameters(). The transcriptomic assemblies were additionally filtered for small and redundant sequences by first aligning and estimating abundance for each transcript (align_and_estimate_abundance.script) and then filtering using the “filter_fasta_by_rsem_values.pl” trinity script. This Transcriptome Shotgun Assembly project has been deposited at DDBJ/EMBL/GenBank under the accession GFFM00000000. The version described in this paper is the first version, GFFM01000000.

#### De novo 454 transcriptome assembly

For genome annotation, a 454 transcriptome was included in this study. A 454 GS FLX transcriptome was generated by a commercial supplier (IGSP Genome Sequencing and Analysis Core Facility, Duke University, USA) using RNA isolates from whole juvenile ballan wrasse. Normalized cDNA libraries and sequencing were conducted as previously described [85]. The reads were assembled and analyzed using the Newbler software [86]. This Transcriptome Shotgun Assembly project has been deposited at DDBJ/EMBL/GenBank under the accession GFDP00000000. The version described in this paper is the first version, GFDP01000000.

#### RNA seq mapping and abundance estimates

Each gut segment RNAseq library (36) was mapped individually to the ballan wrasse genome assembly (European Nucleotide Archive accession number: PRJEB13687, http://www.ebi.ac.uk/ena/data/view/PRJEB13687) using the Tophat2 short read aligner [87]. Transcript abundances were estimated using the FeatureCounts [88] software of the Subread package (http://subread.sourceforge.net/). An average of 67 ± 3% of the reads in each sample were mapped to the de novo genome assembly by Tophat and counted by FeatureCounts.

#### Search for the presence of genes related to stomach function

Searching for genes known to be involved in stomach function was conducted using a combination of BLAST search and looking at synteny. A outline of the search strategy can be found in Additional file 3. Candidate genes (PGA3, PGA4, PGA5, ATP4A,ATP4B, GIF, GAST, LIPF, TFF1, PGC, MUC5AC) were selected based on previous studies from both fish and mammals identifying stomach related gene expression [5, 19]. We also aimed to identify genes known to be involved in Vitamin B12 uptake (GIF, TCN1 and TCN2) and appetite regulation (GHRL, GHRS, MBOAT4, MNL, MLNR, PYY, CCK, NPY, POMC, LEP).

#### Differential expression analysis and statistics

Read counts of the intestinal segment samples were further processed and analyzed using the Bioconductor - DESeq2 analysis package [89]. Genes with read counts < 1 in all samples were excluded from further analysis prior to normalization and differential expression (DE) analysis leaving a total of 27,392 transcripts for further analysis. Differences in expression between the intestinal segments were analyzed using the DESeq2 package, and genes with adjusted *p* values (p-adjust < 0.05) were further analysis using DAVID Bioinformatics Resources 6.8 (Beta) with default settings (GO and KEGG pathway analysis). The 1000 most significantly differentially expressed genes (adjusted p value (q-value) < 1.7e-4) were visualized using hierarchical clustering implemented in the Qlucore Omics explorer software package version 3.2 (Qlucore AB, Lund, Sweden). Graph was constructed using GraphPad Prism (V.7., Graphpad Software. San Diego, USA).

## Additional files

Additional file 1: Illumina de novo brain and intestine transcriptome assembly statistics.

Additional file 2: Data showing full length analysis of the Illumina de novo brain and intestine transcriptome assembly using BLAST+ and Uniprot as a reference database (release). The metric analysis examines the number of assembled transcripts that appeared to be full length or nearly full length. The first column (**#hit_pct_cov_bin %)** shows the present coverage in the database. The second column (**count_in_bin)** shows the number proteins that match a trinity assembly transcript by more than the present given in the table >%. E.g 1554 proteins match a transcript by > 80% and <= 90% of their protein lengths. The third column (>bin_below) shows the number of protein in the reference database that are represented by nearly full length transcripts with a % alignment coverage.

Additional file 3: Schematic figure showing the strategy for gene search and for deciding whether a gene is present (“Present”) in the wrasse genome or not (“Not present”). (PNG 322 kb)

Additional file 4: The figures shows the genomic region with Ensembl coordinates and flanking genes (Synteny) for *mboat4*, motilin receptor (*mlnr*), peptide y a (*pyya*), peptide y b (*pyyb*), cholecystokinin a (*ccka*), cholecystokinin b (*cckb*).

Additional file 5: Figure showing the digestive organs of the Ballan wrasse and a schematic depiction of the collected intestinal segments.

Additional file 6: The table shows the differentially expressed genes between the different segments. Segment 2 versus (vs) 1, 3 vs 1, 4 vs 1, 3 vs 4 and 3 vs 2. Gene IDs, gene symbol, *P*-values, P-adjust values and Log2 fold change are given in the table. Expression values are given in the sheet labeled “transcriptome”

Additional file 7: Excel file showing the statistics of the functional enrichment analysis using the DAVID tool. Number of genes counted for each term (count) P-values, list of genes counted (Genes), p adjust values (Benjamini) and % false discovery rate (FDR) are given in the tables. The figure shows enriched gene ontology terms (GOs) (biological function (BF), cellular compartment (CC) and molecular function (MF)) and KEGG pathways in segment 4 (seg4 vs seg1), segment 1 (seg1 vs 4) and segment 3 vs segment 2. It also shows the complete list of terms used for the Revigo analysis.

Additional file 8: Clustering of gene ontology terms (GOs) enriched in segment 1 (Fig. A) and segment 4 (Fig. B). REVIGO summarizing and visualizing software [90] was used to construct a tree map clustering of gene ontology terms (GO) enriched in the hind gut (segment 1) of ballan wrasse intestine using. Box size indicate the relative size of the GO cluster. Colors are added to separate the main hierarchy GO terms. The figure indicates the largest enriched clusters of GO terms in segment 1 and 4.

Additional file 9: Top ten differentially expressed genes based on fold change (positive or negative) between segment 1 and 4 (Upregulated and downregulated genes in segment 1 compared to 4. The table shows Gene_ID, gene_symbol, Fold change and p-adjust values.

## Abbreviations

*abcg4*: Atp binding cassette subfamily g member 4
*amn*: Amnion associated transmembrane protein
Bp: Base pairs
cck: Cholecystokinin
*ccka*: Cholecystokinin a
*cckb*: Cholecystokinin b
*cubn*: Cubulin
*FDR*: False discovery rate
ghrl: Ghrelin ligand
ghsr: Ghrelin receptor
*ghsrb*: Ghrelin receptor b
*gif*: Gastric intrinsic factor
*GO*: Gene ontology
Kbp: Kilo base pairs
lep: Leptin
*Lrp2*: Ldl receptor related protein 2
mboat4: Membrane bound o
Mbp: Mega base pairs
mln: Motilin
mlnr: Motilin receptor
*mrc1*: Mannose receptor c-type 1
*ms4a12*: Membrane spanning 4-domains a12
*muc2*: Mucin 2, oligomeric mucus/gel-forming
*muc5ac*: Mucin 5 ac, oligomeric mucus/gel-forming
npy: Neuropeptide y
*pga3*: Pepsinogen a3
*pga4*: Pepsinogen a4
*pga5*: Pepsinogen a5
pomc: Proopiomelanocortin
*pyy*: Peptide yy
*slc15A1*: Solute carrier family 15 member 1
*slc15A2*: Solute carrier family 15 member 2
*tcn1*: Transcobalamin 1
*tcn2*: Transcobalamin 2
*tcnl*: Transcobalamin-like
*tmprss15*: Transmembrane protease serine 15

## References

[1] Parenti P, Randall JE (2000). Bioline international official site (site up-dated regularly). Ichthyol Bull.

[2] Artüz ML: Age and growth of the ballan wrasse *Labrus bergylta Ascanius* 1767. 2007:1–5.

[3] Bjordal A: Sea lice infestation on farmed salmon: possible use of cleaner-fish as an alternative method for de-lousing. Canadian technical report of fisheries and aquatic … 1990.

[4] Treasurer JW (2002). A review of potential pathogens of sea lice and the application of cleaner fish in biological control. Pest Manag Sci.

[5] Castro LF, Goncalves O, Mazan S, Tay BH, Venkatesh B, Wilson JM (2014). Recurrent gene loss correlates with the evolution of stomach phenotypes in gnathostome history. Proc Biol Sci.

[6] Wilson JM, Castro LFC (2010). Morphological diversity of the gastrointestinal tract in fishes. Fish Physiol.

[7] Koelz HR (1992). Gastric-acid in vertebrates. Scand J Gastroentero.

[8] Soybel DI (2005). Anatomy and physiology of the stomach. Surg Clin N Am.

[9] O'Connor A, O'Morain C (2014). Digestive function of the stomach. Dig Dis.

[10] Ao J, Mu Y, Xiang L-X, Fan D, Feng M, Zhang S, Shi Q, Zhu L-Y, Li T, Ding Y (2015). Genome sequencing of the perciform fish *Larimichthys crocea* provides insights into molecular and genetic mechanisms of stress adaptation. PLoS Genet.

[11] Rondeau EB, Minkley DR, Leong JS, Messmer AM, Jantzen JR, von Schalburg KR, Lemon C, Bird NH, Koop BF (2014). The genome and linkage map of the northern pike (*Esox lucius*): conserved synteny revealed between the salmonid sister group and the neoteleostei. PLoS One.

[12] Tørresen OK, Star B, Jentoft S, Reinar WB, Grove H, Miller JR, Walenz BP, Knight J, Ekholm JM, Peluso P (2017). An improved genome assembly uncovers prolific tandem repeats in Atlantic cod. BMC Genomics.

[13] (NFR) NRC: FUGE II – Functional genomics in norway. Action plan 2007–2011**.** In*.*; 2007.

[14] Vij S, Kuhl H, Kuznetsova IS, Komissarov A, Yurchenko AA, Van Heusden P, Singh S, Thevasagayam NM, Prakki SRS, Purushothaman K (2016). Chromosomal-level assembly of the asian seabass genome using long sequence reads and multi-layered scaffolding. PLoS Genet.

[15] Koren S, Walenz BP, Berlin K, Miller JR, Phillippy AM: Canu: scalable and accurate long-read assembly via adaptive k-mer weighting and repeat separation. bioRxiv 2016.10.1101/gr.215087.116PMC541176728298431

[16] Simpson JT, Durbin R (2012). Efficient *de novo* assembly of large genomes using compressed data structures. Genome Res.

[17] Walker BJ, Abeel T, Shea T, Priest M, Abouelliel A, Sakthikumar S, Cuomo CA, Zeng Q, Wortman J, Young SK (2014). Pilon: an integrated tool for comprehensive microbial variant detection and genome assembly improvement. PLoS One.

[18] Holt C, Yandell M (2011). MAKER2: an annotation pipeline and genome-database management tool for second-generation genome projects. BMC Bioinformatics.

[19] Campbell MS, Law MY, Holt C, Stein JC, Moghe GD, Hufnagel DE, Lei JK, Achawanantakun R, Jiao D, Lawrence CJ (2014). MAKER-P: a tool kit for the rapid creation, management, and quality control of plant genome annotations. Plant Physiol.

[20] Gremel G, Wanders A, Cedernaes J, Fagerberg L, Hallstrom B, Edlund K, Sjostedt E, Uhlen M, Ponten F (2015). The human gastrointestinal tract-specific transcriptome and proteome as defined by RNA sequencing and antibody-based profiling. J Gastroenterol.

[21] Korlach J, Gedman G, Kingan SB, Chin CS, Howard JT, Audet JN, Cantin L, Jarvis ED (2017). De novo PacBio long-read and phased avian genome assemblies correct and add to reference genes generated with intermediate and short reads. Gigascience.

[22] Arcamone N, Neglia S, Gargiulo G, Esposito V, Varricchio E, Battaglini P, De Girolamo P, Russo F (2009). Distribution of ghrelin peptide in the gastrointestinal tract of stomachless and stomach-containing teleosts. Microsc Res Tech.

[23] Miura T, Maruyama K, Kaiya H, Miyazato M, Kangawa K, Uchiyama M, Shioda S, Matsuda K (2009). Purification and properties of ghrelin from the intestine of the goldfish, *Carassius auratus*. Peptides.

[24] Liu Y, Li S, Huang X, Lu D, Liu X, Ko W-h, Zhang Y, Cheng CHK, Lin H (2013). Identification and characterization of a motilin-like peptide and its receptor in teleost. Gen Comp Endocr.

[25] Lopes-Marques M, Ruivo R, Delgado I, Wilson JM, Aluru N, Castro LF (2015). Basal Gnathostomes provide unique insights into the evolution of vitamin B12 binders. Genome Biol Evol.

[26] Ordonez GR, Hillier LW, Warren WC, Grutzner F, Lopez-Otin C, Puente XS (2008). Loss of genes implicated in gastric function during *platypus* evolution. Genome Biol.

[27] Sinha J, Cao Z, Dai J, Tang H, Partyka K, Hostetter G, Simeone DM, Feng Z, Allen PJ, Brand RE (2016). A gastric glycoform of MUC5AC is a biomarker of mucinous cysts of the pancreas. PLoS One.

[28] German DP, Bittong RA (2009). Digestive enzyme activities and gastrointestinal fermentation in wood-eating catfishes. J Comp Physiol B.

[29] Horn MH, Gawlicka AK, German DP, Logothetis EA, Cavanagh JW, Boyle KS (2006). Structure and function of the stomachless digestive system in three related species of new world silverside fishes (Atherinopsidae) representing herbivory, omnivory, and carnivory. Mar Biol.

[30] Day R, German D, Manjakasy J, Farr I, Hansen M, Tibbetts I (2011). Enzymatic digestion in stomachless fishes: how a simple gut accommodates both herbivory and carnivory. J Comp Physiol B.

[31] Terova G, Rimoldi S, Bernardini G, Gornati R, Saroglia M (2008). Sea bass ghrelin: molecular cloning and mRNA quantification during fasting and refeeding. Gen Comp Endocr.

[32] Kojima M, Hosoda H, Date Y, Nakazato M, Matsuo H, Kangawa K (1999). Ghrelin is a growth-hormone-releasing acylated peptide from stomach. Nature.

[33] Cowley MA, Smith RG, Diano S, Tschop M, Pronchuk N, Grove KL, Strasburger CJ, Bidlingmaier M, Esterman M, Heiman ML (2003). The distribution and mechanism of action of ghrelin in the CNS demonstrates a novel hypothalamic circuit regulating energy homeostasis. Neuron.

[34] Eom J, Hong M, Cone RD, Song Y (2013). Zebrafish ghrelin is expressed in pancreatic endocrine cells and regulated by metabolic state. Biochem Bioph Res Co.

[35] Hatef A, Yufa R, Unniappan S (2015). Ghrelin o-acyl transferase in zebrafish is an evolutionarily conserved peptide upregulated during calorie restriction. Zebrafish.

[36] Amole N, Unniappan S (2009). Fasting induces preproghrelin mRNA expression in the brain and gut of zebrafish, *Danio rerio*. Gen Comp Endocr.

[37] Kim MS, Yoon CY, Park KH, Shin CS, Park KS, Kim SY, Cho BY, Lee HK (2003). Changes in ghrelin and ghrelin receptor expression according to feeding status. Neuroreport.

[38] Kaiya H, Kangawa K, Miyazato M (2013). Ghrelin receptors in non-mammalian vertebrates. Front Endocrinol (Lausanne).

[39] Su J, Geng J, Bao J, Tang Y, Liu M, Yu H, Han Y, Huang W, Zhou S (2016). Two ghrelin receptor agonists for adults with malnutrition: a systematic review and meta-analysis. Nutr J.

[40] Sanger GJ, Furness JB (2016). Ghrelin and motilin receptors as drug targets for gastrointestinal disorders. Nat Rev Gastroenterol Hepatol.

[41] Samson WK, Lumpkin MD, Nilaver G, Mccann SM (1984). Motilin - a novel growth-hormone releasing agent. Brain Res Bull.

[42] Samson WK, Lumpkin MD, McCann SM (1982). Motilin stimulates growth hormone release in vitro. Brain Res Bull.

[43] Christofides ND, Modlin IM, Fitzpatrick ML, Bloom SR (1979). Effect of motilin on the rate of gastric emptying and gut hormone release during breakfast. Gastroenterology.

[44] Christofides ND, Long RG, Fitzpatrick ML, McGregor GP, Bloom SR (1981). Effect of motilin on the gastric emptying of glucose and fat in humans. Gastroenterology.

[45] Tack J, Deloose E, Ang D, Scarpellini E, Vanuytsel T, Van Oudenhove L, Depoortere I (2016). Motilin-induced gastric contractions signal hunger in man. Gut.

[46] Volkoff H. The neuroendocrine regulation of food intake in fish: a review of current knowledge. Front Neurosci-Switz. 2016;1010.3389/fnins.2016.00540PMC512605627965528

[47] Böttcher G, Sjölund K, Ekblad E, Håkanson R, Schwartz TW, Sundler F (1984). Coexistence of peptide YY and glicentin immunoreactivity in endocrine cells of the gut. Regul Peptides.

[48] Bottcher G, Alumets J, Hakanson R, Sundler F (1986). Co-existence of glicentin and peptide YY in colorectal L-cells in cat and man. An electron microscopic study. Regul Pept.

[49] Rozengurt N, Wu SV, Chen MC, Huang C, Sternini C, Rozengurt E (2006). Colocalization of the α-subunit of gustducin with PYY and GLP-1 in L cells of human colon. Am J Physiol-Gastr L.

[50] Wallace KN, Akhter S, Smith EM, Lorent K, Pack M (2005). Intestinal growth and differentiation in zebrafish. Mech Dev.

[51] Wang Z, Du J, Lam SH, Mathavan S, Matsudaira P, Gong Z (2010). Morphological and molecular evidence for functional organization along the rostrocaudal axis of the adult zebrafish intestine. BMC Genomics.

[52] Stroband HW, Kroon AG (1981). The development of the stomach in *clarias lazera* and the intestinal absorption of protein macromolecules. Cell Tissue Res.

[53] HWJ S, Hvd M, Timmermans LPM (1979). Regional functional differentiation in the gut of the grasscarp, *Ctenopharyngodon idella* (Val.). Histochemistry.

[54] Stroband HW, Debets FM (1978). The ultrastructure and renewal of the intestinal epithelium of the juvenile grasscarp, *Ctenopharyngodon idella* (Val.). Cell Tissue Res.

[55] Grosell M, Farrell AP, Brauner CJ: Fish physiology: the multifunctional gut of fish; 2010.

[56] Kurita Y, Nakada T, Kato A, Doi H, Mistry AC, Chang M-H, Romero MF, Hirose S (2008). Identification of intestinal bicarbonate transporters involved in formation of carbonate precipitates to stimulate water absorption in marine teleost fish. Am J Physiol - Reg I.

[57] Koslowski M, Tureci O, Huber C, Sahin U. Selective activation of tumor growth-promoting Ca2+ channel MS4A12 in colon cancer by caudal type homeobox transcription factor CDX2. Mol Cancer. 2009;810.1186/1476-4598-8-77PMC275990719781065

[58] Fraser IP, Koziel H, Ezekowitz RAB (1998). The serum mannose-binding protein and the macrophage mannose receptor are pattern recognition molecules that link innate and adaptive immunity. Semin Immunol.

[59] Rombout JHWM, Abelli L, Picchietti S, Scapigliati G, Kiron V (2011). Teleost intestinal immunology. Fish Shellfish Immun.

[60] Rombout JH, Lamers CH, Helfrich MH, Dekker A, Taverne-Thiele JJ (1985). Uptake and transport of intact macromolecules in the intestinal epithelium of carp (*Cyprinus carpio* L.) and the possible immunological implications. Cell Tissue Res.

[61] Rombout JH, van den Berg AA (1985). Uptake and transport of ferritin in the epithelium of carp (*Cyprinus carpio* L.) and the possible immunological implications. Cell Biol Int Rep.

[62] Georgopoulou U, Dabrowski K, Sire MF, Vernier JM (1988). Absorption of intact proteins by the intestinal epithelium of trout, *Salmo gairdneri*. A luminescence enzyme immunoassay and cytochemical study. Cell Tissue Res.

[63] Noaillac-Depeyre J, Gas N (1976). Electron microscopic study on gut epithelium of the tench (*Tinca tinca* L.) with respect to its absorptive functions. Tissue Cell.

[64] Nielsen MJ, Rasmussen MR, Andersen CBF, Nexo E, Moestrup SK (2012). Vitamin B-12 transport from food to the body's cells-a sophisticated, multistep pathway. Nat Rev Gastro Hepat.

[65] Greibe E, Fedosov S, Sorensen BS, Hojrup P, Poulsen SS, Nexo E (2012). A single rainbow trout cobalamin-binding protein stands in for three human binders. J Biol Chem.

[66] Greibe E, Fedosov S, Nexo E. The cobalamin-binding protein in zebrafish is an intermediate between the three cobalamin-binding proteins in human. PLoS One. 2012;7(4)10.1371/journal.pone.0035660PMC333198822532867

[67] Heidelbaugh JJ (2013). Proton pump inhibitors and risk of vitamin and mineral deficiency: evidence and clinical implications. Therapeutic Advances in Drug Safety.

[68] Cummings DE, Weigle DS, Frayo RS, Breen PA, Ma MK, Dellinger EP, Purnell JQ (2002). Plasma ghrelin levels after diet-induced weight loss or gastric bypass surgery. N Engl J Med.

[69] Li H. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. arXiv:1303.3997v1 [q-bio.GN] (https://github.com/lh3/bwa). 2013.

[70] Parra G, Bradnam K, Ning Z, Keane T, Korf I (2008). Assessing the gene space in draft genomes. Nucleic Acids Res.

[71] Parra G, Bradnam K, Korf I (2007). CEGMA: a pipeline to accurately annotate core genes in eukaryotic genomes. Bioinformatics.

[72] Simão FA, Waterhouse RM, Ioannidis P, Kriventseva EV, Zdobnov EM. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics. 2015;31(19):3210-12.10.1093/bioinformatics/btv35126059717

[73] Torresen OK, Star B, Jentoft S, Reinar WB, Grove H, Miller JR, Walenz BP, Knight J, Ekholm JM, Peluso P, et al. An improved genome assembly uncovers prolific tandem repeats in Atlantic cod. BMC Genomics. 2017;1810.1186/s12864-016-3448-xPMC524197228100185

[74] Ellinghaus D, Kurtz S, Willhoeft U (2008). LTRharvest, an efficient and flexible software for de novo detection of LTR retrotransposons. BMC Bioinformatics.

[75] Jurka J, Kapitonov VV, Pavlicek A, Klonowski P, Kohany O, Walichiewicz J (2005). Repbase update, a database of eukaryotic repetitive elements. Cytogenet Genome Res.

[76] Campbell MS, Holt C, Moore B, Yandell M: Genome annotation and curation using MAKER and MAKER-P. In: *Current Protocols in Bioinformatics.* John Wiley & Sons, Inc.; 2002.10.1002/0471250953.bi0411s48PMC428637425501943

[77] Korf I (2004). Gene finding in novel genomes. BMC Bioinformatics.

[78] Lomsadze A, Ter-Hovhannisyan V, Chernoff YO, Borodovsky M (2005). Gene identification in novel eukaryotic genomes by self-training algorithm. Nucleic Acids Res.

[79] Stanke M, Waack S: Gene prediction with a hidden Markov model and a new intron submodel. Bioinformatics 2003, 19(suppl 2):ii215-ii225.10.1093/bioinformatics/btg108014534192

[80] Stanke M, Diekhans M, Baertsch R, Haussler D (2008). Using native and syntenically mapped cDNA alignments to improve de novo gene finding. Bioinformatics.

[81] UniProt: a hub for protein information. Nucleic Acids Res 2014, 43(D1):D204-D212.10.1093/nar/gku989PMC438404125348405

[82] Jones P, Binns D, Chang H-Y, Fraser M, Li W, McAnulla C, McWilliam H, Maslen J, Mitchell A, Nuka G (2014). InterProScan 5: genome-scale protein function classification. Bioinformatics.

[83] Martin M: Cutadapt removes adapter sequences from high-throughput sequencing reads, vol. 17; 2011.

[84] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I, Adiconis X, Fan L, Raychowdhury R, Zeng Q (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotech.

[85] Künstner A, Wolf JBW, BackstrÖM N, Whitney O, Balakrishnan CN, Day L, Edwards SV, Janes DE, Schlinger BA, Wilson RK (2010). Comparative genomics based on massive parallel transcriptome sequencing reveals patterns of substitution and selection across 10 bird species. Mol Ecol.

[86] Margulies M, Egholm M, Altman WE, Attiya S, Bader JS, Bemben LA, Berka J, Braverman MS, Chen YJ, Chen ZT (2005). Genome sequencing in microfabricated high-density picolitre reactors. Nature.

[87] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[88] Liao Y, Smyth GK, Shi W (2014). FeatureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[89] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[90] Supek F, Bosnjak M, Skunca N, Smuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS One.

# Supplementary material for: Loss of stomach, loss of appetite? Sequencing of the ballan wrasse (Labrus bergylta) genome and intestinal transcriptomic profiling illuminate the evolution of loss of stomach function in fish
**Source:** BMC Genomics. 2018 Mar 6;19:186. doi: 10.1186/s12864-018-4570-8
**Supplement:** Supplementary file 1 — Illumina de novo brain and intestine transcriptome assembly statistics.

# Illumina de novo brain and intestine transcriptome assembly statistics

|                        | Before | filtering | After     | RSEM |
|------------------------|--------|-----------|-----------|------|
|                        | ((bp)) |           | filtering |      |
| Trinity genes          | 174273 |           | 41235     |      |
| Trinity transcripts    | 262584 |           | 60007     |      |
| N50 length             | 2699   |           | 2794      |      |
| Avearage contig length | 699.77 |           | 1699      |      |

# Supplementary material for: Loss of stomach, loss of appetite? Sequencing of the ballan wrasse (Labrus bergylta) genome and intestinal transcriptomic profiling illuminate the evolution of loss of stomach function in fish
**Source:** BMC Genomics. 2018 Mar 6;19:186. doi: 10.1186/s12864-018-4570-8
**Supplement:** Supplementary file 2 — Data showing full length analysis of the Illumina de novo brain and intestine transcriptome assembly using BLAST+ and Uniprot as a reference database (release). The metric analysis examines the number of assembled transcripts that appeared to be full length or nearly full length. The first column (#hit_pct_cov_bin %) shows the present coverage in the database. The second column (count_in_bin) shows the number proteins that match a trinity assembly transcript by more than the present given in the table >%. E.g 1554 proteins match a transcript by > 80% and <= 90% of their protein lengths. The third column (>bin_below) shows the number of protein in the reference database that are represented by nearly full length transcripts with a % alignment coverage.

Full length analysis of the Illumina de novo brain and intestine transcriptome assembly

#hit_pct_cov_bin<br>%	count_in_bin	>bin_below
100	7730	7730
90	1554	9284
80	1013	10297
70	812	11109
60	844	11953
50	790	12743
40	704	13447
30	668	14115
20	535	14650
10	182	14832

# Supplementary material for: Loss of stomach, loss of appetite? Sequencing of the ballan wrasse (Labrus bergylta) genome and intestinal transcriptomic profiling illuminate the evolution of loss of stomach function in fish
**Source:** BMC Genomics. 2018 Mar 6;19:186. doi: 10.1186/s12864-018-4570-8
**Supplement:** Supplementary file 4 — The figures shows the genomic region with Ensembl coordinates and flanking genes (Synteny) for mboat4, motilin receptor (mlnr), peptide y a (pyya), peptide y b (pyyb), cholecystokinin a (ccka), cholecystokinin b (cckb).

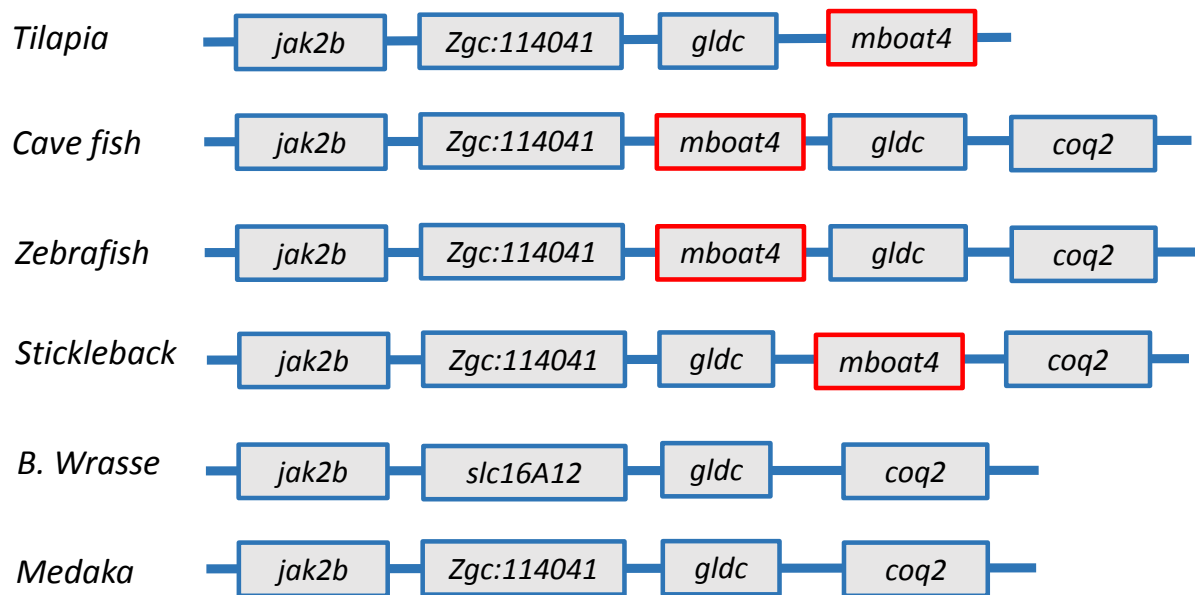

Figure A. Genomic region and Ensembl accession number for *mboat4* genes in teleosts. Tilapia (*Oryzias latipes*) GL831307.1:236952-311998, (Gene not present in the Ensembl gene prediction. sequences identified in the present work in the given genomic region by tBLASTn search. ENSDART00000159371 was used as query. e-value = 2e-65); Cave fish (*Astyanax mexicanus*): KB882180.1:726758-827132, ENSAMXG00000014423; Stickleback (*Gasterosteus aculeatus*): groupXIII:17231488-17271128, ENSGACG00000013734; Zebrafish (*Danio rerio*): chromosome 5:65362599-65538959, ENSDARG00000018882; Ballan wrasse (*Labrus bergylta*): LaB_20160104_scaffold_208:294158-362772; Medaka (*Oryzias latipes*): chromosome 9:3938996-4019818, ENSORLG00000001556

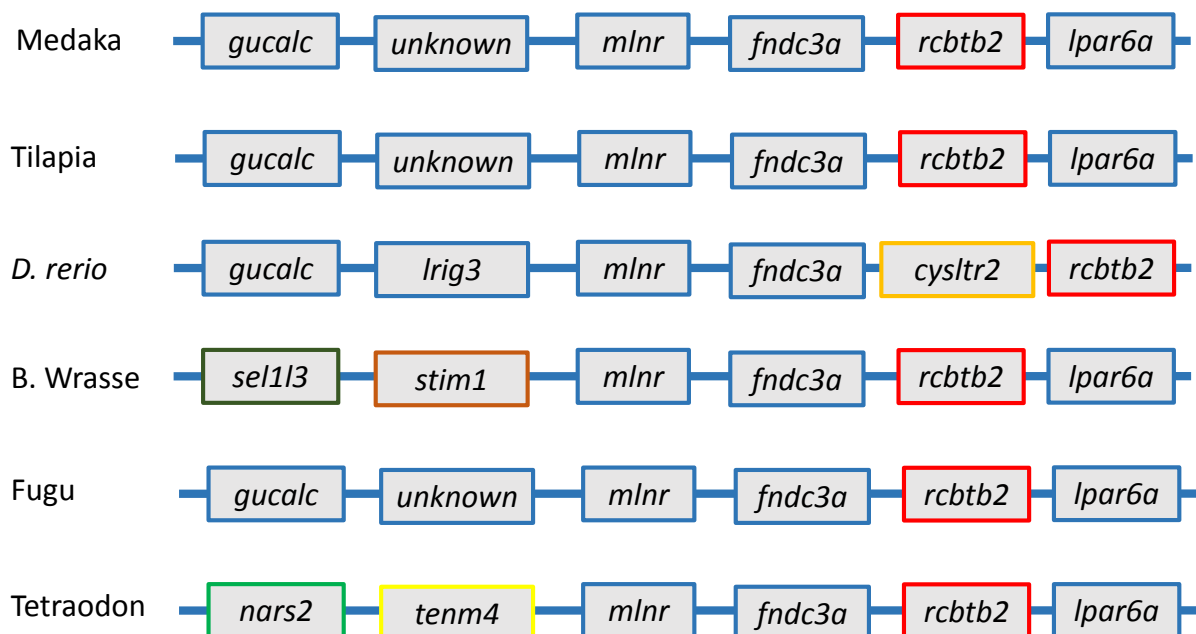

Figure B. Genomic region and Ensembl accession number for motilin receptor (*mlnr*) in teleosts. Tilapia (*Oryzias latipes*) (GL831218.1:1557919-1666013) ENSONIG00000005699; zebrafish (*Danio rerio*): 15:2925420-3178148, ENSDARG000000091207; Ballan wrasse (*Labrus bergylta*): LaB_20160104_scaffold_254:674,888-784,422, LABE_00040338; Tetraodon (*Tetraodon nigroviridis*): 16:5671222-5876201, ENSTNIG000000019039; Fugu (*Takifugu rubripes*) scaffold_19:1379444-1441687, ENSTRUG000000013958; Tilapia GL831218.1:1556244-1666009, ENSONIG00000005699.

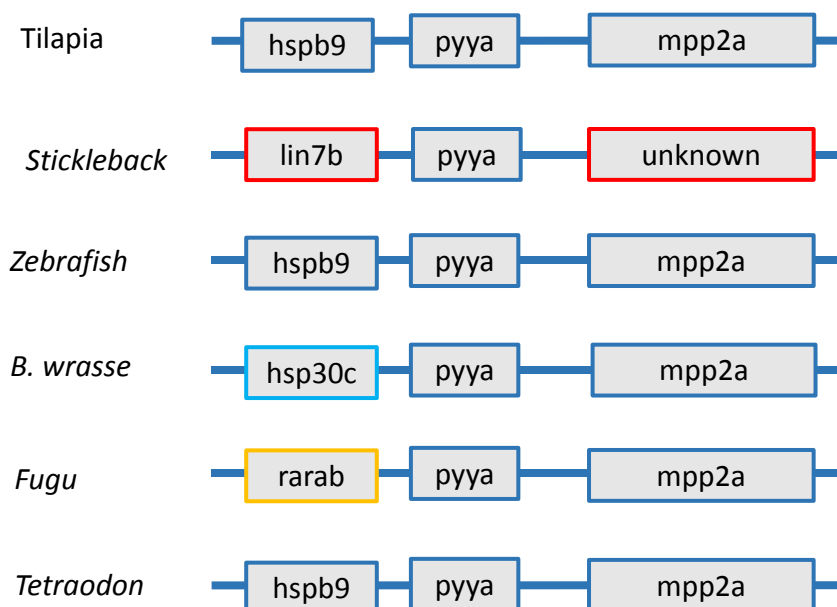

Figure C. Genomic region and Ensembl accession number for peptide y a (*pyya*) in Tilapia (*Oreochromis niloticus*) GL831179.1:1232875-1317458, ENSONIG00000006306; Stickleback (*Gasterosteus aculeatus*) scaffold_80:221815-302071, ENSGACG00000000462; Zebrafish (*Danio rerio*) 3:33168172-33252755, ENSDARG000000053449; Ballan wrasse (*Labrus bergylta*) 160104_scaffold_338:468,307-515,344; Fugu (*Takifugu rubripes*) scaffold_431:13575-110693, ENSTRUG000000010705; Tetraodon (*Tetraodon nigroviridis*) Un_random:4460723-4485961, ENSTNIG000000011155.

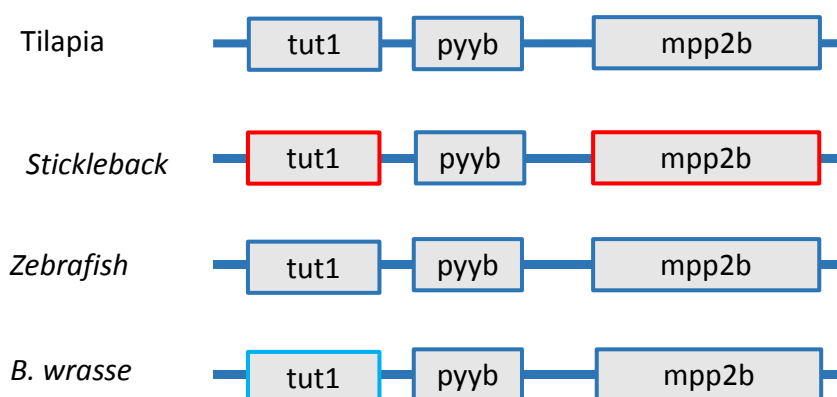

Figure D. Genomic region and Ensembl accession number for peptide y b (*pyyb*) in Tilapia (*Oreochromis niloticus*) GL831136.1:7361496-7437894, ENSONIG00000019912; Stickleback (*Gasterosteus aculeatus*) scaffold_80:221815-302071, ENSGACG00000009947; Zefbrafish (*Danio rerio*) 12:10160367-10315209, ENSDARG00000035832; Ballan wrasse (*Labrus bergylta*) LaB_20160104_scaffold_398:85,254-162,953; Fugu (*Takifugu rubripes*) scaffold_431:13575-110693, ENSTRUG00000016462; Tetraodon (*Tetraodon nigroveridis*) Un_random:4460723-4485961, ENSTNIG00000001330.

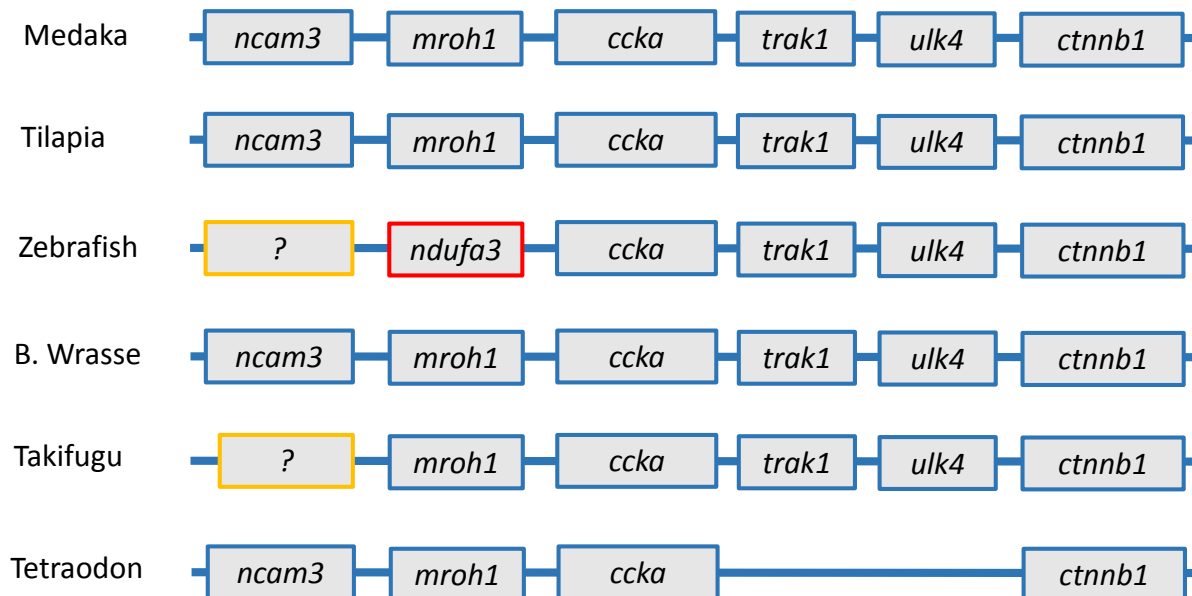

Figure E. Genomic region and Ensembl accession number for cholecystokinin a (*ccka*) gene in teleosts. Medaka (*Oryzias latipes*): Chromosome 16:11129168-11331760, ENSORLG00000005949; Tilapia (*Oreochromis niloticus*): GL831158.1:3480909-3755124, ENSONIG00000007246; Ballan wrasse (*Labrus berggylta*): LaB_20160104_scaffold_3:3,768,618-3,898,146, LABE_00001570; (*Danio rerio*):16:5749306-6317598, ENSDARG00000070810; Fugu (*Takifugu rubripes*): scaffold_383:132-105503, ENSTRUG00000001951; Tetraodon (*Tetraodon nigroviridis*): chromosome 8:3356248-3456179, ENSTNIG00000019093.

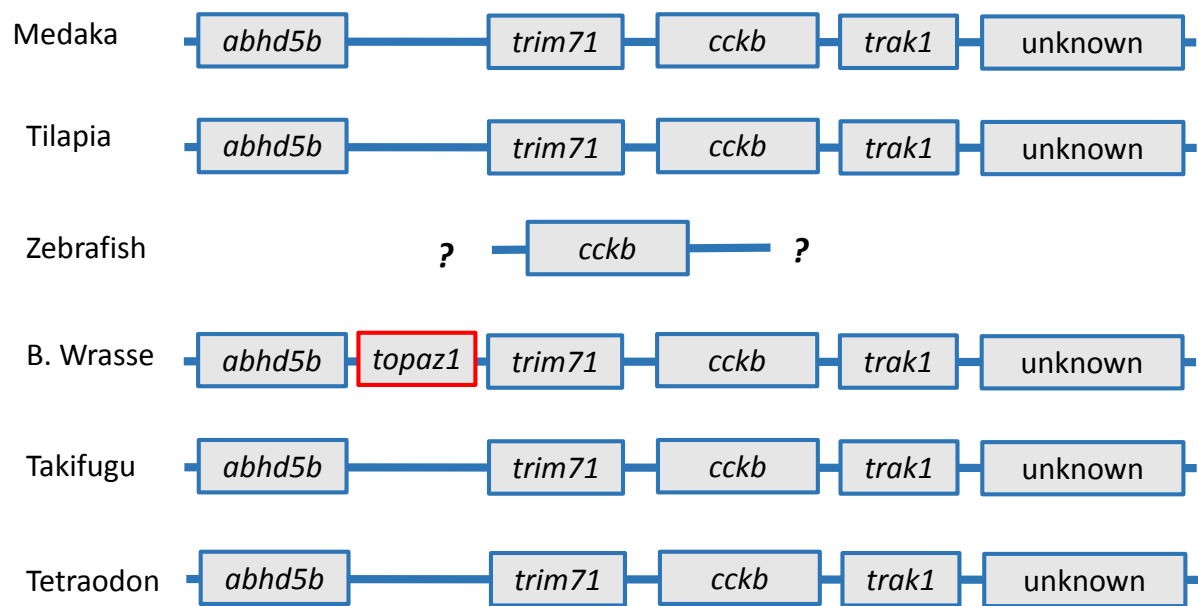

Figure F. Genomic region and Ensembl accession number for cholecystokinin b (*cckb*) gene in: Medaka (*Oryzias latipes*): Chromosome 11:13403405-13610771, ENSORLG00000005594; Tilapia (*Oreochromis niloticus*): GL831437.1:387788-564545, ENSONIG00000015434; Ballan wrasse (*Labrus berggylta*): LaB_20160104_scaffold_422:1-129,305, LABE_00051154; (*Danio rerio*):KN150698.1:1521-8568, ENSDARG00000070810; Fugu (*Takifugu rubripes*): scaffold_12:826058-910300, ENSTRUG00000013433; Tetraodon (*Tetraodon nigroviridis*):

# Supplementary material for: Loss of stomach, loss of appetite? Sequencing of the ballan wrasse (Labrus bergylta) genome and intestinal transcriptomic profiling illuminate the evolution of loss of stomach function in fish
**Source:** BMC Genomics. 2018 Mar 6;19:186. doi: 10.1186/s12864-018-4570-8
**Supplement:** Supplementary file 8 — Clustering of gene ontology terms (GOs) enriched in segment 1 (Fig. A) and segment 4 (Fig. B). REVIGO summarizing and visualizing software [90] was used to construct a tree map clustering of gene ontology terms (GO) enriched in the hind gut (segment 1) of ballan wrasse intestine using. Box size indicate the relative size of the GO cluster. Colors are added to separate the main hierarchy GO terms. The figure indicates the largest enriched clusters of GO terms in segment 1 and 4.

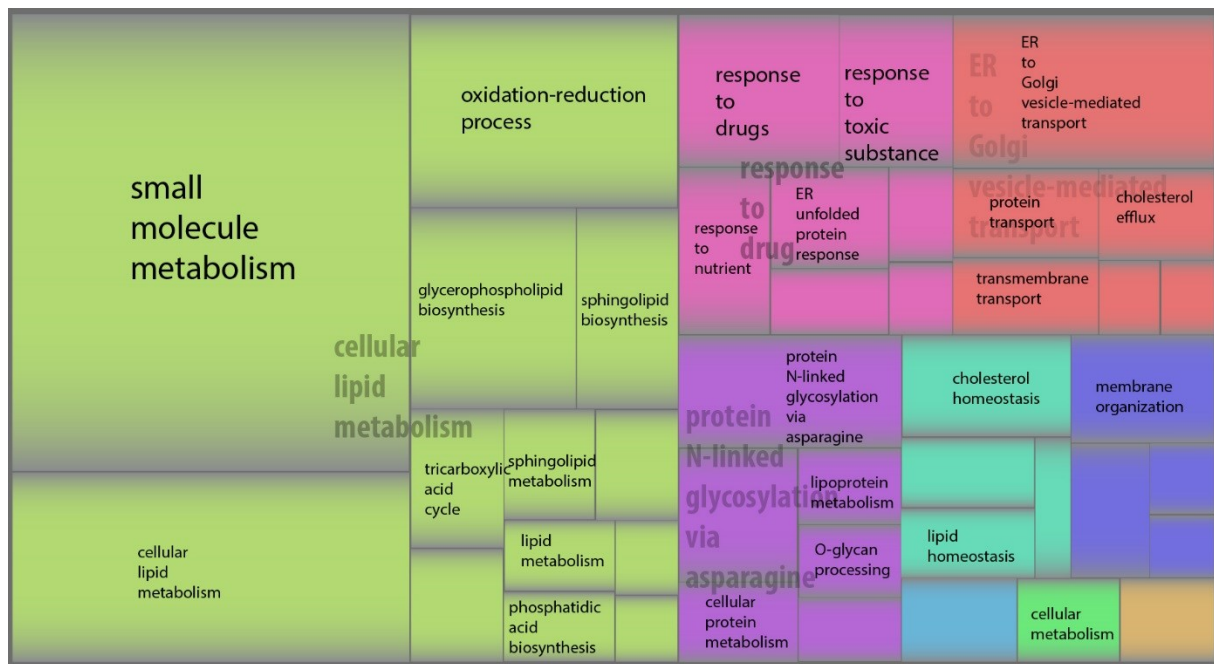

A. Clustering of gene ontology terms (GOs) enriched in segment 1. REVIGO summarizing and visualizing software [9] was used to construct a tree map clustering of gene ontology terms (GO) enriched in the hind gut (segment 1) of ballan wrasse intestine using. The figure indicates the largest clusters of GO terms enriched in the anterior gut (segment 1 vs 4)

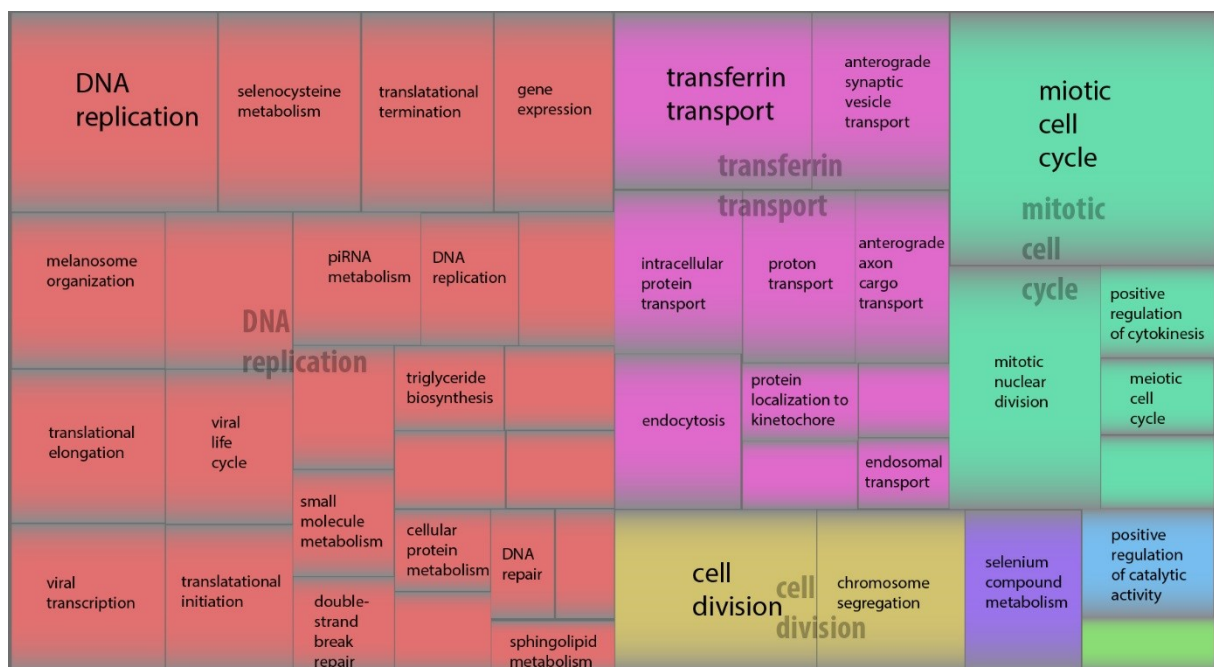

B. Clustering of gene ontology terms (GOs) enriched in segment 4. REVIGO summarizing and visualizing software [9] was used to construct a tree map clustering of gene ontology terms (GO) enriched in the hind gut (segment 4) of ballan wrasse intestine using. The figure indicates the largest clusters of GO terms enriched in the anterior gut (segment 4 vs 1)

# Supplementary material for: Loss of stomach, loss of appetite? Sequencing of the ballan wrasse (Labrus bergylta) genome and intestinal transcriptomic profiling illuminate the evolution of loss of stomach function in fish
**Source:** BMC Genomics. 2018 Mar 6;19:186. doi: 10.1186/s12864-018-4570-8
**Supplement:** Supplementary file 9 — Top ten differentially expressed genes based on fold change (positive or negative) between segment 1 and 4 (Upregulated and downregulated genes in segment 1 compared to 4. The table shows Gene_ID, gene_symbol, Fold change and p-adjust values.

Differentially expressed genes in segment 4 versus 1.

| <i>Gene_ID</i> | <i>gene_symbol</i> | <i>enriched</i> | <i>FoldChange</i> | <i>p-adj</i> |
|----------------|--------------------|-----------------|-------------------|--------------|
| LABE_00025543  | <i>cubn</i>        | Segment 4       | 416               | 1.38E-182    |
| LABE_00002019  | <i>lrp2</i>        | Segment 4       | 362               | 2.65E-172    |
| LABE_00048734  | <i>mrc1</i>        | Segment 4       | 362               | 5.81E-165    |
| LABE_00042575  | <i>ctsb</i>        | Segment 4       | 274               | 5.28E-192    |
| LABE_00047336  | <i>p2rx5</i>       | Segment 4       | 169               | 1.10E-90     |
| LABE_00033481  | <i>ctsl</i>        | Segment 4       | 137               | 1.56E-104    |
| LABE_00035304  | <i>unknown</i>     | Segment 4       | 104               | 9.95E-84     |
| LABE_00070741  | <i>sh3tc1</i>      | Segment 4       | 97                | 4.99E-52     |
| LABE_00003530  | <i>amn</i>         | Segment 4       | 84                | 5.82E-89     |
| LABE_00007510  | <i>unknown</i>     | Segment 4       | 79                | 2.44E-36     |
| LABE_00047478  | <i>Cyp2j-like</i>  | Segment 1       | -11               | 3.95E-25     |
| LABE_00077722  | <i>dgka</i>        | Segment 1       | -11               | 1.63E-13     |
| LABE_00068071  | <i>tshr</i>        | Segment 1       | -12               | 6.18E-11     |
| LABE_00065259  | <i>slc25a22</i>    | Segment 1       | -12               | 9.93E-17     |
| LABE_00033114  | <i>rhbg</i>        | Segment 1       | -13               | 1.37E-12     |
| LABE_00006063  | <i>gcsf</i>        | Segment 1       | -13               | 2.68E-18     |
| LABE_00029363  | <i>cyp2j-like</i>  | Segment 1       | -15               | 6.56E-25     |
| LABE_00009863  | <i>etnppl</i>      | Segment 1       | -16               | 4.85E-21     |
| LABE_00033129  | <i>dgka</i>        | Segment 1       | -18               | 3.04E-24     |
| LABE_00046718  | <i>pyya</i>        | Segment 1       | -34               | 3.16E-29     |

How the deposited data were processed for this re-analysis (not part of the article)

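The values analysed are those the authors deposited for the intestine libraries of 6 ballan wrasse with 4 consecutive segments each. The authors removed adaptors with cutadapt and low quality bases with sickle, checked quality with FastQC 0.9.2, mapped the reads with TopHat2 to their own assembly, counted them per gene model with featureCounts of the Subread package and normalized them with DESeq2. The versions of the tools other than FastQC and the strand setting of the counting are not given in the sources used here. The unit of the deposited values is normalized counts, a signal that equals reads per gene model divided by a size factor of the library, rounded to 5 significant digits. Between 93.7% and 99.18% of the values of a library lay within 0.05 of a whole number of reads after multiplication by its recovered factor, so the whole reads could be recovered. The table holds 27392 gene models and 1 line without a gene model, which was left out, and each of its 24 columns of values was used. Gene models carry the names of the table, where 4221 are unknown, and genes that the paper names carry the paper's names.

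Values were tested as log2(value + 1) with limma 3.58.1 (trend on the mean, no robust option) in R 4.3.3, with the 4 segments as groups and all 24 libraries in 1 fit, over the 19515 gene models with a value of at least 10 in at least 6 libraries. Tests were two-sided, and the Benjamini-Hochberg adjusted p was held against 0.05. Gene sets were tested with camera at a preset correlation of 0.01 and again with the correlation estimated, adjusted over the lists of a comparison. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. In a simulation of segment 4 against segment 1 on 19265 gene models, limma found 58 of 100 genes changed by a log2 fold change of 1 and 81 of 100 changed by 2, and it called 8 of 19065 unchanged genes, and 99.848% of simulated reads were recovered as written. The simulation drew the libraries independently, with no effect of fish, and changed 200 genes, where 6221 were called in the data. Its rates of calls therefore need not hold for these data. Camera calls at an adjusted p under 0.05 for segment 4 against segment 1 that held with an estimated correlation over all 6 fish were those of fat absorption, phospholipase A2, lysosome, goblet cell and HOX genes, and of these the HOX genes alone held over fish 1 to 5.

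The genes named were set by a rule before the data were examined. They are every gene to which the paper gives a gene model or that its text on the intestine names. Added to them are the 10 genes with the largest fold change in each direction between segments 4 and 1 and the 5 in each direction of the other comparisons among genes that passed and moved the same way in all 6 fish, and of each gene list up to 4 called members with the highest mean. Genes named outside the rule are given as such. The lists of genes by function and the markers of other tissues were also written before the data were examined, but after reading the paper and its enriched terms, so that lists of the same kind as those terms are not independent of them. The libraries of a fish are a true set, since each fish gave all 4 segments: after the segment means were taken off, libraries of the same fish correlated at 0.435 on average (0.395 to 0.485 for single fish) and libraries of different fish and segments at -0.0864. The study states no pairing, so the fit leaves fish out, and a fit with fish as a block is given where it moves a count by over 1.5 times. Alternatives to the pseudocount, the filter, the scaling, the weights and the counting test, and the fit without each fish, were set before the data were examined, and those chosen afterwards are named as such.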

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

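The tests on the study's own table, on tcnl, on other pairs of fish and on fish 4 and fish 6 were chosen only after the result was seen, and fish 1 and fish 5 were picked by their germ cell sums.

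Germ cell and oocyte genes, which the paper does not report, summed to 61200 and 105000 in the segment 4 libraries of fish 1 and fish 5, against 1000 to 2310 in the segment 1 libraries, and genes of DNA replication and mitosis rose in segment 4 beside them. The 2 libraries held 89.5% of the germ cell sum of segment 4, and without these fish 7 of the 27 called germ cell genes stayed called. These values fit ovary tissue in some segment 4 libraries. The loss of calls is not particular to this pair, since without fish 3 and fish 5 6 germ cell genes stayed called. Of 22 gene models of the supporting cells of the gonad only 5 were tested, and of these 0 were higher and 1 lower in segment 4 over all 6 fish (limma). Ovary tissue as the whole of the rise of replication and mitosis genes is argued against by fish 4 and fish 6, whose germ cell sums lay within the range of segment 1, although the median germ cell gene of fish 4 was higher by 1.36, and whose lower median log2 difference between segments 4 and 1, over all 104 tested replication and mitosis genes, was 0.567. Without fish 1 and fish 5, 45 of the 91 called genes stayed called. The smaller number of fish on its own is argued against as the reason, since the 6 pairs of fish that hold neither of them kept 74 to 89. The 91 genes were called with fish 1 and fish 5 in the fit, and their median differences were the largest (0.843 and 1.47). Leaving them out therefore costs calls whatever the cause of these differences. Pairs that leave fish 1 in the fit also kept few, with 46 without fish 5 and fish 6 and 52 without fish 4 and fish 5. Ovary tissue as part of the rise cannot be told apart from higher cell division in the hind-gut, which the tissue difference of the design allows and which was not tested: the 49.5% that stayed called lies just under the bound of 50% set beforehand, but without fish 3 and fish 5, which leaves fish 1 in the fit, 44 genes stayed called. In segment 3 against segment 1, 9 replication and 17 mitosis genes were already higher and 0 lower over all 6 fish (limma). The median log2 fold changes were 0.475 and 0.474, and over fish 1 to 5 the genes higher were 3 and 3. Germ cell sums in segment 3 were 13194 in fish 2 and 1239.5 to 4189.7 in the other fish. The median log2 fold change of the germ cell list in that comparison was 1.78.

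The fold changes of the study's Additional file 6 differed from those of the deposited values. The mean without fish 6 lay within 0.1% of the study's mean in 100% of 1999 genes, which is consistent with fish 6 having been left out of the study's fit, and with the labels of segments 1 and 3 of fish 2 exchanged the lowest of the 5 correlations with its fold changes was 0.992. This exchange was found by a search over 150 exchanges of 2 libraries and further orders of the labels of fish 2, and of the 150 it gave the highest mean correlation, 0.893 against 0.851 as labelled, on means of log2 values in the 4 comparisons other than segment 2 against segment 1. A wrong order of the deposited labels is argued against, since both libraries correlated more with their own labelled segment of the other fish, by 0.667 or more. The study's cckb ratio and its Fig. 2 follow the deposited labels, no biological explanation was tested, and the reason for the exchange stays open.

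The tcnl gene ran from 6.375 to 5658 between libraries and varied between fish within each segment. Library depth is argued against as the reason in segments 1, 3 and 4, where the highest over the lowest tcnl was 5.97 or more times that ratio of the reads, but not as a part in segment 2 (1.89 times), and rho with the reads was -0.143, -0.6, -0.429 and -0.143 in segments 1 to 4 (n = 6 each). Exocrine pancreas RNA in some libraries fits the values, with a rho above 0.8 in 3 of 4 segments, the lowest of these 0.829, while segment 1 gave 0.257 with CUZD1 in the list. Expression of tcnl by the intestine itself at the level of the segment mean, alike in the fish, is argued against in segments 1 and 4, since in the 3 libraries with under 10% of the segment mean of the pancreas genes without CUZD1 tcnl was at most 5.47% of its own mean. In segments 2 and 3, where each library held 29.2% or more of that mean, and at a level that differs between fish, it stays open.

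In 13 of 102 groups of 6 fish, for genes named in the text, 1 fish lay far from the others, where about 5.1 would do so by chance. Motilin stood at 825 in segment 1 of fish 5, against 1000 to 1100 in the other fish. The slc15a2 model stood at 1490 in segment 2 of fish 6, against 87 to 246. SLC15A1 (LABE_00037938) stood at 14500 in segment 4 of fish 2, against 667 to 889. Slc15a1 (LABE_00017465) stood at 4240 in segment 3 of fish 2, against 9390 to 15100, and at 2650 in its segment 4, against 42.6 to 77.9. The pomcb model LABE_00042606 stood at 51 in segment 2 of fish 5, against 6.2 to 13.3. APOB (LABE_00031499) stood at 299000 in segment 1 of fish 1, against 466000 to 601000, and at 124000 in segment 4 of fish 2, against 25800 to 37800. APOA4 (LABE_00032932) stood at 302 and 129 in segments 1 and 2 of fish 1, against 19200 to 64100 and 17300 to 72500. Apoa4 (LABE_00047832) stood at 3960 in segment 4 of fish 2, against 451 to 868. The apoeb model LABE_00076031 stood at 4160 and 252 in segments 3 and 4 of fish 5, against 22600 to 44300 and 4010 to 8080.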

How the results depend on the processing

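Fits without fish 1 and fish 5, without the 3 libraries highest in germ cell genes (segment 3 of fish 2 and segment 4 of fish 1 and fish 5), with the labels of segments 1 and 3 of fish 2 exchanged, and with DESeq2 shrunken fold changes over fish 1 to 5 were chosen only after the data were seen. Of 2760 values of named genes under the alternatives set before the data were examined, 2694 kept their direction and their side of the threshold, 64 no longer passed (6 of them without an adjusted p from DESeq2), 2 passed in addition and 0 reversed. Under those chosen afterwards, of 858 values 758 kept both, 99 no longer passed (12 without an adjusted p), 1 passed in addition and 0 reversed. Of 816 further list counts under the alternatives set beforehand, the numbers kept, lower and higher were 705, 80 and 31, where lower and higher mean by over 1.5 times. Only members called in the main direction of a list were counted, so a reversal of a list was not examined. With fish as a block, 374 genes were called in segment 2 against segment 1, 1063 in segment 3 against segment 2, 3579 in segment 4 against segment 3, 4523 in segment 3 against segment 1 and 490 in segment 3 alone (higher than in segment 1 and not called higher in segment 4, with nothing asked of segment 2). These included 132 of the 132, 406 of the 406, 2151 of the 2151 and 2720 of the 2721 genes called without the block. With array weights the counts were 269 in segment 2 against segment 1, 1021 in segment 3 against segment 2 and 469 in segment 3 alone, with DESeq2 on the recovered reads 283 and 674 in the first 2, and with only segments 1 and 2 in the fit 81. Leaving out each fish in turn gave 41 (without fish 4) to 280 (without fish 2) genes in segment 2 against segment 1, 70 (without fish 3) to 600 (without fish 2) in segment 3 against segment 2, and 1661 (without fish 3) to 3055 (without fish 2) in segment 3 against segment 1. It gave 149 (without fish 3) to 379 (without fish 2) in segment 3 alone, and 21 (without fish 5) to 37 (without fish 2) higher DNA replication genes in segment 4 against segment 1. Without fish 1 and fish 5 the counts were 14 in segment 2 against segment 1, 0 in segment 3 against segment 2 (limma, against 406 with all 6 fish), 1133 in segment 4 against segment 3, 4027 in segment 4 against segment 1, 1394 in segment 3 against segment 1, 3099 among the 4 segments and 116 in segment 3 alone. In this fit 14 DNA replication, 31 mitosis and 5 one-carbon genes were higher in segment 4. Without the 3 libraries highest in germ cell genes, which leaves in the segment 4 libraries of fish 2 and fish 3 with sums above those of segment 1, 18 DNA replication genes were higher. With the labels of fish 2 exchanged the counts were 0 in segment 2 against segment 1 (limma, against 14 with DESeq2 over fish 1 to 5), 18 in segment 3 against segment 2, 530 in segment 3 against segment 1 and 51 in segment 3 alone, and with DESeq2 over fish 1 to 5 and this exchange 14, 77, 357 and 48. The genes called higher in segment 3 than in each other segment, a rule chosen after the data were seen, numbered 9. With 500 genes or complete linkage 0 segment 4 libraries clustered away from the others, against 1 otherwise. Fewer samples are part of the fits without fish, and the cause of the other changes was not tested. The genes near 0 reads, such as ghsrb and lep, had too few reads to be tested, and whether depth is the reason was not examined. Fits with edgeR on the recovered reads called 159, 315, 2305, 6220 and 2701 genes in the 5 comparisons of 2 segments.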

Differences from the paper's values

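The fits without fish 1 and fish 5, with the labels of fish 2 exchanged and with DESeq2 shrunken fold changes over fish 1 to 5, and the second rule for segment 3, were chosen only after the values were seen. The counts here hold at an adjusted p under 0.05, the paper's threshold. The paper states 6 fish per segment, but the means of its Additional file 6 are those of fish 1 to 5, so the values here over all 6 fish rest on another group of samples, and those over fish 1 to 5 are given in brackets. In segment 2 against segment 1 the paper's count is 14 genes and the count here 132 (47). None of the alternatives set before the data were examined came within 1.5 times of the paper's count. Without fish 1 and fish 5, an alternative chosen after seeing the values, the count was 14 and 11 of the 14 genes of the paper's list were dropped. With DESeq2 shrunken fold changes over fish 1 to 5 and the labels of segments 1 and 3 of fish 2 exchanged, also chosen after seeing the values, it was 14 and 0 of the paper's genes were dropped. In segment 3 against segment 2 the paper's count is 76 and the count here 406 (281). Of the alternatives set before the data were examined the one without fish 3 gave 70, with 59 of the paper's 76 genes dropped, and the others did not come within 1.5 times. DESeq2 over fish 1 to 5 with the exchange, chosen after seeing the values, gave 77 and dropped 6 of the 76. In segment 3 against segment 1, 361 genes of the paper's list are held here, and the count here is 2721 (1954). No alternative set before the data were examined came within 1.5 times of 361. Of those chosen after seeing the values, limma with the exchange gave 530 and dropped 77 of the 361. DESeq2 over fish 1 to 5 with the exchange gave 357 and dropped 22. For genes uniquely enriched in segment 3, the paper's number is 50 and the number here 297 (231). The paper describes its genes as not enriched in segment 4 (Fig. 2) and does not state the full rule. The rule here asks for higher values than in segment 1 and no call for higher values in segment 4, and nothing of segment 2, and with higher values asked against each other segment, a rule chosen after seeing the values, the number was 9 (5). For the first rule no alternative set before the data were examined came within 1.5 times, and those chosen after seeing the values gave 51 with the labels of fish 2 exchanged in limma and 48 with DESeq2 and the exchange. The genes of that list are not named in the sources used here, so how many are dropped is not given.

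The paper's fold changes in Additional file 9 are linear and were turned into log2 fold changes of segment 4 against segment 1, with the values over fish 1 to 5 in brackets. For the genes higher in segment 4 they were CUBN 8.7 in the paper and 9.95 here (9.79), Lrp2 8.5 in the paper and 9.72 here (9.59), MRC1 8.5 in the paper and 9.44 here (9.36), ctsb 8.1 in the paper and 8.82 here (8.74) and p2rx5 7.4 in the paper and 8.55 here (8.24). Those of further genes of segment 4 were ctsl 7.1 in the paper and 8.39 here (8.2), the unknown model LABE_00035304 6.7 in the paper and 7.74 here (7.58), sh3tc1 6.6 in the paper and 8.1 here (8.02), AMN 6.39 in the paper and 7.38 here (7.32) and the unknown model LABE_00007510 6.3 in the paper and 7.54 here (7.58). For the genes higher in segment 1 they were dgka (LABE_00077722) -3.46 in the paper and -5.24 here (-5.12), slc25a22 -3.58 in the paper and -5.19 here (-5.06), rhbg -3.7 in the paper and -8.43 here (-8.42) and gcsf (named GCSH in the deposited table) -3.7 in the paper and -5.31 here (-5.14). Others of segment 1 were the cyp2j-like model LABE_00029363 -3.91 in the paper and -5.06 here (-4.91), etnppl -4 in the paper and -5.61 here (-5.57), dgka (LABE_00033129) -4.17 in the paper and -5.44 here (-5.37) and pyya -5.09 in the paper and -7.34 here (-7.24). Of the alternatives set before the data were examined, a pseudocount of 8 came within the spread between fish of the paper's value for ctsb (8.74), p2rx5 (7.83), LABE_00035304 (6.91), sh3tc1 (5.9), dgka LABE_00077722 (-4.48) and pyya (-5.67). Fits without 1 fish did so for ctsb (8.63 without fish 1, 8.76 without fish 4 and 8.74 without fish 6), p2rx5 (8.24 without fish 6), sh3tc1 (7.81 without fish 3) and LABE_00007510 (7.23 without fish 3). Quantile normalization did so for LABE_00007510 (7.11), and edgeR and DESeq2 on the recovered reads for slc25a22 (-4.92 and -4.91). For CUBN, Lrp2, MRC1, ctsl, AMN, rhbg, gcsf, the cyp2j-like model, etnppl and dgka LABE_00033129 none of them did. Of the alternatives chosen after seeing the values, DESeq2 shrunken fold changes over fish 1 to 5 with the exchange came within the spread for all of these 18 genes and dropped 55 of the 1999 genes held of the paper's list for segment 4 against segment 1, and without the exchange they did so for each but rhbg and pyya and dropped 136. The limma fit with the exchange did so for ctsb, LABE_00035304, slc25a22, the cyp2j-like model and etnppl and dropped 417, the fit without fish 1 and fish 5 for ctsb, LABE_00007510 and slc25a22 and dropped 905, and the fit without the 3 libraries highest in germ cell genes for ctsb and LABE_00007510 and dropped 690.

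The paper places pyya and 9 other genes as the most enriched in segment 1. Here these 10 genes held ranks 15 to 113 among the genes lower in segment 4, with pyya at 28, and Chia, DMBT1, MEP1B, OVCH2 and Slc34a2 stood above them. Its 10 genes for segment 4 held ranks 1 to 31 here, with CUBN first. With DESeq2 over fish 1 to 5 and the exchange, chosen after seeing the values, both groups held ranks 1 to 10. The paper gives the model LABE_00042844 as tcn2 and places tcn2 higher in the hind-gut. That model was lower in segment 4 here, and the model named TCN2 in the table (LABE_00059456) was higher. The paper describes DNA replication as raised in the hind-gut against the rest of the intestine, and here 39 of 47 genes were higher against segment 1 but 3 higher and 2 lower against segment 3.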

Other observations

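The search for genes present in some fish only and the grouping of CUZD1, OLFM4 and Agt were chosen only after the values were seen. Genes that set position along the body axis rose towards the hind-gut. Of 23 HOX genes, 17 were higher and 2 lower in segment 4 than in segment 1 over fish 1 to 5, and 18 and 2 over all 6 fish (limma; 18 and 3 when adjusted over the list alone; camera adjusted p = 5.97e-09, adjusted p = 0.0332 with an estimated correlation). The gene hoxa10 (LABE_00032182) was 1.19 ± 0.887 in segment 1, 0.751 ± 1.15 in segment 2, 707 ± 352 in segment 3 and 1008 ± 110.2 in segment 4 over fish 1 to 5 (SD, n = 5), and 1.57 ± 1.23, 48.7 ± 118, 673 ± 326 and 1008 ± 98.6 over all 6 fish (SD, n = 6; 3.48, 289, 502 and 1009 in fish 6). For hoxa10, segment 4 against segment 1 gave a log2 fold change of 8.95 (standard error 0.49, adjusted p = 1.15e-10 from limma) over fish 1 to 5 and of 8.76 (standard error 0.93, adjusted p = 1.02e-07) over all 6 fish. For hoxa9 (LABE_00032178) the log2 fold changes were 7.92 and 8.18 and for hoxa4 (LABE_00032172), which lies towards the anterior end of the cluster, 0.99 and 1.00 (limma adjusted p of 0.00828 or less in each). Relaxin 3 (Rln3) was 47.4 ± 14.9 in segment 1, 1049 ± 174 in segment 2, 4261 ± 1270 in segment 3 and 2505 ± 1094 in segment 4 over fish 1 to 5 (SD, n = 5), and 43.3 ± 16.6, 1099 ± 199, 3978 ± 1332 and 2600 ± 1006 over all 6 fish (SD, n = 6; 23.2, 1350, 2560 and 3077 in fish 6), with log2 fold changes of 5.63 and 5.86 in segment 4 against segment 1 (limma adjusted p = 2.44e-11 and 1.46e-13). Of 9 goblet cell and mucus genes, 6 were lower and 1 higher in segment 4 over fish 1 to 5, with the same numbers over all 6 fish (6 and 3 when adjusted over the list alone; camera adjusted p = 0.00533, adjusted p = 0.0475 with an estimated correlation over all 6 fish, and adjusted p = 0.0781 with an estimated correlation over fish 1 to 5). The gel-forming mucin Muc2 (LABE_00005597) had log2 fold changes of -1.61 and -1.62, the membrane mucin Muc13 (LABE_00066417) of -1.39 and -1.47 and agr2 (LABE_00041039), a disulfide isomerase of mucus cells, of -1.03 and -1.02 (limma adjusted p of 0.00468 or less in each).

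Of 74 ribosomal protein genes, 23 were higher and 1 lower in segment 4 than in segment 1 over fish 1 to 5, and 35 and 1 over all 6 fish (limma; 42 and 2 when adjusted over the list alone; camera adjusted p = 7.59e-08, adjusted p = 0.446 with an estimated correlation). Rpl3 (LABE_00052464) was higher by log2 fold changes of 0.51 and 0.51 (limma adjusted p = 0.00386 and 0.000992). Of 16 enteroendocrine cell genes, 4 were lower and 1 higher over fish 1 to 5, and 6 and 1 over all 6 fish (6 and 1 when adjusted over the list alone; camera adjusted p = 0.0205, adjusted p = 0.313 with an estimated correlation). Among them the prohormone convertase Pcsk1 (LABE_00007826) was lower by log2 fold changes of -2.04 and -2.05 and the granule protein scg3 (LABE_00030889) by -1.22 and -1.19 (limma adjusted p of 0.000157 or less in each). Of 20 liver genes, 7 were lower and 4 higher in segment 4 over fish 1 to 5, with the same numbers over all 6 fish (8 and 4 when adjusted over the list alone; camera adjusted p = 0.133), such as Lect2 (LABE_00063507), a cytokine of hepatocytes, by -3.90 and -4.01 (limma adjusted p = 2.02e-05 and 6.55e-07). CUZD1, OLFM4 and angiotensinogen (Agt, LABE_00026700) shared a shape that was highest in segment 1. For Agt, 5 of 16 alternatives ended the call for lower values in segment 4 than in segment 1. CUZD1 was 132400 ± 72920 in segment 1, 2594 ± 2180 in segment 2, 109.7 ± 47.4 in segment 3 and 25970 ± 17390 in segment 4 over fish 1 to 5 (SD, n = 5), and 132600 ± 65230, 3934 ± 3819, 1013 ± 2213 and 25440 ± 15610 over all 6 fish (SD, n = 6; 134100, 10640, 5528 and 22800 in fish 6). In segment 4 against segment 1 its log2 fold changes were -2.45 and -2.47 (limma adjusted p = 0.00774 and 0.0321), a call that 8 of 16 alternatives ended. These were the fits without fish 1, 3, 4 or 5 (adjusted p = 0.0512 to 0.0982) and those with DESeq2, edgeR, array weights or quantile normalization (adjusted p = 0.0639 to 0.0925).

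Of the other marker lists, few members passed between segments 4 and 1 over all 6 fish. Of 22 exocrine pancreas genes 3 were higher and 2 lower (3 and 2 when adjusted over the list alone), of 5 endocrine pancreas genes 1 was higher (1), and of 20 smooth muscle genes 2 were higher (2), by limma. Of 13 neuron and glia genes 2 were higher and 1 lower (2 and 1), of 9 erythrocyte genes 1 was lower (1) and of 5 genes of the supporting cells of the gonad 1 was lower (1), also by limma. Over fish 1 to 5 the calls outside the brackets were the same, except that the lower neuron and glia gene did not pass. DDX18 (LABE_00014808) and the unknown model LABE_00026547, chosen after their values were seen, stood at 100 or more in each segment of 3 and of 4 fish and at 2 or less in each segment of the others, and no gene did so in 100 shuffles of the fish numbers within segments.

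Other groupings of the same libraries, a test set before the data were examined, bear on whether the counts arose by chance. Of 100 groupings into groups of the same sizes, the real one included, 1 gave a count as large in segment 3 against segment 2 (highest other 42, against 406), in segment 4 against segment 3 (1738, against 2151), in segment 4 against segment 1 (3840, against 6221), in segment 3 against segment 1 (650, against 2721) and among the 4 segments (2, against 5363). In segment 2 against segment 1 there were 2, and the highest other was 363 against 132, from the grouping of fish 1, 4 and 5 against fish 2, 3 and 6, which points to a structure of the fish. The share of groupings with a count as large was thus under 0.05 for each count. For segment 2 against segment 1 this does not exclude chance, since another grouping of the same libraries gave 363 genes. Among the 32 groupings that keep the libraries of a fish as pairs, which differ from the real one in which fish have their 2 libraries exchanged, the real one gave the largest count in each of the 5 comparisons, and the highest others were 0, 35, 1738, 2700 and 530.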
